# Impact of Lepidopteran Oral Secretions on the Transcriptome of *Arabidopsis thaliana*

**DOI:** 10.1002/pld3.70085

**Published:** 2025-06-19

**Authors:** Angel Fernandez Martin, Philippe Reymond

**Keywords:** Arabidopsis, glucosinolates, herbivory, lepidoptera, oral secretions, transcriptome, wound healing, wounding

## Abstract

Plants respond to attack by chewing insects through the recognition of herbivore‐associated molecular patterns (HAMPs) that are present in oral secretions (OS) and released at the wound site, leading to appropriate deployment of plant immune responses. Because insect feeding is accompanied by severe wounding of the leaf tissue, the specific contribution of HAMPs to defense is not well characterized. Also, OS contain effectors that interfere with the activation of defenses, but the underlying downregulated genes are poorly studied. Here, we analyzed the transcriptome of *Arabidopsis thaliana* leaves in response to wounding alone or to wounding and application of OS from *Spodoptera littoralis* or *Pieris brassicae* . For both insects, OS amplified wound‐induced responses and specifically promoted the activation of stress and hormonal pathways, as well as pathogen‐related responses. In contrast, OS inhibited the expression of genes involved in the regulation and biosynthesis of aliphatic glucosinolates (GS), and cell wall strengthening. In addition, OS‐mediated suppression of wound‐induced *ERF114* and wound healing‐related genes uncovered a novel strategy to impair defenses. In support of these findings, we observed an increased performance of *S. littoralis* and *P. brassicae* larvae feeding on OS‐treated Arabidopsis plants. Altogether, we highlight a major contribution of OS components to plant response to herbivory and unveil the potential role of conserved OS‐derived effector(s) in inhibiting defenses.

## 1 Introduction

Due to their sessile nature, plants have evolved a high degree of transcriptional plasticity that allows them to quickly adapt their metabolism to environmental changes. Upon the perception of wounding, a transcriptional cascade is induced within minutes and extends for over 24 h (Moore et al. 2022). Plant immune responses to wounding and herbivory are initiated by the perception by cell‐surface receptor kinases of damage‐associated molecular patterns (DAMPs) and herbivore‐associated molecular patterns (HAMPs), followed by a series of downstream signaling steps including phosphorylation of the receptors and associated factors, activation of specific ion channels and production of reactive oxygen species (ROS) (Erb and Reymond 2019; Li et al. 2020). These signals are integrated by hormonal pathways and result in transcriptional changes leading to the deployment of specific anti‐herbivore immune responses. Jasmonic acid (JA) is the main pathway involved in the regulation of such changes but other phytohormones, such as salicylic acid (SA), ethylene, auxin, gibberellin, and abscisic acid (ABA), have been shown to be involved to different extents in the response to herbivory (Erb and Reymond 2019). There is also evidence for crosstalk between these hormonal pathways (Pieterse et al. 2012). Following wounding or attack by chewing herbivores, polyunsaturated fatty acids from the chloroplast membrane are enzymatically converted into JA, that is in turn conjugated to isoleucine, forming JA‐Ile, the major bioactive component of this pathway. JA‐Ile mediates the interaction of JAZ repressors with SCF^COI1^complex, leading to the ubiquitination and degradation of JAZs, followed by activation of MYCs, which are basic helix–loop–helix (bHLH) transcription factors that act as a central regulatory hub for JA‐dependent defenses (Kazan and Manners 2013; Howe et al. 2018). In Arabidopsis, MYC2, MYC3, and MYC4 act additively to regulate a substantial fraction of JA‐dependent transcriptional changes and contribute significantly to defense against herbivores (Schweizer, Fernández‐Calvo, et al. 2013). Arabidopsis constitutively produces a basal level of the defense compounds glucosinolates (GS). Upon herbivory, the production of GS is further enhanced through MYC‐dependent activation of the expression of GS biosynthesis genes. However, this process requires direct binding of MYC2/3/4 with MYB transcription factors (Schweizer, Fernández‐Calvo, et al. 2013). Indeed, MYB28, MYB29, and MYB76 regulate the transcription of methionine‐derived aliphatic GS biosynthesis genes, whereas MYB34, MYB51, and MYB122 are necessary for the biosynthesis of tryptophan‐derived indole GS (Mitreiter and Gigolashvili 2021). Like MYC2/3/4, these MYBs are crucial for Arabidopsis defense against leaf‐chewing herbivores. Indeed, *myb28/29* double mutant is impaired in the production of aliphatic GS and is more susceptible to lepidopteran herbivores (Beekwilder et al. 2008; Müller et al. 2010), whereas overexpression of *MYB51* increases indole‐GS accumulation and leads to reduced herbivory by *Spodoptera exigua* (Gigolashvili et al. 2007).

Lepidopteran OS is a complex mixture of molecules including elicitors, effectors, and digestive enzymes. The substantial enzymatic activity of OS is necessary for the insect to digest plant macromolecules and structures, in order to facilitate ingestion and access to plant nutriments (Prajapati et al. 2024). This enzymatic activity, however, causes the release of DAMPs that amplify plant immune responses (Li et al. 2020). In Arabidopsis, lipases contained in OS of the grasshopper *Schistocerca gregaria* cause accumulation of OPDA, which leads to an increase of JA and subsequently to a generalized induction of JA‐dependent responses (Schäfer et al. 2011). OS of the stink bug *Nezara virdula* contain a large set of active enzymes involved in cell wall digestion, triggering immune responses in soybean (Giacometti et al. 2020). In addition, HAMPs in caterpillars OS induce plant defense responses through activation of the JA pathway (Wu and Baldwin 2009). The receptor‐like protein INR of *Vigna unguiculata* has recently been shown to perceive inceptin peptides derived from *Spodoptera furgiperda* OS and constitutes the first HAMP receptor identified (Steinbrenner et al. 2020).

On the other hand, OS‐derived effectors inhibit plant immune responses through different mechanisms (Snoeck et al. 2022; Prajapati et al. 2024). For chewing herbivores, HARP1 and HAS1 are proteinaceous effectors in OS of the cotton bollworm *Helicoverpa armigera*. HARP1 stabilizes JAZs repressors, interfering with the release of MYC transcription factors whereas HAS1 directly binds to MYCs and prevents their activity (Chen et al. 2019; Chen et al. 2023). In Arabidopsis, unknown compounds in OS of the chewing lepidopteran herbivores *Pieris brassicae* and *Spodoptera littoralis* inhibit the expression of wound‐responsive genes, leading to a better insect performance (Consales et al. 2012).

Transcriptome analysis on plants infested by herbivores has greatly contributed to the understanding of transcriptional regulation of anti‐herbivore responses. However, such studies have focused mainly in the identification on plant transcriptional signatures specific for the type of insect herbivore, rather than studying the contribution of herbivore‐derived compounds on plant transcriptional changes (Coolen et al. 2016; Garcia et al. 2021; Pamplona et al. 2022; Montesinos et al. 2024). Application of OS to mechanical wounds has been shown to faithfully, although not completely, simulate natural herbivory (Bricchi et al. 2010; Lortzing et al. 2017). However, it allows to standardize the temporal and spatial responses to herbivory and permits to separate mechanical from biotic components of the stimulus. Few studies have assessed the contribution of herbivore‐derived compounds to wound‐induced transcriptional responses. A whole‐genome study on inceptin‐treated cowpea leaves showed that this HAMP amplifies wound transcriptional responses and induce terpene synthases and peroxidases involved in volatile production (Steinbrenner et al. 2022). A microarray gene expression profiling comparing poplar transcriptional changes induced by wounding and by OS of the caterpillar *Malacosoma disstria* showed that OS induces a transcriptional reprogramming qualitatively similar to the one caused by wounding (Major and Constabel 2006). A similar study on the expression of ca. 5500 genes from the gymnosperm *Picea stichenisis* revealed a considerable overlap between wounding and application of OS from two different insect pests (Ralph et al. 2006). In maize, a transcriptome analysis of mechanical wounding and simulated herbivory by *Mythimna separata* OS showed that the latter elicited a stronger and longer‐lasting response (Qi et al. 2016).

In Arabidopsis, research investigating the expression of defense‐related genes in response to wounding and herbivory has partially shown the contribution of herbivore‐derived components to wound‐induced transcriptional responses. However, this contribution has never been studied at a whole genome level (Reymond et al. 2000). Here, we thus tested the specific role of OS on whole‐genome transcriptional responses by performing an RNA sequencing on Arabidopsis leaves that were wounded or treated with OS from the specialist *P. brassicae* or the generalist *S. littoralis* .

## 2 Results

### 2.1 OS Application has a Stronger Effect on Gene Expression Than Wounding

To study the transcriptional responses of Arabidopsis to wounding and herbivore OS, we performed RNA sequencing (RNA‐seq) on unwounded leaves, leaves wounded and treated with water, and leaves wounded and treated with either *P. brassicae* or *S. littoralis* OS. We analyzed four independent biological replicates collected 3 h and 24 h after treatments. 

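The values analysed here were the normalized expression table of the series, with 18899 genes in 27 samples of 7 groups. These were unwounded control, wounding alone (W), wounding with *P. brassicae* OS (Pb OS) and wounding with *S. littoralis* OS (Sl OS), the last 3 at both 3 h and 24 h. Every group held 4 replicates except W at 3 h, which held 3, since the paper excluded 1 W sample as an outlier. The plants were 5 weeks old. In the wounded groups 3 leaves per plant were given 4 holes of 1 mm with 2 µl of liquid per hole, while control leaves had no hole and no liquid, and discs of 1 cm were taken. The unwounded control was collected once, 3 h after the wounding, so the 24 h groups have no control of their own hour. The authors made libraries from 150 ng of RNA and sequenced 150 bp single reads on a NovaSeq. They trimmed with Cutadapt 2.5, screened with fastq_screen 0.11.1 and reaper 15-065, aligned to TAIR10.39 with STAR 2.5.3a, counted with htseq-count 0.9.1 and checked with RSeQC 2.3.7. They kept genes at 1 cpm in at least 1 sample, scaled by TMM, took log2 values with a prior count of 1, removed batch effects and tested with limma and the Benjamini-Hochberg adjustment.

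Whole read numbers were recovered from the table for all genes, giving 22.48 to 31.34 M reads per library with a median of 29.27 M. The group medians were 27.16 M in control (range 22.48 to 30.54), 29.01 for W at 3 h (28.24 to 30.12), 28.28 for Pb OS at 3 h (23.35 to 30.71) and 29.55 for Sl OS at 3 h (29.27 to 29.74). At 24 h they were 29.64 for W (27.64 to 31.34), 28.86 for Pb OS (27.74 to 30.72) and 29.47 for Sl OS (28.57 to 30.25). The tests below used limma 3.58.1 on the tabulated log2 values with the replicate number as a block, since the paper ties the number to the plant batch. The W samples at 3 h were blocked by their label's numbers 1, 2 and 3, as set beforehand. The tabulated values balance between replicates 1-2 and 3-4 with these samples numbered 1, 3 and 4, as in Figure 1A, in either order of the last 2 (largest difference of means 3.3e-09), and not by label (median difference 0.0267), so the block misplaces part of them. The other numberings are among the settings and change some calls. A gene was called when its adjusted p was under 0.05 and its log2 change against control over 1 in size, and between 2 treatments by the adjusted p alone. The counts, the named genes and the gene lists were also recomputed under up to 11 other settings, of which 3 (2 batches and eBayes trend, voom on recovered reads, and 2 batches by time) were chosen after the data were seen.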

By piercing four 1 mm hole in three leaves, we generated a relatively moderate wounding that may mimic the effect of feeding by a few neonate/early instar larvae. The rationale for choosing 3 h was that the expression of JA‐dependent genes and JA accumulation peak between 2 and 4 h (Reymond et al. 2000). In addition, the 24 h time‐point might allow to detect late responses. To assess the patterns of variation within the data, UMAP analysis was performed on the RNA‐Seq data (Figure 1A). The 3 h samples treated with *P. brassicae* and *S. littoralis* OS clustered, suggesting that the two OS treatments have similar effects on the transcriptomic response of the plant. 

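Across all 18899 genes, the mean distance between a Pb OS and an Sl OS sample at 3 h was 112.17 log2 units, and the mean distance within those 2 groups was 116.2. The ratio of 0.965 was reached or passed in a share of 0.743 of the 35 possible splits of these 8 samples, an exact permutation test. Set against unwounded control, the same ratio was 1.917 for Pb OS (223.17 between, 116.44 within) and 2.156 for Sl OS (228.43 between, 105.97 within), and no other split was as large, which gives the smallest possible p of 0.0286. W at 3 h lay between, with a ratio of 1.399 against control (exact p 0.0286), 1.401 against Pb OS (exact p 0.0571) and 1.62 against Sl OS (exact p 0.0286). On the first component, which held 50.7% of the variance, control averaged -80.0 (SD 15.0), W at 3 h 0.2 (SD 3.1), Pb OS 108.6 (SD 33.5) and Sl OS 120.3 (SD 23.9). Leaving the batch in, or keeping the genes with the largest variance only, left each of these 6 comparisons on the same side of an exact p of 0.05.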

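At 24 h the 3 treatments stayed nearer to control than at 3 h but were still apart from it. The ratio of between-group to within-group distance was 1.268 for W (131.99 against 104.08), 1.301 for Pb OS (132.56 against 101.86) and 1.365 for Sl OS (137.02 against 100.38). In each case none of the other 34 splits was as large, so the exact permutation p was 0.0286, the smallest possible. Between the treatments the ratio was 1.031 between Pb OS and W (exact p 0.371), 1.094 between Sl OS and W (exact p 0.0571) and 0.993 between the OS (exact p 0.514). On the genes with the largest variance only, Pb OS against W was at 1.112 (exact p 0.0571). These splits did not hold the replicate pairs 1-2 and 3-4, which differ at 24 h and widen the groups. With the pairs removed at each time and only the 18 splits within the pairs, an alternative chosen after the data were seen, the ratios were 1.116, 1.189 and 1.064. In each of the 3 the real grouping had the largest excess, at the smallest p these splits can give, 0.0556. First-component means were -58.1 (SD 7.1), -47.2 (SD 7.3) and -43.7 (SD 9.1) for W, Pb OS and Sl OS, beside -80.0 (SD 15.0) in control. Because control was taken only at the 3 h collection, a shift shared by all 24 h samples cannot be told from an effect of the collection time.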

At 24 h, all treatments tended to cluster together, including the unwounded control, indicating that most transcriptional changes induced by wounding and OS returned to basal expression levels (Figure 1A). The same can be observed in volcano plots depicting fold change of gene expression between wounded and unwounded treatments (Figure S1).

**FIGURE 1:**
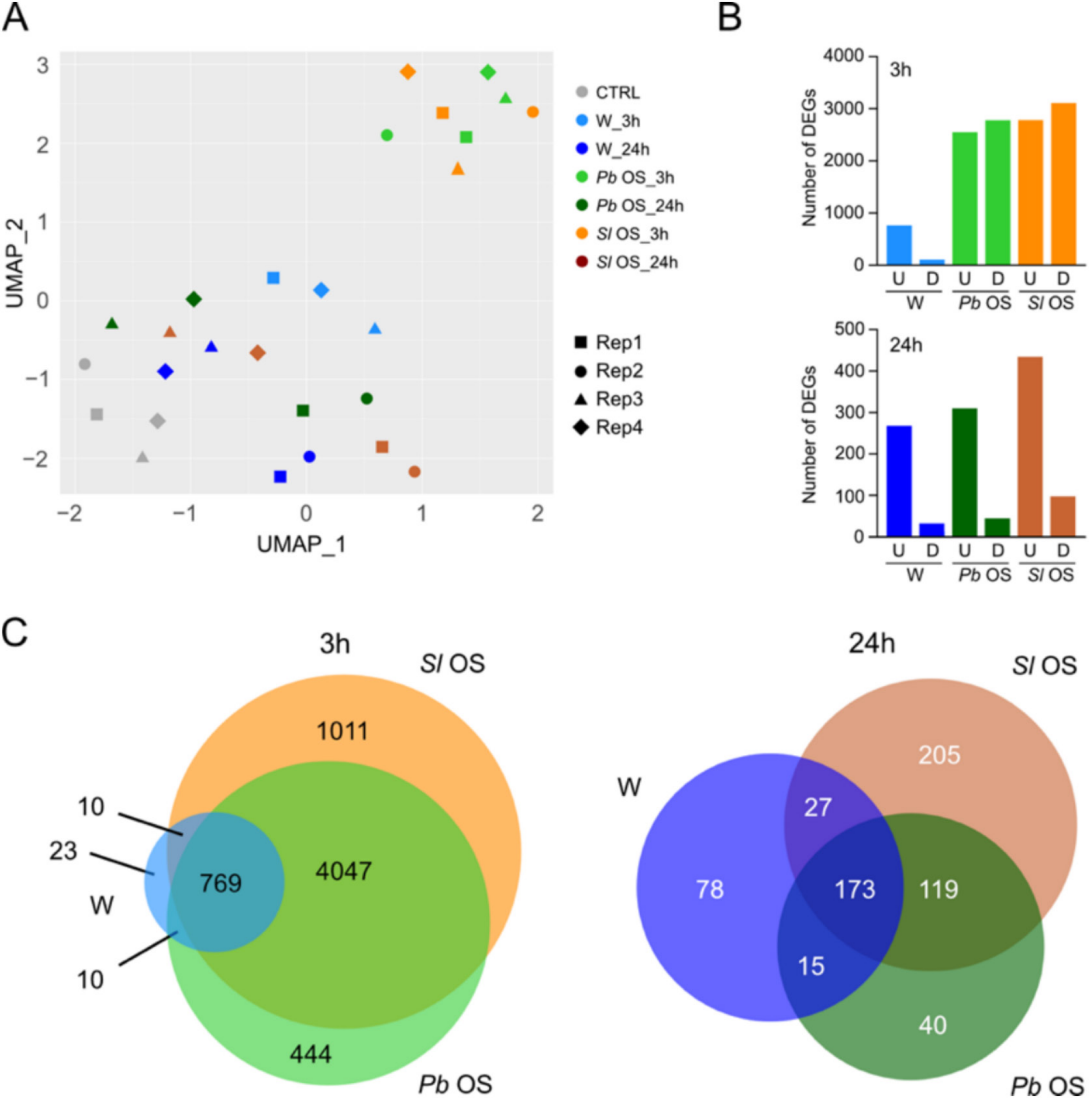
Number of DEGs through treatments. (A) Uniform manifold approximation and projection (UMAP) analysis of the global expression profile data. Symbols of the same color represent different independent biological replicates. Plants were wounded and treated with H_2_O (W), oral secretions from ***P. brassicae*** (*Pb* OS), or oral secretions from *Spodoptera littoralis* (*Sl* OS) for 3 h or 24 h. CTRL, unwounded plants. (B) Number of differentially regulated genes (DEGs) (log_2_FC > 1 or < −1, adj*P* < 0.05) in plants subjected to different treatments. U, upregulated; D, downregulated. (C) Number of overlapping and unique DEGs between treatments.

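Whether the OS response differed between the times was tested directly as an interaction, the OS-against-W difference at 24 h minus that at 3 h. With Pb OS, 1061 genes passed an adjusted p of 0.05 (4566 at an unadjusted p under 0.05). Of these, 1037 had a smaller difference at 24 h, and 1034 were among the genes separating Pb OS from W at 3 h. With Sl OS, 2645 genes passed (5724 unadjusted), 2540 of them with a smaller difference at 24 h. The Pb OS count was 2784 with 2 batches by time and 707 with the W 3 h samples numbered 1, 4, 3. With only the 4 groups of this test in the fit it was 378. The Sl OS count was 4943 with 2 batches by time. Leaving out 1 library moved the Pb OS count beyond a factor of 1.5 in 11 of 15 cases. Of these changes, only that without Pb OS 3 h replicate 2 was a rise. The count fell without libraries of each group in the test, and each omission leaves fewer samples, so the falls single out no library. It was 377, 416 and 178 without W 3 h replicates 1, 2 and 3, 3996, 358 and 402 without Pb OS 3 h replicates 2, 3 and 4, 354 and 469 without W 24 h replicates 1 and 3, and 497, 441 and 575 without Pb OS 24 h replicates 2, 3 and 4. For Sl OS the counts beyond a factor of 1.5 were 1534, 1717 and 1152 without W 3 h replicates 1, 2 and 3, 1265 without Sl OS 3 h replicate 2, 1492 without W 24 h replicate 1 and 1427 without Sl OS 24 h replicate 4.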

Looking at the number of differentially expressed genes (DEGs) after each treatment, wounding and OS induced significant transcriptional changes at 3 h and this drastically diminished at 24 h. 

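Wounding alone at 3 h gave 661 genes up and 61 down, 722 in all, when the replicate number was used as a block of 4. None of the other 34 splits of the 7 samples called as many, and the largest other split called 556. Leaving out 1 library kept the genes up between 464 and 811. Fewer genes were down without control replicate 1 (35), W 3 h replicate 2 (35) or W 3 h replicate 3 (40), so the small set of repressed genes leaned on those 3 libraries. The tabulated values carry a correction by 2 batches, and fitting 2 batches with limma's trended eBayes returned the authors' own counts exactly in all 6 comparisons, and differences in log2 change of at most 4.8e-08.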

In wounded leaves, a total of 812 DEGs were found at 3 h, with 734 upregulated and 78 downregulated genes. At 24 h, the number of DEGs decreased to 293, with 264 upregulated and 29 downregulated. 

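For W at 24 h, 262 genes were up and 30 down, 292 together. With 2 batches by time 559 were up and 294 down, and with voom 115 and 17. With only the 2 groups compared they were 56 and 3, and on log2(CPM + 5) 58 and 8. Removing W 24 h replicate 1 left 170 up and 8 down. The genes down also changed without control replicate 1 (9), control replicate 2 (10) and control replicate 4 (58). The real grouping was the only 1 of 35 to reach 292 calls, and the next one called 19. Over all 3 treatments, 651 genes were called against control at 24 h, of which 170 (26.1%) were called by all 3. All 170 moved in the same direction in replicates 1 and 2 as in replicates 3 and 4, and 164 of them by more than 1 log2 unit in both pairs, although being called 3 times nearly fixes this. Of all 651, 646 moved in the same direction in both pairs and 405 by more than 1 log2 unit in both.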

In OS‐treated leaves, a much larger number of DEGs was found. *P. brassicae* OS triggered 5270 DEGs at 3 h, with 2520 upregulated and 2750 downregulated, while this number decreased to 347 DEGs at 24 h, with 306 upregulated and 41 downregulated genes. 

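With Pb OS, 2528 genes were up and 2731 down at 3 h (5259 called), and 298 were up and 40 down at 24 h (338 called). No other split of the 8 samples called as many at either time, the largest reaching 3329 at 3 h and 4 at 24 h. No single library moved the 3 h counts by a factor of 1.5. At 24 h the genes up numbered 196 without Pb OS replicate 4. The genes down numbered 16, 19 and 17 without control replicates 1, 2 and 3, and 24, 22 and 19 without Pb OS replicates 1, 2 and 4. With 2 batches by time 550 genes were up and 285 down at 24 h, and with only the 2 groups compared 55 and 3. Voom gave 130 up at 24 h. On log2(CPM + 5) there were 1341 up and 1135 down at 3 h, and 63 and 8 at 24 h.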

*S. littoralis* OS triggered 5837 DEGs at 3 h, with 2754 upregulated and 3083 downregulated, followed by a decrease to 524 DEGs at 24 h, with 430 upregulated and 94 downregulated (Figure 1B). 

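Sl OS gave 2749 genes up and 3071 down at 3 h, 5820 in all, and 427 up and 92 down at 24 h, 519 in all. The largest other split called 2183 genes at 3 h and 5 at 24 h. Counts of genes up held within a factor of 1.5 whichever library was left out. The 24 h genes down did not: there were 32, 60 and 55 without control replicates 1, 2 and 3, and 50, 27 and 161 without Sl OS replicates 1, 2 and 4. Of the 11 other settings, log2(CPM + 5) lowered all of these counts beyond a factor of 1.5, to 1475 up and 1413 down at 3 h and 121 up and 29 down at 24 h. No other setting moved the 3 h counts that far. The 24 h counts were 101 up and 2 down with only the 2 groups compared, 258 up with voom, and 668 up and 325 down with 2 batches by time.

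**Figure D1:**
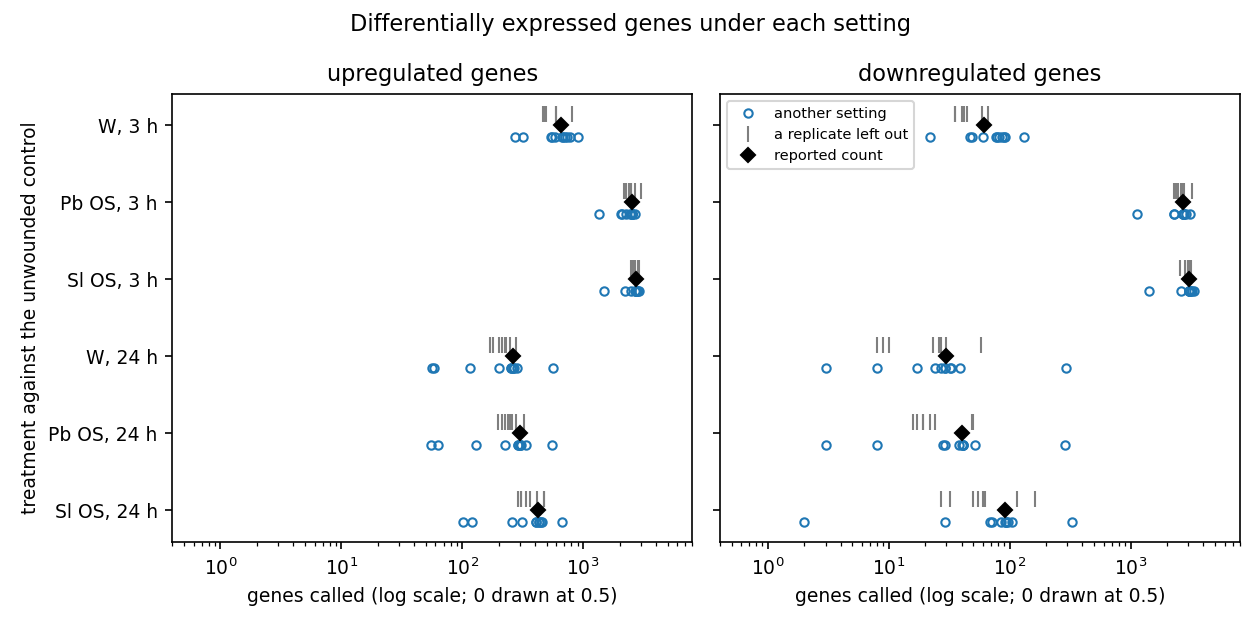
Genes called up and down against unwounded control in the 6 treatment comparisons, on a log scale with 0 drawn at 0.5. Black diamonds give the counts reported here, blue open circles the other settings, and grey bars the range with 1 replicate left out.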

Despite the large difference in the number of DEGs between wounding and OS treatment, it is interesting to note that most genes differentially expressed upon wounding were also differentially expressed when plants were treated with OS. Indeed, there were only 23 genes/5270 (*P. b*.) or 23/5837 (*S. l*.) that were differentially regulated by wounding but not by any of the OS at 3 h. This proportion was slightly larger at 24 h (78/347 (*P. b*.) or 78/524 (*S. l*.)) 

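At 3 h, 19 genes were called by W and by neither OS, out of 722 called by W. The number was 10 without control replicate 1. Not being called with OS is not a test of a difference, so the overlap was also read the other way: 647 genes were up by W and by at least 1 OS. One gene was called in opposite directions by W and an OS, ERF094, picked out after the values were seen, against 697 called in the same direction by W and Pb OS and 693 by W and Sl OS. All comparisons share the same control samples. Across genes the log2 changes correlated at 0.809 for W and Pb OS and 0.795 for W and Sl OS, where unchanged genes with a shared control would give 0.459 and 0.457 on average, and genes are not independent.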

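The 24 h number here was 77 genes called by W and by neither OS, out of 292. It was 50 without control replicate 1, 41 without control replicate 2 and 34 without W replicate 1. Up by W and by at least 1 OS were 199 genes. In the same direction, 189 genes were called by W and Pb OS and 196 by W and Sl OS. Correlations of the log2 changes across genes were 0.835 and 0.791, beside 0.499 expected from the shared control alone.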

(Figure 1C). This indicates that, overall, treatment with OS has a weak qualitative effect on the transcriptional response triggered by wounding alone.

The transcriptional responses to OS treatments were very similar, with 81% and 73% of shared up‐ and downregulated genes, respectively. Thus, the two lepidopteran species, despite one being a generalist and the other a specialist, trigger very similar transcriptional responses. However, at 24 h, OS of the two different species shared 57% of upregulated genes and 19% of downregulated genes, suggesting that in the long‐term different compositions of the OS may have a different impact on the transcriptional changes they induce on the host (Figure 1C).

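At 3 h, 2344 genes were up with both OS out of 2933 up with either (79.9%), and 2456 were down with both out of 3346 (73.4%). The shared genes made up 92.7% of those up with Pb OS and 85.3% of those up with Sl OS, and 89.9% and 80.0% of those down. No gene was called in opposite directions by the 2 OS. The lowest upward share was 65.4%, with only the 2 groups compared (61.5% down), and the lowest downward share was 61.1%, without Pb OS replicate 3 (70.8% up).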

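The 2 OS were also compared directly, since both lists above are drawn against the same controls. At 3 h limma called 0 genes between Pb OS and Sl OS (smallest adjusted p 0.128), with 783 genes at an unadjusted p under 0.05. Voom on the recovered reads also called 0 (773 unadjusted), the fit with no replicate block called 0, log2(CPM + 5) called 3, and 2 batches by time, a setting added after the data were seen, called 8. Leaving out Pb OS replicate 3 gave 1 gene. Across genes the log2 changes against control correlated at 0.969 (rank correlation 0.957) and had the same sign in 92.3% of genes. With unchanged genes the shared control would give 0.501, 0.452 and 66.7%.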

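At 24 h, 259 genes were up with both OS out of 466 up with either (55.6%), and 24 down with both out of 108 (22.2%). As shares of the smaller and larger lists, these were 86.9% of the Pb OS and 60.7% of the Sl OS genes up, and 60.0% and 26.1% of those down. The upward share ranged from 33.3% with only the 2 groups compared to 60.5% with 2 batches by time, and the downward share from 0.0% to 49.1% under the same settings. The 24 shared genes down became 10, 11 and 10 without control replicates 1, 2 and 3, 12, 11 and 10 without Pb OS replicates 1, 2 and 4, and 12 without Sl OS replicate 2.

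A gene passing the limits with 1 OS only is not shown to differ between them. The direct test of Pb OS against Sl OS at 24 h called 0 genes in limma (smallest adjusted p 0.0585), with 691 at an unadjusted p under 0.05. Voom called 0 (698 unadjusted), log2(CPM + 5) called 1, the fit with no replicate block called 1, and leaving out Pb OS replicate 2 or 4 gave 1. The change of the Pb-to-Sl difference from 3 h to 24 h was called in 0 genes (582 unadjusted), or 1 without Pb OS 24 h replicate 4. Across genes the log2 changes of the OS correlated at 0.895, with 0.501 from the shared control alone.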

When looking at the amplitude of induction, a substantial number of wound‐responsive genes were significantly more induced 3 h after *P. brassicae* OS (280/734) or *S. littoralis* OS (325/734) application, whereas only few genes were significantly less induced (10/734 for *P. brassicae* and 13/734 for *S. littoralis* ) (Figure 2A,B; Table S1). 

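Of the 661 genes up with W at 3 h, 249 were higher with Pb OS and 294 with Sl OS at an adjusted p under 0.05 against W, while 12 and 14 were lower. W at 3 h has 3 replicates, and each of them carried weight. The Pb OS count was 141, 138 and 128 without W replicates 1, 2 and 3 and 405 without Pb OS replicate 2. The Sl OS count was 176, 170 and 166 without the same W replicates. Lower with Pb OS were 4 and 6 genes without W replicates 1 and 3, and with Sl OS 6 without W replicate 1. With only the 2 groups compared, the counts of higher genes were 0 with Pb OS and 160 with Sl OS. Over the whole table, Pb OS differed from W in 4695 genes (2012 up, 2683 down) and Sl OS in 6050 (2627 up, 3423 down). With only the 2 groups compared the Pb OS number was 0, and the Sl OS number stayed within a factor of 1.5. That fit kept the replicate block, so replicate 4 of an OS had no W sample in its block. It then adds nothing to the difference from W at 3 h. A call lost in that fit, here or for a named gene below, thus does not show that the effect is absent. For Sl OS the real grouping was the only split of 35 to call that many, and leaving out 1 library kept the count between 4218 and 5928. For Pb OS 1 other split called more, 7332 genes, by setting Pb OS replicates 1, 3 and 4 against the rest. Its count was 3055, 3095 and 2768 without W replicates 1, 2 and 3, 7332 without Pb OS replicate 2 and 2765 without Pb OS replicate 3.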

At 24 h, this amplification was no longer present, with only a few genes being more induced by OS (Figure 2C,D; Table S1). Thus, the addition of OS clearly amplifies the early wound response at the transcriptional level. 

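Among the 262 genes up with W at 24 h, 4 were higher with Pb OS: ENDO2, CYP76C2, CYP81D11 and AT5G43580. With Sl OS 7 were higher, and 4 and 25 were lower with Pb OS and Sl OS. The Pb OS gene set was 2 without any one of W replicates 1, 2 and 3 and Pb OS replicates 1, 3 and 4. The genes lower with Pb OS (LAC5, LTPG15, MYB41 and ABCG6) numbered 2, 2 and 1 without W replicates 1, 2 and 3 and 2, 1 and 12 without Pb OS replicates 1, 2 and 4. With Sl OS 13 were higher without control replicate 2 and 4 without W replicate 1. In the whole table Pb OS differed from W at 24 h in 11 genes in limma (665 at an unadjusted p under 0.05), and Sl OS in 74 (1199 unadjusted). With voom these counts were 17 and 80, with 2 batches by time 51 and 142, and with no replicate block 32 and 106. On log2(CPM + 5) they were 22 and 93, and with only the 2 groups compared 5 and 7. Among genes with a mean of at least 1 CPM they were 1 and 32. The 11 became 7, 6 and 7 without W replicates 1, 2 and 3, 6 without Pb OS replicate 1 and 17 without Pb OS replicate 4. The 74 became 40 and 35 without W replicates 1 and 2, and 31, 36 and 45 without Sl OS replicates 1, 2 and 3. For each OS 1 other split of the 8 samples called more genes, 2192 and 1864, by setting replicates 1 and 2 of both groups against replicates 3 and 4. Among the 8 splits that part every pair of the same number, the real one alone called as many, and the others called at most 1 and 0, though 8 splits are too few to exclude chance.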

When looking at downregulated genes, the contribution of OS to wounding is also illustrated by genes that are significantly more repressed 3 h, while this amplification is not present at 24 h (Figure S2; Table S1).

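Of the 61 genes down with W at 3 h, 28 were lower with Pb OS than with W and 26 lower with Sl OS, and the same 5 were higher with each: ERF094, AT1G18382, AT1G22890, AT1G76610 and ABCB21, named after the values were seen. The Pb OS count was 16, 11 and 15 without W replicates 1, 2 and 3 and 52 without Pb OS replicate 2, and the Sl OS count was 14, 12 and 15 without the same W replicates and 17 without control replicate 3. Of the 30 genes down with W at 24 h, only IAN6 was lower with Sl OS than with W. This count was 0 without control replicates 1 and 3, any one of the 4 W replicates, or Sl OS replicates 1, 3 and 4, and 0 under 8 of the 11 other settings.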

**FIGURE 2:**
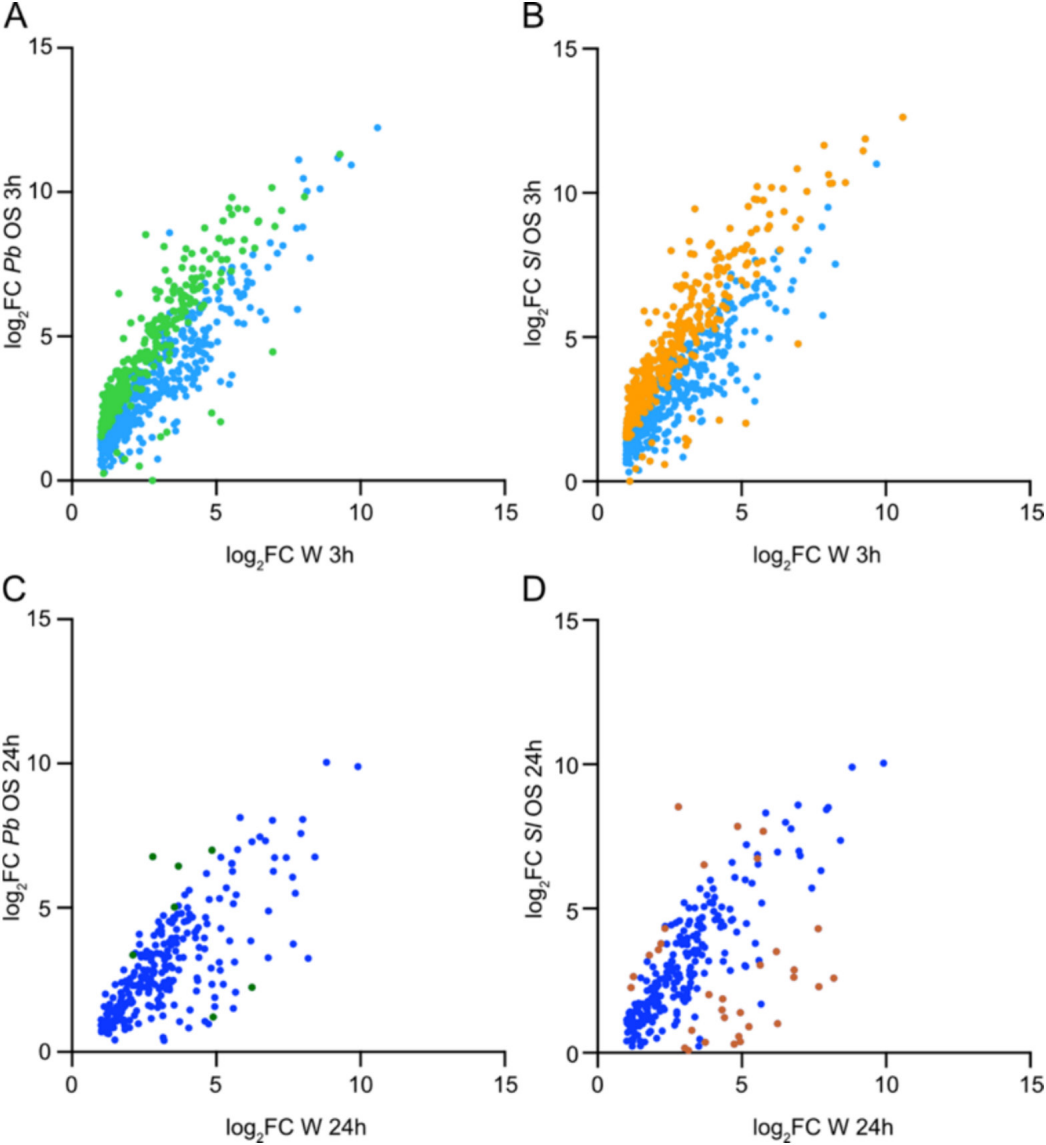
OS effect on wound‐induced genes. Expression of genes significantly induced by wounding (W) (log_2_FC > 1, adj*P* < 0.05) after 3 h (A, B) and 24 h (C, D) is shown and compared to treatment with ***P. brassicae*** OS (A, C) or ***S. littoralis*** OS (B, D). Light and dark blue dots represent genes equally induced between W and OS treatments. Light and dark green or orange dots represent genes significantly more or less induced by OS treatments than by W.

### 2.2 Specificity of the Transcriptional Response to OS

To have an overview of the biological processes regulated by wounding or OS treatment, we performed an enrichment analysis of up‐ and downregulated genes based on their Gene Ontology (GO) and we plotted GO terms related to immune responses (Figure 3). At 3 h, DEGs from wounded plants were enriched in GO terms including the JA pathway, the oxylipin pathway, GS biosynthesis, cytokinin and flavonoid metabolism, and ROS responses. Interestingly, GO terms like “response to SA” and “response to auxin” were found in up‐ and downregulated genes, respectively, which could indicate that some wound‐induced genes participate in the JA‐SA and JA‐auxin crosstalk. OS treatment led to the upregulation of a larger number of genes included in the same GO terms enriched in wounded plants, confirming that OS‐derived HAMPs exacerbate the defense response triggered by wounding (Figure 3). Furthermore, OS specifically induced the expression of genes belonging to GO terms associated with hormonal pathways, such as ET, ABA, GA, and auxin. OS also triggered the upregulation of genes associated with GO terms “response to chitin”, “response to fungus”, “response to pathogen”, and “systemic acquired resistance”, suggesting the presence of bacteria and/or fungi, as previously reported in OS of other chewing insects (Chung et al. 2013).

**FIGURE 3:**
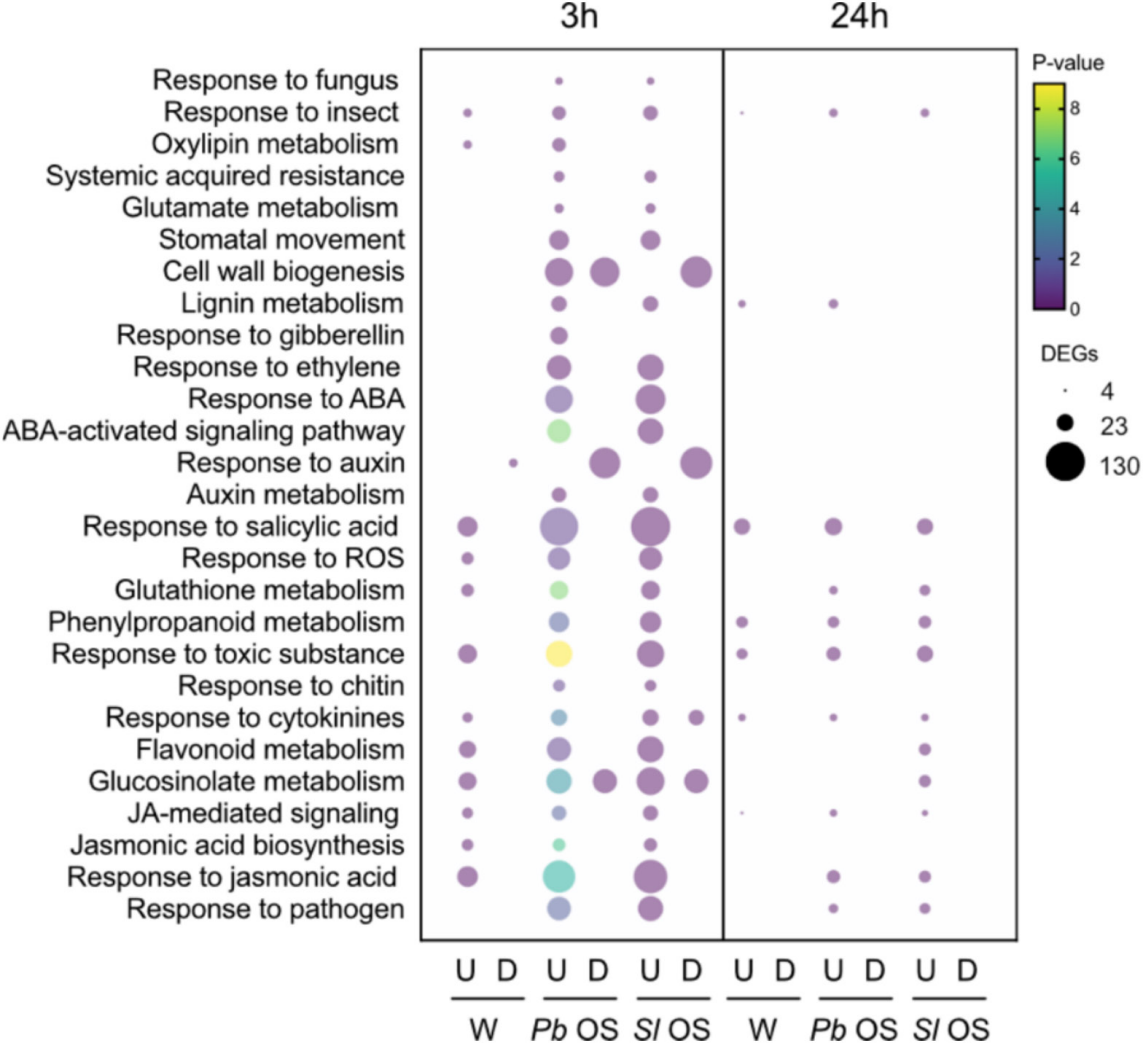
Enrichment analysis of differentially expressed genes (DEGs) between treatments. Immune‐related GO terms for DEGs (log_2_FC > 1, adj*P* < 0.05) are grouped by biological function. Bubble sizes represent the number of DEGs associated to each term. Colors represent the *p*‐value adjusted by Bonferroni correction. U, upregulated; D, downregulated.

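Taking the genes called with either OS and not with W, 2286 were up at 3 h and 267 at 24 h. Not being called with W does not show that W had no effect, so the OS were also set against W directly. Across genes the log2 differences of Pb OS and Sl OS from W correlated at 0.927 at 3 h (rank correlation 0.922), with the same sign in 89.8% of genes. As both use the same W samples, unchanged genes would give 0.582 and 69.8%. At 24 h the correlation was 0.709 and the rank correlation 0.510, beside 0.501 and 0.453 from the shared W samples, and the sign was shared in 67.9% of genes beside 66.7%. Genes are not independent of one another, so these correlations carry no p value. In the same direction against W, 2027 genes passed both limits with both OS at 3 h and 8 at 24 h.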

Like with the global comparison of DEGs (Figures 1 and 2), the analysis of genes specifically induced 3 h or 24 h after *P. brassicae* and *S. littoralis* OS application showed that both OS trigger a highly similar profile (Figure 4, Table S1). The same is true for downregulated genes (Figure S3). 

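Down with either OS and not with W were 3291 genes at 3 h and 92 at 24 h. The 24 h number was 32, 61 and 48 without control replicates 1, 2 and 3, and 56, 41 and 159 without Sl OS replicates 1, 2 and 4.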

Strikingly, this suggests that HAMPs from these two divergent herbivorous species are quite similar or that OS of different composition converge on a conserved transcriptional activation.

**FIGURE 4:**
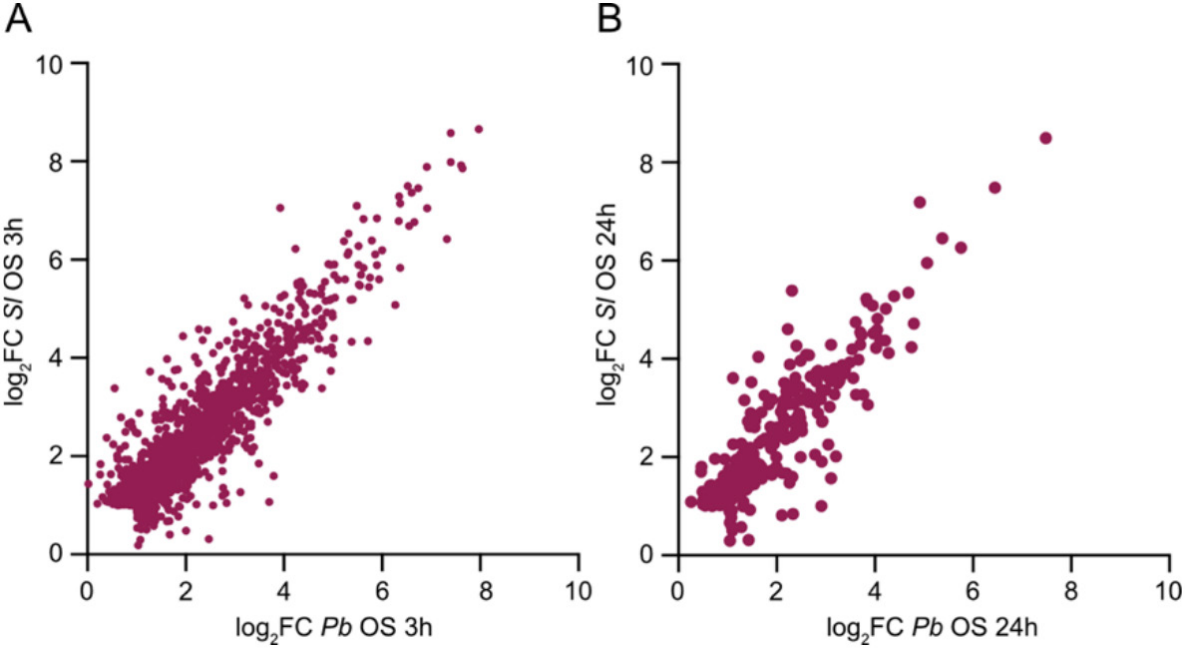
Specific gene upregulation by ***P. brassicae*** and ***S. littoralis*** OS. Genes significantly induced by OS (log_2_FC > 1, adj*P* < 0.05) and not induced by wounding (log_2_FC < 1 or log_2_FC > 1 but adj*P* > 0.05) after 3 h (A) and 24 h (B) are shown.

To evaluate if the transcriptome of plants exposed to simulated herbivory by wounding and OS application reflects the response to natural herbivory, we compared our data with a previous study from our group where Arabidopsis plants were challenged with larvae of *S. littoralis* for 5 h and global expression was analyzed with DNA microarrays (Schweizer, Bodenhausen, et al. 2013). Although sensitivity, dynamic range and specificity of RNAseq is much higher, we found that a large proportion of genes induced by *S. littoralis* OS application for 3 h are also induced by larvae (Figure S4; Table S2).

To further understand the specific contribution of OS components, we assessed the GO term of genes that were strongly up‐ or downregulated (log_2_FC > 2 or log_2_FC < −2) after OS treatment but not after wounding. 

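By this rule, with both OS past a log2 change of 2 and W not called, 661 genes were up and 628 down at 3 h. The numbers were 384 and 405 among genes with a mean of at least 1 CPM, and 180 and 67 on log2(CPM + 5), so they depend on genes with few reads. Asking further that W moved the gene by less than 1 log2 unit left 290 of the genes up. With 1 library left out they ran from 530 to 784 up and from 535 to 750 down.

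The genes with the largest differences from W were picked by a rule fixed in advance, the 3 largest rises and falls per OS at 3 h. Only called genes whose every OS replicate lay on 1 side of every W replicate were taken. The rises were AT1G76470, FAR5 and PER33 with Pb OS and AT1G76470, PER33 and AT1G09500 with Sl OS. AT1G76470 (chromosome 1, 28689766 to 28691659) averaged 0.0542 ± 0.0384 CPM in control, 0.104 ± 0.0547 with W, 10.8 ± 6.61 with Pb OS and 12.4 ± 6.61 with Sl OS. Against W, AT1G76470 changed by 6.52 (SE 0.69, adjusted p 2.2e-05) in log2 with Pb OS and 6.74 (SE 0.69, adjusted p 1.5e-05) with Sl OS, and every OS replicate lay above every W replicate. The AT1G76470 adjusted p over 10 other settings ran from 2.6e-06 to 0.0969 for Pb OS and from 1.4e-06 to 0.0236 for Sl OS. With Pb OS, AT1G76470 was no longer called with only the 2 groups compared (0.0969). The AT1G76470 levels include the prior count of 1, so those in control and W lie near the floor set by it. AT1G09500 (chromosome 1, 3066674 to 3068796) rose from 0.602 ± 0.482 CPM with W to 27.9 ± 16.0 with Pb OS and 63.4 ± 74.5 with Sl OS, with log2 changes of 5.57 (SE 0.72, adjusted p 0.000143) and 6.33 (SE 0.72, adjusted p 2.8e-05). Its Pb OS call was lost with only the 2 groups compared (0.11).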

For upregulated genes, GO terms involved in defense processes were found, including responses to stress, biotic stimulus, interaction between organisms, response to chitin, response to external stimulus, and response to oxidative stress (Figure 5A). In particular, OS specifically induced *CHI*, a chitinase, *LECa*, and *LECb*, two lectin‐like that are induced by chitin elicitors (Lyou et al. 2009) (Figure 5B). This observation suggests that plants perceive chitin of insect origin or derived from symbiotic fungi present in the digestive tract of insects. Also, upregulation of *PER33*, a peroxidase involved in ROS production during pathogenesis (Daudi et al. 2012) and *UGT73B5*, a glycosyltransferase linked with ROS production in resistance to *Pseudomonas syringae* (Simon et al. 2014), highlights a potential role of OS‐derived microbes in triggering immune responses (Figure 5B). 

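All values here are means ± SD of 4 samples, 3 for W, at 3 h. Expression of CHI (chromosome 2, 18076166 to 18077517) was 21.6 ± 38.7 CPM in control, 10.0 ± 11.7 with W, 129.6 ± 106 with Pb OS and 173 ± 188 with Sl OS. CHI differed from W by 4.01 (SE 1.24, adjusted p 0.0243) in log2 with Pb OS and 4.35 (SE 1.24, adjusted p 0.0119) with Sl OS; every Sl OS replicate lay above every W replicate while Pb OS overlapped. For CHI, 11 other settings gave an adjusted p of 0.0198 to 0.261 for Pb OS and 0.00889 to 0.0229 for Sl OS. For CHI, the Pb OS call was lost with only the 2 groups compared (0.261), and without any one of W 3 h replicates 1 and 3 and Pb OS 3 h replicates 1, 3 and 4 (0.0578 to 0.105). For CHI, the Sl OS call was lost without any one of W 3 h replicates 1 and 3 (0.0545 to 0.062). For LECa (chromosome 3, 5624326 to 5625519) the means were 37.9 ± 16.8, 54.4 ± 31.7, 390.4 ± 193 and 565 ± 218 CPM in control, W, Pb OS and Sl OS. From W, LECa changed by 2.91 (SE 0.65, adjusted p 0.00379) on the log2 scale with Pb OS and by 3.50 (SE 0.65, adjusted p 0.000625) with Sl OS, and every OS replicate lay above every W replicate. Adjusted p for LECa with 11 other settings lay at 4.7e-06 to 0.104 (Pb OS) and 7.3e-07 to 0.0238 (Sl OS). LECa with Pb OS was no longer called with only the 2 groups compared (0.104). LECb (chromosome 3, 5174402 to 5175523) stood at 21.9 ± 11.7, 34.0 ± 21.8, 258 ± 111 and 439.7 ± 146 CPM in control, W, Pb OS and Sl OS. The LECb log2 change from W was 3.08 (SE 0.71, adjusted p 0.00492) for Pb OS and 3.90 (SE 0.71, adjusted p 0.000599) for Sl OS, where every OS replicate lay above every W replicate. The LECb adjusted p over 11 other settings ran from 1.7e-05 to 0.105 for Pb OS and from 1.6e-06 to 0.025 for Sl OS. With Pb OS, LECb was no longer called with only the 2 groups compared (0.105). None of these 3 genes was called with W alone. CHI, LECa and LECb changed by 0.14 (SE 1.24, adjusted p 0.984), 0.45 (SE 0.65, adjusted p 0.831) and 0.57 (SE 0.71, adjusted p 0.794) against control. CHI is written here as AT2G43570, 1 of the gene numbers the paper gives for that name.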

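PER33 (chromosome 3, 18200587 to 18203265) stood at 0.24 ± 0.183, 0.309 ± 0.236, 16.9 ± 6.92 and 22.4 ± 7.92 CPM in control, W, Pb OS and Sl OS. The PER33 log2 change from W was 6.14 (SE 0.79, adjusted p 0.000133) for Pb OS and 6.59 (SE 0.79, adjusted p 3.2e-05) for Sl OS, where every OS replicate lay above every W replicate. The PER33 adjusted p over 10 other settings ran from 1.9e-06 to 0.124 for Pb OS and from 2.9e-07 to 0.0302 for Sl OS. With Pb OS, PER33 was no longer called with only the 2 groups compared (0.124). UGT73B5 (chromosome 2, 6758430 to 6763501) averaged 2.48 ± 0.44 CPM in control, 3.32 ± 0.437 with W, 25.8 ± 13.0 with Pb OS and 41.5 ± 21.6 with Sl OS. Against W, UGT73B5 changed by 2.84 (SE 0.43, adjusted p 0.000289) in log2 with Pb OS and 3.58 (SE 0.43, adjusted p 3.2e-05) with Sl OS, and every OS replicate lay above every W replicate. For UGT73B5, 11 other settings gave an adjusted p of 0.000101 to 0.133 for Pb OS and 6.5e-06 to 0.0221 for Sl OS. For UGT73B5, the Pb OS call was lost with only the 2 groups compared (0.133). Both were among the 661 genes up with both OS and not with W. These values say nothing about whether microbes in the OS caused the change, which was not tested here.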

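For LOX4 (chromosome 1, 27308513 to 27312756) the means were 10.1 ± 3.82, 13.8 ± 5.83, 50.1 ± 34.3 and 50.0 ± 13.8 CPM in control, W, Pb OS and Sl OS. From W, LOX4 changed by 1.70 (SE 0.55, adjusted p 0.0296) on the log2 scale with Pb OS and by 1.94 (SE 0.55, adjusted p 0.011) with Sl OS, and every OS replicate lay above every W replicate. Adjusted p for LOX4 with 11 other settings lay at 0.00392 to 0.262 (Pb OS) and 0.00109 to 0.0221 (Sl OS). LOX4 with Pb OS was no longer called with only the 2 groups compared (0.262) and with W 3 h batches 1, 4, 3 (0.052), and without any one of W 3 h replicates 1, 2 and 3 and Pb OS 3 h replicates 3 and 4 (0.0564 to 0.133). LOX4 with Sl OS was no longer called without W 3 h replicate 1 (0.0534). Against control LOX4 rose by 2.13 (SE 0.50, adjusted p 0.00167) with Pb OS and 2.37 (SE 0.50, adjusted p 0.000601) with Sl OS, and with W by 0.43 (SE 0.55, adjusted p 0.803).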

Of potential interest, the trend for OS‐mediated induction of *LOX4*, one of the four 13‐LOX genes involved in JA biosynthesis, supports the known herbivore‐mediated enhancement of JA accumulation (Qi et al. 2016) but suggests a specific role for this homolog that would deserve further testing (Figure 5B). For downregulated genes, the majority were enriched in the GO terms “cell cycle”, “cell division,” and “photosynthesis”, confirming the known growth‐defense tradeoffs observed in response to biotic stresses (Bilgin et al. 2010; Guo et al. 2018) (Figure 5C).

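No GO enrichment was run here. Instead, lists written by hand from gene names were tested with limma's camera at a fixed correlation, adjusted over 18 lists and 15 comparisons. The 36 cell cycle genes had a median log2 change from W of -1.40 with Pb OS (adjusted p 5.02e-08), with 20 called down, or 22 when adjusted over the list alone, and of -1.56 with Sl OS. Against control the medians were -1.73 (25 down) and -2.14 (24 down). The 45 photosynthesis genes had medians of -1.19 from W with Pb OS (adjusted p 6.35e-14; 38 called down, 41 over the list alone) and -1.46 with Sl OS, and of -1.59 and -1.85 from control with 41 down in each. These calls also held with fry. When camera estimated the correlation between the genes of each list, no list kept its call in any comparison, so the p values rest on that correlation being small. By the rule given above, the largest single falls from W were AT1G14190, EXPA8 and AT5G51850 with Pb OS and EXPB1, XTH31 and KIN14D with Sl OS. Over all 3 h W samples AT1G14190 had 118 reads and over all Pb OS samples 1, a ratio of 168 with an exact 95% counting interval of 29.5 to 6670. For AT5G51850 the reads were 94 and 2, a ratio of 66.7 (18.0 to 559). These intervals hold the counting error only.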

**FIGURE 5:**
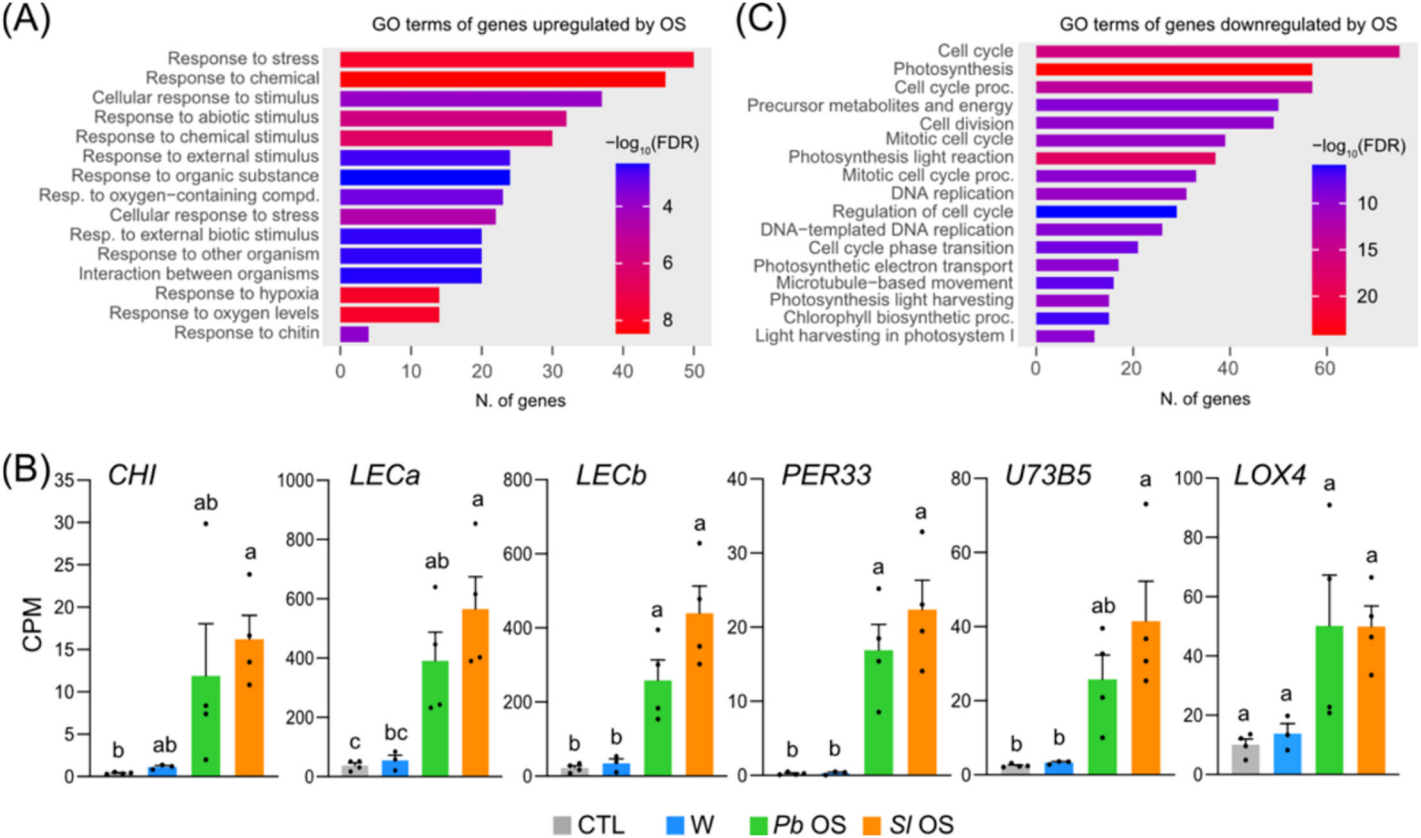
Specific effects of insect OS on Arabidopsis transcriptome. An enrichment analysis of gene ontology (GO) categories was performed for genes whose expression is specifically induced (A) or repressed (B) at 3 h by ***P. brassicae*** and ***S. littoralis*** OS, and not by wounding, using a threshold for differential expression of log_2_FC > 2 or log_2_FC < −2. (C) Relative expression of selected genes specifically induced by OS. Bars represent means ± SE of four biological replicates. Different letters represent significant differences at ***p*** < 0.05 (ANOVA, followed by Tukey HSD for multiple comparisons). CPM, counts per million of reads. *CHI* (At2g43570), chitinase; *LECa* (At3g16530)/*LECb* (At3g15356), lectin‐like; *PER33* (At3g49110), peroxidase; *U73B5* (*UGT73B5*) (At2g15480), UDP‐glycosyltransferase, *LOX4* (At1g72520), lipoxygenase. CTL, unwounded; W, wounding; *Pb* OS, treatment with ***P. brassicae*** OS; *Sl* OS, treatment with *Spodoptera littoralis* OS.

In summary, the important transcriptomic changes observed after OS application reveal that the response to chewing herbivores has a prominent biotic contribution from OS that leads to the amplification of the wound response and a specific activation or inhibition of additional pathways.

### 2.3 OS Downregulate the Expression of GS Biosynthetic Genes and Genes Involved in Cell Wall Processes

The induction of defense genes in response to herbivory or OS application in different plants and in response to diverse arthropods has been the focus of numerous studies. In contrast, analysis of the downregulation of defense genes has received much less attention, although OS are known to contain effectors that impair defenses (Stahl et al. 2018). We thus specifically explored our dataset to identify such process.

First, the rationale for performing a transcriptome analysis on samples collected 3 h after treatment was to monitor the impact of OS on early wound responses, such as the induction of the JA pathway. Given that OS effectors have been shown to target the JA pathway (Chen et al. 2019; Chen et al. 2023), we hypothesized that expression of JA‐related genes might also be affected. However, we found that, overall, genes involved in JA biosynthesis or signaling were similarly induced by wounding or OS treatments (Figure S5). Thus, it appears that OS derived from the two divergent lepidopteran herbivores do not compromise the JA pathway at the transcriptional level in Arabidopsis.

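Against control, the 15 JA biosynthesis genes had median log2 changes at 3 h of 1.34 with W (camera adjusted p 2.35e-11; 10 up), 2.51 with Pb OS (12 up, 1 down) and 2.44 with Sl OS (12 up, 1 down). From W to OS their medians were 0.57 with Pb OS (adjusted p 0.0587; 6 up, 1 down) and 0.74 with Sl OS (adjusted p 0.0545; 6 up, 1 down). The 12 JAZ genes rose by a median of 1.55 with W (adjusted p 1.8e-08; 7 up), and above W by 0.88 with Pb OS (adjusted p 0.0138; 4 up) and 0.84 with Sl OS (adjusted p 0.0116; 5 up). Over the list alone 5 JAZ genes were higher with Pb OS. The JA biosynthesis result against W turned on the setting and on single libraries. The list passed for Sl OS with fry (0.033), for Pb OS and Sl OS with only the 2 groups compared (0.046 and 0.028) and with 2 batches by time (0.02 and 0.0152), the latter chosen after the data were seen. It also passed for Pb OS without W replicate 2 (0.0412) or Pb OS replicate 2 (0.0403), and for Sl OS without W replicate 2 (0.0409) or Sl OS replicate 2 (0.0145). When camera estimated the correlation, the JAZ list passed for neither OS against W (adjusted p 0.63 for both).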

Expression of GS biosynthetic genes plays a central role in protecting Arabidopsis against polyphagous herbivores such as *S. littoralis* . Mutants in the biosynthesis of these defense compounds have been shown to be more vulnerable to *S. littoralis* herbivory (Schweizer, Fernández‐Calvo, et al. 2013). Besides being major components of induced defenses, GS are also part of the constitutive defenses of *Brassicaceae* plants (Mitreiter and Gigolashvili 2021). Indeed, genes involved in their biosynthesis are constitutively expressed in Arabidopsis, under the regulation of MYC and MYB transcription factors. MYC2, MYC3, and MYC4 have been shown to directly interact with MYB factors in order to regulate the transcription of indole and aliphatic GS biosynthetic genes (Schweizer, Fernández‐Calvo, et al. 2013). Strikingly, OS of both caterpillars suppressed the basal expression of *MYC4*, *MYB28*, and *MYB29* and most genes responsible for aliphatic GS biosynthesis (Figure 6A), three of which were further validated by qPCR (Figure 6B). This finding contrasts with the induction of a subset of GS genes that were enriched in wounded and OS‐treated samples (Figure 3). However, these genes primarily belong to the biosynthesis of indole‐GS and to GS modification enzymes (Table S1). Thus, considering that MYB28/29/76 are specific regulators of aliphatic‐GS biosynthesis, OS‐dependent decreased expression of these factors might explain the specific reduced expression of aliphatic‐GS biosynthesis genes (Figure 6C). In addition, suppression of *MYC4* expression might also contribute to a lower activity of MYBs. 

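At 3 h, 18 of the 19 aliphatic GS genes were called lower with Pb OS than with W, with a median log2 change of -1.50 (camera adjusted p 1.8e-08), and 16 with Sl OS, with a median of -1.41 (adjusted p 9.0e-07). Over the list alone 18 passed with each OS. The single changes ran from -2.83 to -0.11 with Pb OS and from -2.89 to 0.07 with Sl OS. Against control the medians were -1.49 (18 down) and -1.37 (16 down), and W alone left the list at 0.04 (adjusted p 0.761), where the test leaned down though the median was up.

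Of the 3 regulators, MYB28 was the one called against W. MYB28 (chromosome 5, 24689069 to 24691187) averaged 98.3 ± 21.3 CPM in control, 87.3 ± 12.5 with W, 26.6 ± 23.6 with Pb OS and 19.1 ± 7.01 with Sl OS. Against W, MYB28 changed by -2.03 (SE 0.48, adjusted p 0.00589) in log2 with Pb OS and -2.17 (SE 0.48, adjusted p 0.0025) with Sl OS, and every OS replicate lay below every W replicate. The MYB28 adjusted p over 11 other settings ran from 0.00125 to 0.163 for Pb OS and from 0.000497 to 0.0279 for Sl OS. With Pb OS, MYB28 was no longer called with only the 2 groups compared (0.163). Expression of MYC4 (chromosome 4, 9933326 to 9935685) was 23.5 ± 8.05 CPM in control, 22.9 ± 7.26 with W, 9.69 ± 1.99 with Pb OS and 10.7 ± 5.3 with Sl OS. MYC4 differed from W by -1.15 (SE 0.47, adjusted p 0.0824) in log2 with Pb OS and -1.18 (SE 0.47, adjusted p 0.0632) with Sl OS; every Pb OS replicate lay below every W replicate while Sl OS overlapped. For MYC4, 11 other settings gave an adjusted p of 0.00888 to 0.122 for Pb OS and 0.00559 to 0.129 for Sl OS. For MYC4, the Pb OS call was reached with no replicate block (0.0466), with 2 batches and eBayes trend (0.0483) and with 2 batches by time (0.00888). For MYC4, the Sl OS call was reached with no replicate block (0.0343), with 2 batches and eBayes trend (0.0353), with voom on recovered reads (0.0233) and with 2 batches by time (0.00559), and without any one of Sl OS 3 h replicates 3 and 4 (0.0253 to 0.0456). MYC4 was called against control, with -1.23 (SE 0.43, adjusted p 0.0236) and -1.26 (SE 0.43, adjusted p 0.0192), although the Pb OS call was lost without any one of control replicates 3 and 4 and Pb OS 3 h replicates 1 and 3 (0.06 to 0.0808) and the Sl OS call lost without any one of control replicates 3 and 4 and Sl OS 3 h replicate 2 (0.0674 to 0.114). For MYB29 (chromosome 5, 2446669 to 2448584) the means were 60.0 ± 13.9, 62.7 ± 3.47, 42.1 ± 24.4 and 47.4 ± 17.0 CPM in control, W, Pb OS and Sl OS. From W, MYB29 changed by -0.68 (SE 0.40, adjusted p 0.224) on the log2 scale with Pb OS and by -0.40 (SE 0.40, adjusted p 0.472) with Sl OS, and the replicates overlapped. Adjusted p for MYB29 with 11 other settings lay at 0.151 to 0.512 (Pb OS) and 0.205 to 0.46 (Sl OS). MYB29 with Pb OS was called without Pb OS 3 h replicate 2 (0.0227). Against control MYB29 was at -0.68 (SE 0.37, adjusted p 0.134) with Pb OS, called only without Pb OS 3 h replicate 2 (0.0102), and at -0.40 (SE 0.37, adjusted p 0.375) with Sl OS. CYP79F1 (chromosome 1, 5608682 to 5612064) stood at 463 ± 118, 519 ± 82.8, 169 ± 102 and 189 ± 93.1 CPM in control, W, Pb OS and Sl OS. The CYP79F1 log2 change from W was -1.79 (SE 0.50, adjusted p 0.0143) for Pb OS and -1.53 (SE 0.50, adjusted p 0.0254) for Sl OS, where every OS replicate lay below every W replicate. The CYP79F1 adjusted p over 11 other settings ran from 0.00584 to 0.135 for Pb OS and from 0.0114 to 0.0817 for Sl OS. With Pb OS, CYP79F1 was no longer called with only the 2 groups compared (0.135), and without any one of W 3 h replicates 1 and 2 (0.0595 to 0.0596). With Sl OS, CYP79F1 was no longer called with only the 2 groups compared (0.0817), and without any one of W 3 h replicates 1 and 2 and Sl OS 3 h replicate 2 (0.0884 to 0.128). CYP79F2 (chromosome 1, 5605044 to 5607498) averaged 12.2 ± 3.77 CPM in control, 12.8 ± 4.13 with W, 4.66 ± 1.79 with Pb OS and 4.68 ± 1.46 with Sl OS. Against W, CYP79F2 changed by -1.38 (SE 0.33, adjusted p 0.00601) in log2 with Pb OS and -1.31 (SE 0.33, adjusted p 0.00547) with Sl OS, and every OS replicate lay below every W replicate. For CYP79F2, 11 other settings gave an adjusted p of 0.00257 to 0.137 for Pb OS and 0.00211 to 0.078 for Sl OS. For CYP79F2, the Pb OS call was lost with only the 2 groups compared (0.137), and without W 3 h replicate 2 (0.0513). For CYP79F2, the Sl OS call was lost with only the 2 groups compared (0.078), and without W 3 h replicate 2 (0.051).

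**Figure D2:**
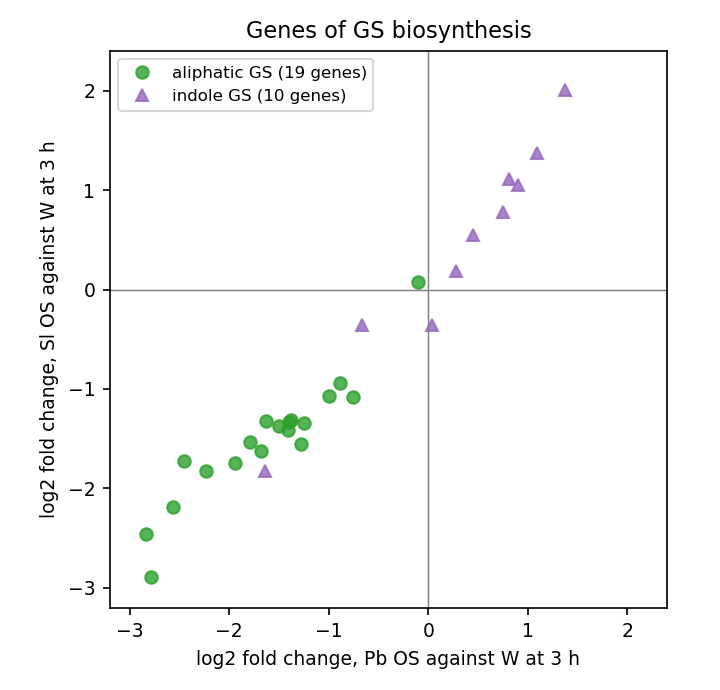
Log2 change from W at 3 h with Pb OS (horizontal) and Sl OS (vertical) for 19 aliphatic GS genes (green circles) and 10 indole GS genes (purple triangles).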

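The 10 indole GS genes had median log2 changes from W at 3 h of 0.60 with Pb OS (camera adjusted p 0.0969; 4 called up) and 0.66 with Sl OS (adjusted p 0.0853; 5 called up). Single changes ran from -1.64 to 1.38 and from -1.82 to 2.00, with 2 and 3 genes below 0. Against control the medians were 0.72 (adjusted p 0.0854; 5 up, 1 down) and 0.99 (adjusted p 0.0778; 7 up, 1 down). With fry the list passed against W (0.04 and 0.0276), and it did so with camera among genes with a mean of at least 1 CPM. It also passed for Pb OS without W replicate 2 (0.0175) and for Sl OS without W replicate 2 (0.0192) or Sl OS replicate 2 (0.0142). The 6 genes shared by both GS branches stayed at 0.07 with either OS (adjusted p 0.838 and 0.584).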

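Expression of MYB76 (chromosome 5, 2450027 to 2451807) was 6.84 ± 1.89 CPM in control, 6.92 ± 2.66 with W, 6.97 ± 4.54 with Pb OS and 6.07 ± 1.97 with Sl OS. MYB76 differed from W by -0.07 (SE 0.40, adjusted p 0.912) in log2 with Pb OS and -0.10 (SE 0.40, adjusted p 0.866) with Sl OS; the replicates overlapped. For MYB76, 11 other settings gave an adjusted p of 0.724 to 0.993 for Pb OS and 0.332 to 0.864 for Sl OS. The 9 GS regulators taken as a list had median log2 changes from W of -0.17 with Pb OS (camera adjusted p 0.881) and -0.13 with Sl OS (adjusted p 0.947). Whether lower MYB28 causes the lower biosynthesis genes was not tested here, as both were measured at the same time.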

Since aliphatic GS are the most abundant GS in Arabidopsis (Petersen et al. 2002), an early OS‐mediated suppression of their biosynthesis might antagonize the induction of indole‐GS and overall provide a significant advantage to *S. littoralis* development.

**FIGURE 6:**
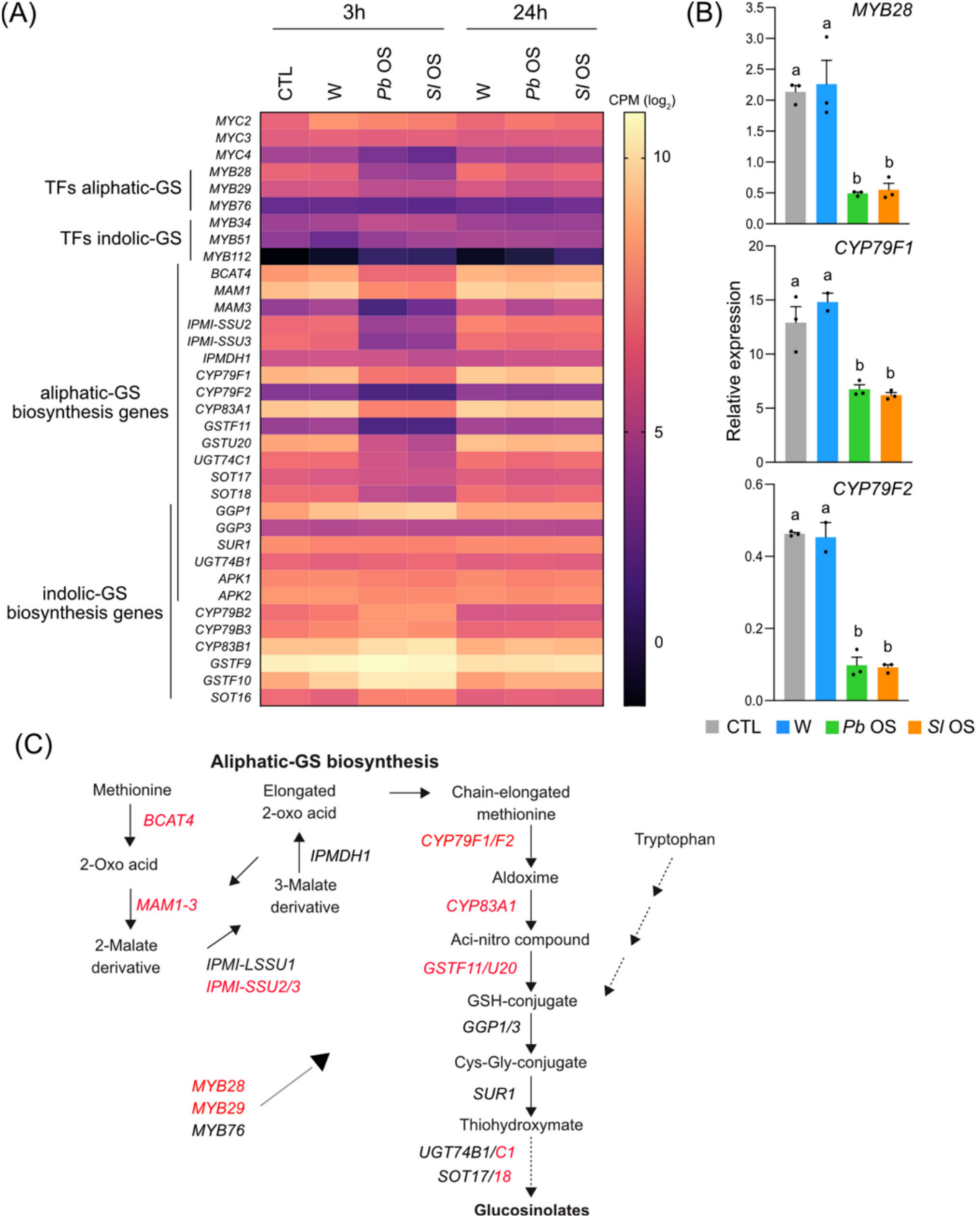
Oral secretions (OS) downregulate genes involved in the biosynthesis of aliphatic glucosinolates (GS). (A) Heatmap showing the expression profile of genes involved in the regulation and biosynthesis of GS. (B) Expression level of *MYB28* (At5g61420), *CYP79F1* (At1g16410), and *CYP79F2* (At1g16400) 3 h after treatment. Transcript levels were monitored by qPCR. Relative expression (normalized to the housekeeping gene *SAND* (At2g28390)) represents mean ± SE of three technical replicates. The experiments were repeated three times with similar results. Different letters represent significant differences at ***p*** < 0.05 (ANOVA, followed by Tukey HSD for multiple comparisons). (C) GS biosynthesis pathway. Genes involved in the biosynthesis of aliphatic‐GS are displayed while the indole‐GS branch starting with tryptophan is only indicated. Genes in red are suppressed by both OS at 3 h. MYB28/29/76 transcription factors are known to regulate the aliphatic‐GS branch (thick dashed arrow). CPM, counts per millions of reads; TFs, transcription factors.

Cell wall composition, metabolism, and modifications are known to participate in plant defenses, in particular against herbivores (Lucas 2000; Hanley et al. 2007; Whitney and Federle 2013; Molina et al. 2024). Upon herbivory, cell walls act as physical defense barriers and their damage leads to a release of DAMPs, such as oligogalacturonides, that trigger plant immune responses. Additionally, increased cellulose and lignin synthesis, pectin modification, cross‐linking between cell wall proteins and components lead to cell wall strengthening. For instance, increased lignin accumulation in rice protects against feeding by the brown planthopper (He et al. 2020). 

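Lists of cell-wall genes were written by hand from gene names and tested with camera at 3 h, OS against W. The 9 laccases had median log2 changes of -0.48 with Pb OS (adjusted p 0.37) and -0.68 with Sl OS (adjusted p 0.475), each with 1 gene up and 1 down. The 32 cellulose synthases stood at -0.20 (adjusted p 0.795) and -0.38 (adjusted p 0.616), with 2 up and 1 down and 3 up and 2 down. The 31 arabinogalactan proteins had 9 up and 5 down with Pb OS, where the median was -0.09 and the mean 0.09 (adjusted p 0.582), and 8 up and 3 down with Sl OS, where the median was -0.26 (adjusted p 0.98). The 37 pectin enzymes had medians of 0.05 (adjusted p 0.549; 7 up, 4 down) and -0.24 (adjusted p 0.874; 6 up, 6 down). The 32 trichome birefringence-like genes were at -0.36 (adjusted p 0.57; 5 up, 6 down) and -0.47 (adjusted p 0.441; 4 up, 7 down). The 24 xyloglucan hydrolases leaned up, at 0.93 with Pb OS (adjusted p 0.0121; 8 up, 1 down) and 0.98 with Sl OS (adjusted p 0.0726; 8 up, 2 down). That call was lost for Pb OS without Pb OS replicate 2 (0.0915), and reached for Sl OS without W replicate 3 (0.0143) or Sl OS replicate 2 (0.0396). None of these 6 lists was called lower as a whole.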

Interestingly, the expression of genes involved in cell wall synthesis and remodeling was downregulated 3 h after OS application (Figure 7A). Among these, there were laccases (including *LAC6*, Figure 7B) that play a role in lignin synthesis by oxidative coupling of monolignol precursors, a few cellulose synthases (including *CSLD5*, Figure 7B), hydroxyproline‐rich glycoproteins, arabinogalactan proteins (including *AGP31*, Figure 7B) that participate in cell wall strengthening by creating supramolecular scaffolds with cell wall polysaccharides (Hijazi et al. 2014), pectin modifying enzymes (including the pectin acetyl esterase *PAE10*, Figure 7B), a member of the TRICHOME BIREFRINGEN‐LIKE family (*TBL15*) that O‐acetylates polysaccharide thus increasing herbivore resistance (Sun et al. 2020), cellulases, xyloglucan hydrolases, and a xylosidase (Figure 7A). Thus, during feeding, OS release by chewing herbivores may substantially inhibit cell wall reinforcement.

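LAC6 (chromosome 2, 19126272 to 19129069) averaged 1.62 ± 0.442 CPM in control, 0.868 ± 0.253 with W, 0.121 ± 0.085 with Pb OS and 0.264 ± 0.11 with Sl OS. Against W, LAC6 changed by -3.18 (SE 0.51, adjusted p 0.000455) in log2 with Pb OS and -1.81 (SE 0.51, adjusted p 0.0112) with Sl OS, and every OS replicate lay below every W replicate. The LAC6 adjusted p over 10 other settings ran from 0.000245 to 0.11 for Pb OS and from 0.00989 to 0.106 for Sl OS. With Pb OS, LAC6 was no longer called on log2(CPM + 5) (0.0546) and with only the 2 groups compared (0.11). With Sl OS, LAC6 was no longer called on log2(CPM + 5) (0.106), and without W 3 h replicate 3 (0.0506). Expression of CSLD5 (chromosome 1, 594502 to 598657) was 8.24 ± 3.81 CPM in control, 4.81 ± 2.35 with W, 0.445 ± 0.275 with Pb OS and 0.713 ± 0.481 with Sl OS. CSLD5 differed from W by -3.61 (SE 0.53, adjusted p 0.000241) in log2 with Pb OS and -3.05 (SE 0.53, adjusted p 0.000384) with Sl OS; every OS replicate lay below every W replicate. For CSLD5, 11 other settings gave an adjusted p of 0.000172 to 0.0969 for Pb OS and 0.00028 to 0.0287 for Sl OS. For CSLD5, the Pb OS call was lost with only the 2 groups compared (0.0969). For AGP31 (chromosome 1, 9889101 to 9891015) the means were 2.8 ± 1.08, 1.8 ± 0.505, 1.1 ± 1.68 and 0.42 ± 0.228 CPM in control, W, Pb OS and Sl OS. From W, AGP31 changed by -2.08 (SE 0.86, adjusted p 0.0814) on the log2 scale with Pb OS and by -2.26 (SE 0.86, adjusted p 0.0513) with Sl OS, and every Sl OS replicate lay below every W replicate while Pb OS overlapped. Adjusted p for AGP31 with 11 other settings lay at 0.0237 to 0.464 (Pb OS) and 0.0178 to 0.0823 (Sl OS). AGP31 with Pb OS was called with voom on recovered reads (0.0237), and without Pb OS 3 h replicate 2 (0.00117). AGP31 with Sl OS was called with no replicate block (0.0336), with trended and robust eBayes (0.0485), on genes with a mean of at least 1 CPM (0.0467), with W 3 h batches 1, 3, 4 (0.0373), with W 3 h batches 1, 4, 3 (0.0389), with 2 batches and eBayes trend (0.0374), with voom on recovered reads (0.0178) and with 2 batches by time (0.0349), and without any one of Sl OS 3 h replicates 3 and 4 (0.0449 to 0.0479). Against control AGP31 was lower with both OS, by -2.73 (SE 0.79, adjusted p 0.00715) with Pb OS and -2.90 (SE 0.79, adjusted p 0.00427) with Sl OS.

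PAE10 (chromosome 5, 9317968 to 9321076) stood at 6.78 ± 1.46, 4.19 ± 1.46, 0.966 ± 0.959 and 0.53 ± 0.502 CPM in control, W, Pb OS and Sl OS. The PAE10 log2 change from W was -2.60 (SE 0.82, adjusted p 0.0273) for Pb OS and -3.88 (SE 0.82, adjusted p 0.00175) for Sl OS, where every OS replicate lay below every W replicate. The PAE10 adjusted p over 11 other settings ran from 0.00801 to 0.212 for Pb OS and from 0.000977 to 0.0294 for Sl OS. With Pb OS, PAE10 was no longer called with only the 2 groups compared (0.212), and without any one of W 3 h replicates 1, 2 and 3 and Pb OS 3 h replicates 1, 3 and 4 (0.0554 to 0.0917). TBL15 (chromosome 2, 15818082 to 15821311) averaged 3.66 ± 1.5 CPM in control, 2.68 ± 0.785 with W, 0.681 ± 0.328 with Pb OS and 0.526 ± 0.132 with Sl OS. Against W, TBL15 changed by -2.18 (SE 0.51, adjusted p 0.00536) in log2 with Pb OS and -2.47 (SE 0.51, adjusted p 0.0015) with Sl OS, and every OS replicate lay below every W replicate. For TBL15, 11 other settings gave an adjusted p of 0.00468 to 0.11 for Pb OS and 0.00124 to 0.024 for Sl OS. For TBL15, the Pb OS call was lost with only the 2 groups compared (0.11).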

**FIGURE 7:**
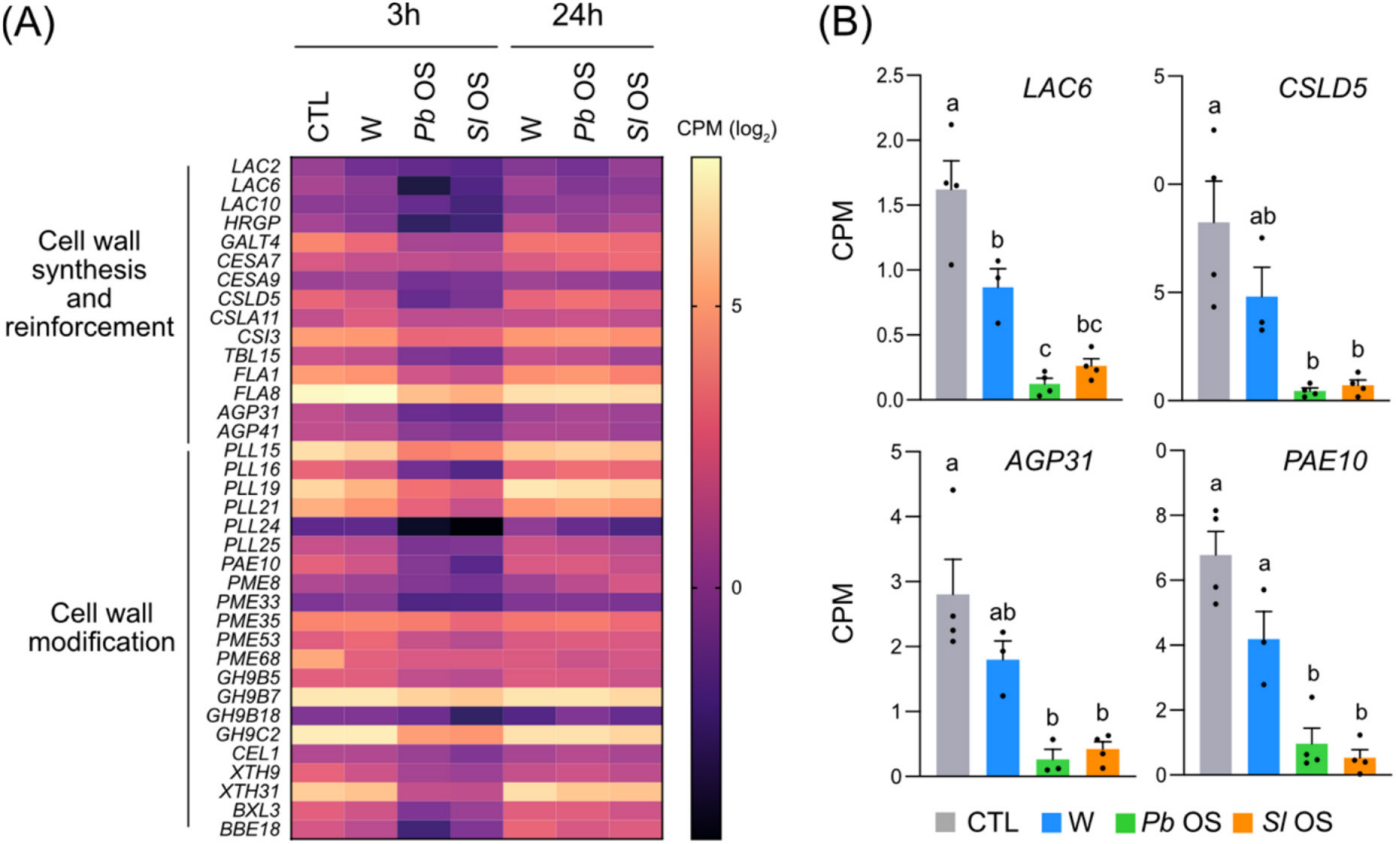
OS‐mediated downregulation of genes involved in cell wall processes. (A) Heatmap showing the expression profile of genes related to cell wall biogenesis and modification. (B) Expression of laccase 6 (*LAC6*, At2g46570), cellulose synthase (*CSLD5*, At1g02730), arabinogalactan protein (*AGP31*, At1g28290) and pectin acetylesterase 10 (*PAE10*, At5g26670). Values represent mean ± SE of four biological replicates. Different letters represent significant differences at ***p*** < 0.05 (ANOVA, followed by Tukey HSD for multiple comparisons). CPM, counts per millions of reads.

### 2.4 Suppression of Wound‐Induced Genes

We then reasoned that OS might suppress the expression of wound‐induced genes, as an additional way to interfere with the activation of defenses. 

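Among genes called up with W and lower with at least 1 OS at an adjusted p under 0.05, 17 were found at 3 h and 25 at 24 h. Of the 16 genes tabulated by the paper for 3 h, 13 were among the 17, and of the 24 for 24 h, 21 were among the 25. Starred in the paper but outside the limits here were AT3G28060, MBD11 and PLC7 at 3 h and PELPK1, FAR5 and AT3G25640 at 24 h, with adjusted p between 0.0572 and 0.0868 in the step that failed, or in both steps for PLC7. Present here and not in the paper's table were AT5G51950, TIL, AT2G28140 and AT5G60470 at 3 h, and AT1G54540, DAD1, AT4G36610 and PELPK2 at 24 h. The 3 h number fell to 6 without W replicate 1 and to 10 without W replicate 3. One gene, ERF114, was on the list at both times. It left that shared list without any one of W 24 h replicates 1, 2 and 3 and Sl OS 24 h replicates 1, 3 and 4, and with an unadjusted p under 0.05 in place of the adjusted one 3 genes were shared.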

Focusing on genes that were induced more than two‐fold after wounding and significantly suppressed with the addition of OS, we found a relatively small list that included several cell wall‐related genes, the herbivore‐responsive *ML3* gene and *ERF114*, which was the only gene that was suppressed at both 3 and 24 h time points (Table 1). 

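LAC5 (chromosome 2, 16857959 to 16860779) had 380 reads over the 4 W samples at 24 h, 44 over the Pb OS samples and 8 over the Sl OS samples. Its log2 change from W was -3.999 (SE 0.63, adjusted p 0.0151) with Pb OS and -5.23 (SE 0.63, adjusted p 0.000374) with Sl OS, and every OS replicate lay below every W replicate. For LAC5, 10 other settings gave an adjusted p of 1.3e-05 to 0.32 for Pb OS and 7.1e-07 to 0.0552 for Sl OS. For LAC5, the Pb OS call was lost with only the 2 groups compared (0.32), and without any one of W 24 h replicates 1, 2 and 3 and Pb OS 24 h replicate 2 (0.0632 to 0.0785). For LAC5, the Sl OS call was lost with only the 2 groups compared (0.0552). DIR23 (chromosome 2, 9048131 to 9049404) had 67 reads with W and 2 with Sl OS, a ratio of 34.1 with an exact 95% counting interval of 9.08 to 287. Its log2 change, which depends on the prior count at so few reads, was -2.68 (SE 0.52, adjusted p 0.0599) with Pb OS and -3.36 (SE 0.52, adjusted p 0.00359) with Sl OS. For DIR23, 10 other settings gave an adjusted p of 0.0122 to 1.00 for Pb OS and 0.000446 to 0.432 for Sl OS. For DIR23, the Pb OS call was reached with no replicate block (0.0237) and with 2 batches by time (0.0122), and without any one of W 24 h replicate 4 and Pb OS 24 h replicate 4 (7.1e-05 to 0.0309). For DIR23, the Sl OS call was lost on log2(CPM + 5) (0.432) and with only the 2 groups compared (0.0552).

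Expression of PLL18 (chromosome 3, 10140200 to 10143249) was 2.14 ± 0.357 CPM in control, 33.1 ± 15.2 with W, 21.5 ± 7.41 with Pb OS and 8.59 ± 1.07 with Sl OS. PLL18 differed from W by -0.58 (SE 0.37, adjusted p 1.00) in log2 with Pb OS and -1.84 (SE 0.37, adjusted p 0.0284) with Sl OS; every Sl OS replicate lay below every W replicate while Pb OS overlapped. For PLL18, 11 other settings gave an adjusted p of 0.682 to 1.00 for Pb OS and 0.00287 to 0.121 for Sl OS. For PLL18, the Sl OS call was lost with only the 2 groups compared (0.121), and without any one of W 24 h replicates 2, 3 and 4 and Sl OS 24 h replicates 1, 2, 3 and 4 (0.0531 to 0.138). For AT2G41800 (chromosome 2, 17436443 to 17438168) the means were 0.118 ± 0.0847, 18.8 ± 6.14, 6.06 ± 0.966 and 1.96 ± 0.817 CPM in control, W, Pb OS and Sl OS. From W, AT2G41800 changed by -1.59 (SE 0.67, adjusted p 1.00) on the log2 scale with Pb OS and by -3.35 (SE 0.67, adjusted p 0.0268) with Sl OS, and every OS replicate lay below every W replicate. Adjusted p for AT2G41800 with 10 other settings lay at 7.1e-05 to 1.00 (Pb OS) and 3.7e-08 to 0.0746 (Sl OS). AT2G41800 with Pb OS was called on log2(CPM + 5) (7.1e-05) and with voom on recovered reads (0.0237). AT2G41800 with Sl OS was no longer called with only the 2 groups compared (0.0746), and without any one of W 24 h replicates 1, 2 and 3 and Sl OS 24 h replicates 1, 2, 3 and 4 (0.0506 to 0.151). AT2G41810 (chromosome 2, 17439263 to 17441416) stood at 0.0456 ± 0.0223, 5.22 ± 2.26, 0.633 ± 0.762 and 0.315 ± 0.23 CPM in control, W, Pb OS and Sl OS. The AT2G41810 log2 change from W was -3.54 (SE 0.67, adjusted p 0.0599) for Pb OS and -4.19 (SE 0.67, adjusted p 0.00484) for Sl OS, where every OS replicate lay below every W replicate. The AT2G41810 adjusted p over 10 other settings ran from 0.000501 to 0.202 for Pb OS and from 8.0e-05 to 0.0746 for Sl OS. With Pb OS, AT2G41810 was called with no replicate block (0.0273), on log2(CPM + 5) (0.000501), with W 3 h batches 1, 3, 4 (0.0412), with voom on recovered reads (0.0122) and with 2 batches by time (0.00468), and without Pb OS 24 h replicate 4 (0.0101). With Sl OS, AT2G41810 was no longer called with only the 2 groups compared (0.0746). Over the 5 genes, Sl OS was called lower than W in all and Pb OS in LAC5 alone. Whether the suppression was tied to 24 h was tested for LAC5 and PLL18: the change of the Sl OS-to-W difference from 3 h to 24 h was -4.93 (SE 0.94, adjusted p 0.00509) for LAC5 and -0.55 (SE 0.55, adjusted p 0.545) for PLL18.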

The suppression of wound‐induced laccase (*LAC5*), dirigent protein (*DIR23*), pectate‐lyase (*PLL18*), and two cell wall proteins (At2g41800, At2g41810) at 24 h (Table 1) confirms our observation of a downregulation of cell wall‐related processes (Figure 7).

**TABLE 1:** Wound‐induced genes significantly suppressed by ***P. brassicae*** and ***S. littoralis*** OS. Expression ratios (±SE) are the average of four independent biological replicates.

AGI code	Description	Wounding	*P.b.* OS	*S.l.* OS
		log_2_FC (3 h)		
**At5g61890**	**Ethylene response factor ERF114**	**6.96**	**4.46** **	**4.77** *
At4g38410	Dehydrin family protein	5.15	2.04*	2.01**
At3g27660	Oleosin 4 OLE4	4.84	2.34*	3.5
At5g05965	Unknown	4.23	3.72	2.12*
At5g12420	Wax ester synthase WSD1	3.29	1.68**	2.18*
At5g23820	Herbivory‐induced response regulator ML3	3.15	2.10	1.40**
At1g14250	GDA1/CD39 nucleoside phosphatase	3.08	1.52*	1.24**
At4g18440	Adenylosuccinate lyase	2.34	0.51**	0.58**
At3g28060	Nodulin MtN21‐like transporter	2.79	0.01*	2.10
At5g02940	Chloroplast envelope ion channel PEC1	1.88	1.50	1.34*
At2g32487	Unknown	1.82	0.75*	0.70**
At1g31550	Esterase/acyltransferase/lipase	1.56	0.97*	0.85**
At3g15790	Methyl‐CpG‐binding protein MBD11	1.33	0.50	0.44*
At5g48850	Sulfate deficiency‐induced gene SDI1	1.32	−0.53*	−0.31*
At2g22170	Lipase/lipoxygenase PLAT2	1.13	0.28	−0.05**
At3g55940	Phospholipase C7 PLC7	1.10	0.25*	0.32
		**log**_**2**_ **FC (24 h)**		
At5g09530	Proline‐rich protein PELPK1	8.19	3.25	2.58*
At3g22620	Plasma membrane‐anchored lipid‐transfer protein LTPG20	7.67	3.74	2.29**
At2g41800	Cell wall protein TEB	7.65	6.06	4.30*
At3g02885	Flowering regulator GASA5	6.81	4.89	2.88**
At2g41810	Cell wall protein/pectin metabolism	6.81	3.27	2.61**
At2g40370	Laccase LAC5	6.24	2.24*	1.01**
**At5g61890**	**Ethylene response factor ERF114**	**6.20**	**3.85**	**3.51** *
At4g03540	CASP‐like protein	5.64	3.12	3.04*
At3g55090	ABCG16 transporter	5.25	2.35	0.90**
At2g48130	Plasma membrane‐anchored lipid‐transfer protein LTPG15	4.95	1.57	0.38**
At3g44550	Fatty acid reductase FAR5	4.95	1.89	1.39*
At4g28110	ABA‐responsive protein MYB41	4.90	1.21*	0.57**
At5g41040	Suberin feruloyl‐transferase RWP1	4.73	0.97	0.30*
At3g50400	Esterase/acyltransferase/lipase	4.61	1.07	0.20**
At2g20825	Developmental regulator ULTRAPETALA2	4.40	3.27	1.23**
At3g25640	Unknown	4.33	2.57	1.87*
At2g39350	ABCG1 transporter	4.32	2.11	1.49*
At5g13580	ABCG6 transporter	4.04	0.83	−0.05**
At3g27400	Pectate‐lyase PLL18	3.86	3.27	2.01*
At2g21100	Dirigent protein DIR23	3.73	1.05	0.37*
At1g03820	Unknown	3.27	2.17	0.77*
At2g38530	Lipid‐transfer protein LTP2	3.16	0.50	−0.27**
At1g06520	Glycerol‐phosphate acyltransferase GPAT1	3.15	1.25	0.07**
At4g39320	Microtubule‐associated protein	3.02	1.69	0.16**

* *p* < 0.05.

** *p* < 0.01.

Interestingly, *ML3* is a member of the ML (MD‐2‐related lipid recognition) gene family. ML proteins enhance innate immunity in mammals by interacting with Toll‐like receptors (Park et al. 2009). *ML3* expression was shown to be regulated by wounding and JA and a *ml3* mutant was more susceptible to *S. littoralis* herbivory, indicating that *ML3* is involved in herbivore‐mediated responses (Fridborg et al. 2013; Hakenjos et al. 2013). Thus, the suppression of *ML3* expression during feeding by an OS‐derived effector may constitute an efficient strategy to attenuate defenses. 

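For ML3 (chromosome 5, 8031165 to 8033149) the means were 19.1 ± 7.26, 159 ± 28.4, 78.4 ± 9.29 and 55.7 ± 26.6 CPM in control, W, Pb OS and Sl OS. From W, ML3 changed by -1.06 (SE 0.47, adjusted p 0.103) on the log2 scale with Pb OS and by -1.76 (SE 0.47, adjusted p 0.00766) with Sl OS, and every OS replicate lay below every W replicate. Adjusted p for ML3 with 11 other settings lay at 0.0433 to 0.164 (Pb OS) and 0.00179 to 0.0496 (Sl OS). ML3 with Pb OS was called on log2(CPM + 5) (0.0433). In Sl OS replicate 2 ML3 stood at 16.4 CPM where the median of the other replicates was 66.5. Both OS left ML3 above control, by 2.11 (SE 0.43, adjusted p 0.000492) with Pb OS and 1.40 (SE 0.43, adjusted p 0.0096) with Sl OS, so neither brought it down to control, and a reduction from W was called with Sl OS only. The change of the ML3 difference from W between 3 h and 24 h was 2.08 (SE 0.63, adjusted p 0.059) with Pb OS. With Sl OS it was 2.25 (SE 0.63, adjusted p 0.0265). The Sl OS call was lost with only the 4 groups of that test in the fit (0.0544). It was also lost without W 3 h replicate 3, Sl OS 3 h replicate 2, W 24 h replicate 3 or Sl OS 24 h replicate 4 (0.0545 to 0.0814). Whether an OS-derived effector causes this was not tested here.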

The understanding of the molecular mechanisms involved in this response clearly deserves further research.

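ERF114 (chromosome 5, 24852322 to 24853941) averaged 0.21 ± 0.212 CPM in control. At 3 h it stood at 18.7 ± 13.3 with W, 3.1 ± 1.11 with Pb OS and 3.65 ± 0.532 with Sl OS, and at 24 h at 9.82 ± 1.38, 2.03 ± 0.885 and 1.64 ± 0.671 (mean ± SD, n = 4, but 3 for W at 3 h). At both times every OS replicate lay below every W replicate. The 3 h log2 changes from W were -2.62 (SE 0.58, adjusted p 0.00378) with Pb OS and -2.31 (SE 0.58, adjusted p 0.0055) with Sl OS. The ERF114 adjusted p over 11 other settings ran from 8.6e-05 to 0.117 for Pb OS and from 6.6e-05 to 0.0363 for Sl OS. With Pb OS, ERF114 was no longer called with only the 2 groups compared (0.117).

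The 24 h log2 changes of ERF114 from W were -2.35 (SE 0.53, adjusted p 0.14) with Pb OS and -2.69 (SE 0.53, adjusted p 0.0257) with Sl OS. The ERF114 adjusted p over 11 other settings ran from 0.0109 to 0.293 for Pb OS and from 0.0019 to 0.0704 for Sl OS. With Pb OS, ERF114 was called on log2(CPM + 5) (0.0109) and with voom on recovered reads (0.0464). With Sl OS, ERF114 was no longer called with only the 2 groups compared (0.0704), and without any one of W 24 h replicates 1, 2 and 3 and Sl OS 24 h replicates 1, 3 and 4 (0.0731 to 0.132). The change of the difference from W between the times was 0.27 (SE 0.79, adjusted p 0.869) for Pb OS and -0.38 (SE 0.79, adjusted p 0.791) for Sl OS, so neither OS was called different between 3 h and 24 h.

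**Figure D3:**
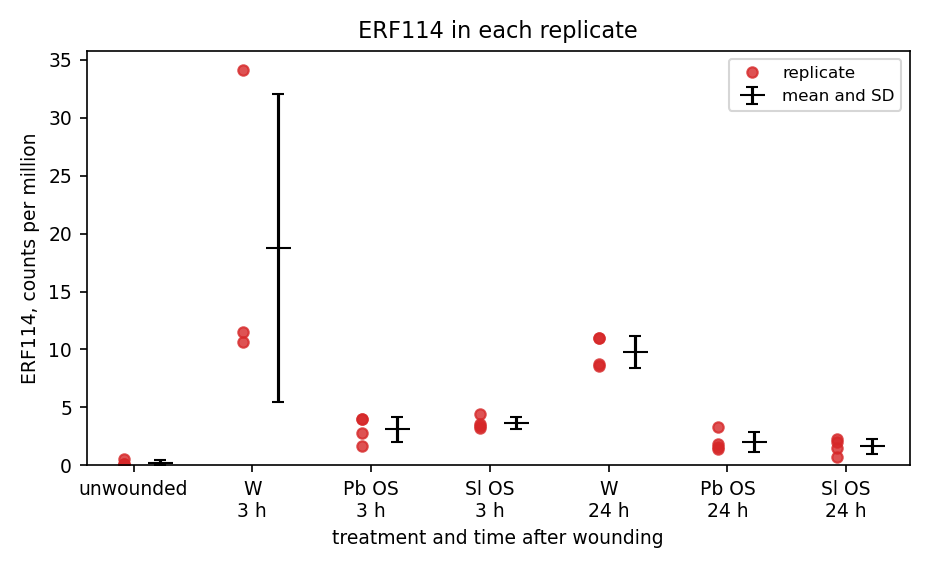
CPM of ERF114 in every replicate (red dots) with mean and SD in the 7 groups.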

We observed a robust and long‐lasting OS‐mediated suppression of the ethylene response factor *ERF114* and validated this finding independently by qPCR (Figure S6). ERF114 is an ERF/AP2 transcription factor that has been shown to regulate callus formation, tissue regeneration and organ formation (Mehrnia et al. 2013; Canher et al. 2022; Zhang et al. 2022). In response to mechanical wounding, plants initiate a complex wound healing process that includes sealing and tissue regeneration. This is of great importance to prevent dehydration and penetration of pathogens at wound sites. Several studies have identified key molecular components and hormonal pathways necessary for a rapid repair of the wound site (Ikeuchi et al. 2017; Ikeuchi et al. 2018; Ikeuchi et al. 2019; Zhou et al. 2019; Serra and Geldner 2022). We thus looked at the expression of known regulators of tissue regeneration after OS treatment (Ikeuchi et al. 2019). Interestingly, several genes involved in different wound healing steps were downregulated (Figure S7A, B). When the cell‐wall matrix is damaged, WOX, WIND, DOF, and ERF transcription factors are rapidly activated and promote tissue regeneration (Ikeuchi et al. 2019; Iwase et al. 2021; Zhang et al. 2022). 

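ERF113 (chromosome 5, 4271730 to 4274674) stood at 0.046 ± 0.0248, 3.79 ± 0.714, 24.7 ± 13.1 and 29.6 ± 13.9 CPM in control, W, Pb OS and Sl OS. The ERF113 log2 change from W was 2.54 (SE 0.45, adjusted p 0.000966) for Pb OS and 2.88 (SE 0.45, adjusted p 0.00021) for Sl OS, where every OS replicate lay above every W replicate. The ERF113 adjusted p over 11 other settings ran from 0.000256 to 0.146 for Pb OS and from 4.4e-05 to 0.0239 for Sl OS. With Pb OS, ERF113 was no longer called with only the 2 groups compared (0.146). ERF115 (chromosome 5, 2305551 to 2306837) was at 0.445 ± 0.222 CPM with W, 1.89 ± 1.03 with Pb OS and 1.49 ± 0.176 with Sl OS. Against W, ERF115 changed by 1.98 (SE 0.60, adjusted p 0.0215) in log2 with Pb OS and 1.82 (SE 0.60, adjusted p 0.0255) with Sl OS, and every OS replicate lay above every W replicate. For ERF115, 10 other settings gave an adjusted p of 0.00515 to 0.222 for Pb OS and 0.00641 to 0.0486 for Sl OS. For ERF115, the Pb OS call was lost with only the 2 groups compared (0.222), and without any one of W 3 h replicates 2 and 3 and Pb OS 3 h replicates 3 and 4 (0.0591 to 0.124). For ERF115, the Sl OS call was lost without any one of W 3 h replicates 2 and 3 and Sl OS 3 h replicate 3 (0.063 to 0.144). ERF109 (chromosome 4, 16451876 to 16453260) averaged 0.107 ± 0.118 CPM in control, 1.22 ± 0.461 with W, 4.3 ± 2.81 with Pb OS and 4.46 ± 2.71 with Sl OS. Against W, ERF109 changed by 1.58 (SE 1.10, adjusted p 0.303) in log2 with Pb OS and 1.68 (SE 1.10, adjusted p 0.257) with Sl OS, and every OS replicate lay above every W replicate. For ERF109, 10 other settings gave an adjusted p of 0.0683 to 0.313 for Pb OS and 0.045 to 0.264 for Sl OS. For ERF109, the Sl OS call was reached with only the 2 groups compared (0.045). So ERF113 and ERF115 were called higher with OS than with W at 3 h, and ERF109 was higher in every replicate without being called.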

OS treatment suppressed wound‐induced *ERF114* expression but not its close homologs *ERF113*, *ERF115*, and *ERF109*. 

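Expression of WIND1 (chromosome 1, 29364072 to 29366207) was 122 ± 11.4 CPM in control, 193 ± 21.3 with W, 218 ± 29.7 with Pb OS and 231 ± 17.4 with Sl OS. WIND1 differed from W by 0.16 (SE 0.15, adjusted p 0.45) in log2 with Pb OS and 0.26 (SE 0.15, adjusted p 0.203) with Sl OS; the replicates overlapped. For WIND1, 11 other settings gave an adjusted p of 0.291 to 0.738 for Pb OS and 0.101 to 0.277 for Sl OS. This is AT1G78080, the gene with that symbol in the table, while AT1G78280, printed in the paper's list, changed from W by 0.21 (SE 0.13, adjusted p 0.25) and 0.23 (SE 0.13, adjusted p 0.178). For WIND2 (chromosome 1, 7835781 to 7837411) the means were 15.2 ± 5.13, 17.1 ± 2.43, 24.8 ± 7.97 and 20.6 ± 2.9 CPM in control, W, Pb OS and Sl OS. From W, WIND2 changed by 0.44 (SE 0.26, adjusted p 0.217) on the log2 scale with Pb OS and by 0.22 (SE 0.26, adjusted p 0.553) with Sl OS, and the replicates overlapped. Adjusted p for WIND2 with 11 other settings lay at 0.135 to 0.491 (Pb OS) and 0.304 to 0.585 (Sl OS). HCA2 (chromosome 5, 25256852 to 25258704) stood at 3.75 ± 0.859, 3.38 ± 0.929, 3.03 ± 2.27 and 1.77 ± 0.646 CPM in control, W, Pb OS and Sl OS. The HCA2 log2 change from W was -0.35 (SE 0.41, adjusted p 0.562) for Pb OS and -0.98 (SE 0.41, adjusted p 0.077) for Sl OS, where every Sl OS replicate lay below every W replicate while Pb OS overlapped. The HCA2 adjusted p over 11 other settings ran from 0.418 to 0.845 for Pb OS and from 0.0344 to 0.138 for Sl OS. With Sl OS, HCA2 was called with 2 batches by time (0.0344). Against control HCA2 was called with Sl OS only, at -1.14 (SE 0.38, adjusted p 0.016), lost without Sl OS 3 h replicate 2 (0.0889), beside -0.51 (SE 0.38, adjusted p 0.272) with Pb OS, reached without Pb OS 3 h replicate 2 (0.0127). DOF6 (chromosome 3, 16739247 to 16740546) averaged 1.46 ± 0.474 CPM in control, 1.53 ± 0.424 with W, 1.02 ± 0.31 with Pb OS and 0.526 ± 0.0885 with Sl OS. Against W, DOF6 changed by -0.56 (SE 0.43, adjusted p 0.354) in log2 with Pb OS and -1.49 (SE 0.43, adjusted p 0.0129) with Sl OS, and every Sl OS replicate lay below every W replicate while Pb OS overlapped. For DOF6, 10 other settings gave an adjusted p of 0.196 to 0.43 for Pb OS and 0.00518 to 0.0333 for Sl OS. For DOF6, the Sl OS call was lost without any one of W 3 h replicate 1 and Sl OS 3 h replicate 2 (0.0582 to 0.115). For DOF6 the change from control was -0.50 (SE 0.39, adjusted p 0.3) with Pb OS and -1.43 (SE 0.39, adjusted p 0.00478) with Sl OS.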

*WIND1/2* were also not downregulated but the expression of two out of four crucial DOF factors (Zhang et al. 2022), *HCA2* and *DOF6*, was significantly inhibited by OS (Figure 8A, Figure S7A).

**FIGURE 8:**
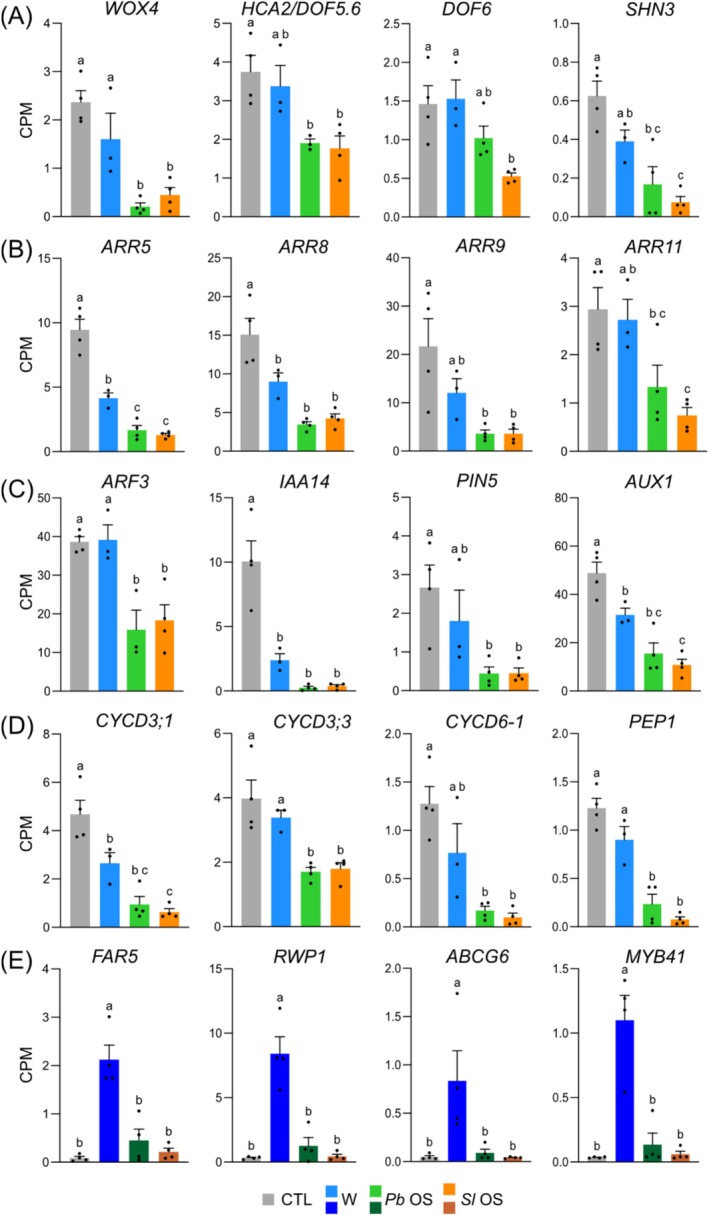
Expression of genes involved in wound healing. (A) Regulators of tissue regeneration. *WOX4* (At1g46480), *HCA2*/*DOF5.6* (At5g62940), *DOF6* (At3g45610), *SHN3* (At5g25390). (B) Cytokinin signaling genes. *ARR5* (At3g48100), *ARR8* (At2g41310), *ARR9* (At3g57040), *ARR11* (At1g67710). (C) Auxin signaling and transport genes. *ARF3* (At2g33860), *IAA14* (At4g14550), *PIN5* (At5g16530), *AUX1* (At2g38120) (D) Cyclin and peptide genes. *CYCD3;1* (At4g34160), *CYCD3;3* (At3g50070), *CYCD6‐1* (At4g03270), *PEP1* (At5g64900) (E) Suberin biosynthesis. *FAR5* (At3g44550), *RWP1* (At5g41040), *ABCG6* (At5g13580), *MYB41* (At4g28110). Values represent mean ± SE of four biological replicates. A–D (3 h), E (24 h). Different letters represent significant differences at ***p*** < 0.05 (ANOVA, followed by Tukey HSD for multiple comparisons). CPM, counts per million of reads.

Similarly, *WOX4*, but not WOX5 that promotes regeneration in the root (Zhou et al. 2019), was downregulated (Figure 8A, Figure S7A). These findings suggest that OS‐derived effectors may only target a subset of wound healing processes.

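For WOX4 (chromosome 1, 17236524 to 17238185) the means were 2.37 ± 0.478, 1.6 ± 0.923, 0.204 ± 0.158 and 0.446 ± 0.308 CPM in control, W, Pb OS and Sl OS. From W, WOX4 changed by -3.199 (SE 0.57, adjusted p 0.000903) on the log2 scale with Pb OS and by -2.12 (SE 0.57, adjusted p 0.00807) with Sl OS, and every OS replicate lay below every W replicate. Adjusted p for WOX4 with 11 other settings lay at 0.000246 to 0.0969 (Pb OS) and 0.00362 to 0.0409 (Sl OS). WOX4 with Pb OS was no longer called with only the 2 groups compared (0.0969). WOX4 with Sl OS was no longer called without W 3 h replicate 1 (0.0536). WOX5 (chromosome 3, 3527280 to 3528440) stood at 0.175 ± 0.12, 0.52 ± 0.366, 0.938 ± 0.349 and 0.857 ± 0.237 CPM in control, W, Pb OS and Sl OS. The WOX5 log2 change from W was 0.83 (SE 0.48, adjusted p 0.216) for Pb OS and 0.75 (SE 0.48, adjusted p 0.245) for Sl OS, where the replicates overlapped. The WOX5 adjusted p over 10 other settings ran from 0.0417 to 0.496 for Pb OS and from 0.0448 to 0.313 for Sl OS. With Pb OS, WOX5 was called with W 3 h batches 1, 3, 4 (0.0417). With Sl OS, WOX5 was called with W 3 h batches 1, 3, 4 (0.0448). WOX5 was called above control with both OS, by 2.62 (SE 0.44, adjusted p 8.9e-05) and 2.55 (SE 0.44, adjusted p 9.7e-05). WOX5 is taken here as AT3G11260, the gene with that symbol in the table. The paper's list prints AT3G12260 for it, and that gene changed from W by -0.31 (SE 0.09, adjusted p 0.018) with Pb OS, lost with only the 2 groups compared (0.363), and without any one of W 3 h replicates 1, 2 and 3 and Pb OS 3 h replicate 3 (0.0507 to 0.0694), and -0.24 (SE 0.09, adjusted p 0.043) with Sl OS, lost with only the 2 groups compared (0.251), with W 3 h batches 1, 3, 4 (0.0535) and with W 3 h batches 1, 4, 3 (0.0571), and without any one of W 3 h replicates 1, 2 and 3 and Sl OS 3 h replicates 2, 3 and 4 (0.0656 to 0.124).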

Auxin and cytokinin play pivotal roles in plant tissue regeneration (Ikeuchi et al. 2017; Ikeuchi et al. 2019). Several cytokinin signaling type‐B ARABIDOPSIS RESPONSE REGULATORs (*ARR5/8/9/11*) and cytokinin‐dependent cyclins (*CYCD3;1*, *CYCD3;3*, *CYCD6‐1*) were downregulated (Figure 8B,D; Figure S7B). 

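ARR5 (chromosome 3, 17758427 to 17760950) averaged 9.44 ± 1.67 CPM in control, 4.14 ± 0.711 with W, 1.67 ± 0.731 with Pb OS and 1.29 ± 0.245 with Sl OS. Against W, ARR5 changed by -1.47 (SE 0.35, adjusted p 0.00613) in log2 with Pb OS and -1.75 (SE 0.35, adjusted p 0.00119) with Sl OS, and every OS replicate lay below every W replicate. The ARR5 adjusted p over 11 other settings ran from 0.00403 to 0.199 for Pb OS and from 0.00067 to 0.0221 for Sl OS. With Pb OS, ARR5 was no longer called with only the 2 groups compared (0.199). Expression of ARR8 (chromosome 2, 17221840 to 17224880) was 15.1 ± 4.22 CPM in control, 9.01 ± 1.94 with W, 3.45 ± 0.732 with Pb OS and 4.24 ± 1.17 with Sl OS. ARR8 differed from W by -1.40 (SE 0.29, adjusted p 0.00217) in log2 with Pb OS and -1.12 (SE 0.29, adjusted p 0.00585) with Sl OS; every OS replicate lay below every W replicate. For ARR8, 11 other settings gave an adjusted p of 0.000199 to 0.135 for Pb OS and 0.000744 to 0.0421 for Sl OS. For ARR8, the Pb OS call was lost with only the 2 groups compared (0.135). For ARR9 (chromosome 3, 21109059 to 21111567) the means were 21.7 ± 11.5, 12.0 ± 5.08, 3.59 ± 1.54 and 3.6 ± 1.84 CPM in control, W, Pb OS and Sl OS. From W, ARR9 changed by -1.74 (SE 0.59, adjusted p 0.037) on the log2 scale with Pb OS and by -1.80 (SE 0.59, adjusted p 0.0251) with Sl OS, and every OS replicate lay below every W replicate. Adjusted p for ARR9 with 11 other settings lay at 0.00153 to 0.127 (Pb OS) and 0.000746 to 0.0746 (Sl OS). ARR9 with Pb OS was no longer called on log2(CPM + 5) (0.0882), with only the 2 groups compared (0.127) and with voom on recovered reads (0.0588), and without any one of W 3 h replicates 2 and 3 and Pb OS 3 h replicates 1, 3 and 4 (0.0627 to 0.165). ARR9 with Sl OS was no longer called on log2(CPM + 5) (0.0746), and without any one of W 3 h replicates 2 and 3 and Sl OS 3 h replicates 1 and 2 (0.073 to 0.129). ARR11 (chromosome 1, 25376679 to 25379217) stood at 2.94 ± 0.895, 2.72 ± 0.73, 1.33 ± 0.899 and 0.743 ± 0.329 CPM in control, W, Pb OS and Sl OS. The ARR11 log2 change from W was -1.27 (SE 0.46, adjusted p 0.0485) for Pb OS and -2.02 (SE 0.46, adjusted p 0.00276) for Sl OS, where every Sl OS replicate lay below every W replicate while Pb OS overlapped. The ARR11 adjusted p over 11 other settings ran from 0.0148 to 0.28 for Pb OS and from 0.000428 to 0.0221 for Sl OS. With Pb OS, ARR11 was no longer called with trended and robust eBayes (0.0503), on log2(CPM + 5) (0.0789), with only the 2 groups compared (0.28), with W 3 h batches 1, 3, 4 (0.0623) and with W 3 h batches 1, 4, 3 (0.062), and without any one of W 3 h replicates 1, 2 and 3 and Pb OS 3 h replicates 1, 3 and 4 (0.0741 to 0.177). As lists, the 8 genes of the type-A ARR list, which hold ARR5, ARR8 and ARR9, had median log2 changes from W of -1.43 with Pb OS (camera adjusted p 0.023; 4 down, 6 over the list alone) and -1.13 with Sl OS (adjusted p 0.175; 3 down). The type-A call with Pb OS was lost without W replicate 3 (0.0626), Pb OS replicate 1 (0.0739) or Pb OS replicate 2 (0.0864), on log2(CPM + 5) and with voom. The 6 of the type-B ARR list, which hold ARR11, stood at -0.02 (adjusted p 0.98) and 0.21 (adjusted p 0.807), where the mean was -0.21.

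CYCD3;1 is AT4G34160 and CYCD3;3 is AT3G50070. CYCD3;1 (chromosome 4, 16357421 to 16359565) averaged 4.68 ± 1.16 CPM in control, 2.65 ± 0.763 with W, 0.947 ± 0.657 with Pb OS and 0.628 ± 0.279 with Sl OS. Against W, CYCD3;1 changed by -1.73 (SE 0.42, adjusted p 0.00653) in log2 with Pb OS and -2.19 (SE 0.42, adjusted p 0.000825) with Sl OS, and every Sl OS replicate lay below every W replicate while Pb OS overlapped. For CYCD3;1, 11 other settings gave an adjusted p of 0.00318 to 0.26 for Pb OS and 0.00032 to 0.0221 for Sl OS. For CYCD3;1, the Pb OS call was lost with only the 2 groups compared (0.26). Expression of CYCD3;3 (chromosome 3, 18565134 to 18566834) was 3.98 ± 1.15 CPM in control, 3.39 ± 0.395 with W, 1.7 ± 0.275 with Pb OS and 1.8 ± 0.37 with Sl OS. CYCD3;3 differed from W by -1.00 (SE 0.23, adjusted p 0.00437) in log2 with Pb OS and -0.93 (SE 0.23, adjusted p 0.00447) with Sl OS; every OS replicate lay below every W replicate. Adjusted p for CYCD3;3 with 11 other settings lay at 0.00114 to 0.161 (Pb OS) and 0.00133 to 0.0615 (Sl OS). CYCD3;3 with Pb OS was no longer called with only the 2 groups compared (0.161). CYCD3;3 with Sl OS was no longer called with only the 2 groups compared (0.0615). For CYCD6-1 (chromosome 4, 1431844 to 1433861) the means were 1.27 ± 0.355, 0.765 ± 0.526, 0.17 ± 0.0888 and 0.0998 ± 0.0895 CPM in control, W, Pb OS and Sl OS. From W, CYCD6-1 changed by -2.04 (SE 0.62, adjusted p 0.0217) on the log2 scale with Pb OS and by -3.08 (SE 0.62, adjusted p 0.00114) with Sl OS, and every OS replicate lay below every W replicate. The CYCD6-1 adjusted p over 10 other settings ran from 0.0116 to 0.255 for Pb OS and from 0.000502 to 0.0718 for Sl OS. With Pb OS, CYCD6-1 was no longer called on log2(CPM + 5) (0.123) and with only the 2 groups compared (0.255), and without any one of W 3 h replicates 1 and 3 and Pb OS 3 h replicates 1 and 4 (0.0534 to 0.132). With Sl OS, CYCD6-1 was no longer called on log2(CPM + 5) (0.0718).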

The same was true for auxin signaling and transport genes (*ARF3*, *IAA14*, *PIN5*, *AUX1*) (Figure 8C, Figure S7B).

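ARF3 (chromosome 2, 14325206 to 14328978) stood at 38.6 ± 2.77, 39.2 ± 6.73, 22.0 ± 14.1 and 18.3 ± 8.04 CPM in control, W, Pb OS and Sl OS. The ARF3 log2 change from W was -1.05 (SE 0.40, adjusted p 0.0608) for Pb OS and -1.19 (SE 0.40, adjusted p 0.0299) for Sl OS, where every Sl OS replicate lay below every W replicate while Pb OS overlapped. The ARF3 adjusted p over 11 other settings ran from 0.0108 to 0.342 for Pb OS and from 0.00403 to 0.0504 for Sl OS. With Pb OS, ARF3 was called with no replicate block (0.04), with 2 batches and eBayes trend (0.0404), with voom on recovered reads (0.0247) and with 2 batches by time (0.0108), and without Pb OS 3 h replicate 2 (0.00151). With Sl OS, ARF3 was no longer called with only the 2 groups compared (0.0504), and without any one of W 3 h replicates 1, 2 and 3 and Sl OS 3 h replicates 2 and 3 (0.0597 to 0.127). IAA14 (chromosome 4, 8347822 to 8350263) averaged 10.1 ± 3.21 CPM in control, 2.39 ± 0.877 with W, 0.25 ± 0.215 with Pb OS and 0.382 ± 0.224 with Sl OS. Against W, IAA14 changed by -3.66 (SE 0.73, adjusted p 0.00192) in log2 with Pb OS and -2.91 (SE 0.73, adjusted p 0.00549) with Sl OS, and every OS replicate lay below every W replicate. For IAA14, 11 other settings gave an adjusted p of 0.000566 to 0.0826 for Pb OS and 0.00197 to 0.0725 for Sl OS. For IAA14, the Pb OS call was lost with only the 2 groups compared (0.0826). For IAA14, the Sl OS call was lost with only the 2 groups compared (0.0725).

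Expression of PIN5 (chromosome 5, 5400600 to 5402845) was 2.66 ± 1.16 CPM in control, 1.8 ± 1.38 with W, 0.446 ± 0.337 with Pb OS and 0.453 ± 0.273 with Sl OS. PIN5 differed from W by -1.95 (SE 0.60, adjusted p 0.0238) in log2 with Pb OS and -1.76 (SE 0.60, adjusted p 0.0314) with Sl OS; every Sl OS replicate lay below every W replicate while Pb OS overlapped. Adjusted p for PIN5 with 11 other settings lay at 0.00962 to 0.208 (Pb OS) and 0.0134 to 0.149 (Sl OS). PIN5 with Pb OS was no longer called on log2(CPM + 5) (0.136) and with only the 2 groups compared (0.208), and without any one of W 3 h replicates 1 and 2 and Pb OS 3 h replicates 3 and 4 (0.0519 to 0.165). PIN5 with Sl OS was no longer called on log2(CPM + 5) (0.125) and with only the 2 groups compared (0.149), and without any one of W 3 h replicates 1 and 2 and Sl OS 3 h replicates 2, 3 and 4 (0.0507 to 0.209). For AUX1 (chromosome 2, 15972876 to 15977180) the means were 48.8 ± 9.19, 31.6 ± 4.76, 15.5 ± 8.73 and 10.8 ± 4.63 CPM in control, W, Pb OS and Sl OS. From W, AUX1 changed by -1.19 (SE 0.36, adjusted p 0.0209) on the log2 scale with Pb OS and by -1.67 (SE 0.36, adjusted p 0.00183) with Sl OS, and every OS replicate lay below every W replicate. The AUX1 adjusted p over 11 other settings ran from 0.0116 to 0.284 for Pb OS and from 0.000678 to 0.0451 for Sl OS. With Pb OS, AUX1 was no longer called with only the 2 groups compared (0.284), and without any one of W 3 h replicate 3 and Pb OS 3 h replicates 3 and 4 (0.0648 to 0.1).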

A recent study in tomato reported the role of the elicitor peptide REF1 as a key factor in wound healing (Yang et al. 2024). Since REF1 is the homolog of PEP1, a known phytocytokine involved in Arabidopsis defense (Huffaker et al. 2006), this discovery showed that defense and tissue regeneration are part of the wound response. 

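Expression of PEP1 (chromosome 5, 25937078 to 25938176) was 1.23 ± 0.202 CPM in control, 0.901 ± 0.234 with W, 0.235 ± 0.201 with Pb OS and 0.0753 ± 0.0531 with Sl OS. PEP1 differed from W by -2.53 (SE 0.70, adjusted p 0.0132) in log2 with Pb OS and -3.85 (SE 0.70, adjusted p 0.000539) with Sl OS; every OS replicate lay below every W replicate. For PEP1, 10 other settings gave an adjusted p of 0.00338 to 0.252 for Pb OS and 8.7e-05 to 0.0311 for Sl OS. For PEP1, the Pb OS call was lost on log2(CPM + 5) (0.0915) and with only the 2 groups compared (0.252), and without any one of W 3 h replicate 3 and Pb OS 3 h replicate 3 (0.0588 to 0.0675). PEP1 was at -0.44 (SE 0.70, adjusted p 0.851) with W against control.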

Intriguingly, *PEP1* expression was suppressed by OS treatments (Figure 8D), providing additional support that OS may interfere with wound healing.

Sealing of the wound site involves deposition of suberin and cuticle (Fich et al. 2016; Serra and Geldner 2022; Lewandowska et al. 2024). Expression of several genes involved in the regulation, biosynthesis, transport, and polymerization of precursors of suberin and cuticle was suppressed by OS application (Figure S7A; Table 1). This included a fatty acyl‐coenzyme A reductase *(FAR5*, Figure 8E) that is known to participate to the synthesis of saturated primary fatty alcohols that are suberin components (Domergue et al. 2010), a suberin feruloyl‐transferase (*RWP1*, Figure 8E), ABCG transporters (*ABCG6*, Figure 8E) and lipid‐transfer proteins (*LTPG15*, *LTPG20*) that export suberin precursors to the cell wall (Lee and Suh 2018; Gräfe and Schmitt 2021), the ABA‐dependent regulator of suberin synthesis *MYB41* (Figure 8E) and an ABA transporter (*ABCG16*) (Kosma et al. 2014; Zhou et al. 2024). 

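At 3 h FAR5 (chromosome 3, 16137576 to 16142270) had 5 reads over the 3 W samples, 834 over the Pb OS samples and 536 over the Sl OS samples. At 24 h it had 260 with W, 72 with Pb OS and 21 with Sl OS. Its 24 h log2 changes from W were -3.06 (SE 0.79, adjusted p 0.288) with Pb OS and -3.56 (SE 0.79, adjusted p 0.0572) with Sl OS, with every OS replicate below every W replicate. Adjusted p for FAR5 with 10 other settings lay at 0.166 to 0.444 (Pb OS) and 0.0237 to 0.131 (Sl OS). FAR5 with Sl OS was called with no replicate block (0.028), with W 3 h batches 1, 3, 4 (0.0456), with 2 batches and eBayes trend (0.0378), with voom on recovered reads (0.0237) and with 2 batches by time (0.0287), and without Sl OS 24 h replicate 2 (0.041). The change of the difference from W between the times was -9.57 (SE 1.16, adjusted p 0.0011) for Pb OS and -9.54 (SE 1.16, adjusted p 0.00107) for Sl OS, so the FAR5 response differed by time. For RWP1 (chromosome 5, 16431304 to 16433305) the means were 0.321 ± 0.11, 8.41 ± 2.63, 1.25 ± 1.3 and 0.443 ± 0.31 CPM in control, W, Pb OS and Sl OS. From W, RWP1 changed by -3.76 (SE 0.89, adjusted p 0.192) on the log2 scale with Pb OS and by -4.43 (SE 0.89, adjusted p 0.0282) with Sl OS, and every OS replicate lay below every W replicate. Adjusted p for RWP1 with 11 other settings lay at 0.00225 to 0.434 (Pb OS) and 0.000151 to 0.103 (Sl OS). RWP1 with Pb OS was called on log2(CPM + 5) (0.00225) and with 2 batches by time (0.0465). RWP1 with Sl OS was no longer called with only the 2 groups compared (0.103), and without any one of W 24 h replicates 1, 2 and 3 and Sl OS 24 h replicates 1, 2 and 3 (0.07 to 0.136).

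ABCG6 (chromosome 5, 4370692 to 4373201) had 115 reads at 24 h over the 4 W samples, 8 with Pb OS and 1 with Sl OS, a W-to-Sl OS ratio of 117 with an exact 95% counting interval of 20.6 to 4660. LTPG15 (chromosome 2, 19682456 to 19686056) had 124 with W and 2 with Sl OS, a ratio of 63.1 (17.1 to 527). The log2 changes from W, which depend on the prior count here, were -3.21 (SE 0.54, adjusted p 0.0231) and -4.09 (SE 0.54, adjusted p 0.000724) for ABCG6 and -3.38 (SE 0.55, adjusted p 0.0179) and -4.57 (SE 0.55, adjusted p 0.000374) for LTPG15. For ABCG6 the Pb OS call was lost with trended and robust eBayes (0.0902), on log2(CPM + 5) (0.663), with only the 2 groups compared (0.169) and with 2 batches and eBayes trend (0.0696), and without any one of W 24 h replicates 3 and 4 and Pb OS 24 h replicates 1, 2 and 3 (0.0705 to 0.165), and the Sl OS call lost on log2(CPM + 5) (0.141) and with only the 2 groups compared (0.0746). For LTPG15 the Pb OS call was lost with trended and robust eBayes (0.0831), with only the 2 groups compared (0.309) and with 2 batches and eBayes trend (0.0507), and without any one of W 24 h replicates 1, 2 and 3 and Pb OS 24 h replicates 1 and 2 (0.0506 to 0.124), and the Sl OS call lost with only the 2 groups compared (0.0668). Over 10 other settings their adjusted p ran from 0.000425 to 0.663 and 0.000393 to 0.309 with Pb OS and from 8.0e-06 to 0.141 and 4.2e-06 to 0.0668 with Sl OS. LTPG20 (chromosome 3, 8008534 to 8009590) stood at 0.128 ± 0.108, 20.1 ± 2.12, 3.02 ± 4.65 and 0.625 ± 0.371 CPM in control, W, Pb OS and Sl OS. The LTPG20 log2 change from W was -3.93 (SE 0.82, adjusted p 0.0842) for Pb OS and -5.38 (SE 0.82, adjusted p 0.00349) for Sl OS, where every OS replicate lay below every W replicate. The LTPG20 adjusted p over 11 other settings ran from 0.0427 to 0.313 for Pb OS and from 0.00119 to 0.0946 for Sl OS. With Pb OS, LTPG20 was called with no replicate block (0.047), on log2(CPM + 5) (0.0427) and with 2 batches by time (0.0458), and without Pb OS 24 h replicate 4 (0.00461). With Sl OS, LTPG20 was no longer called with only the 2 groups compared (0.0946).

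MYB41 (chromosome 4, 13968029 to 13969525) had 138 reads with W, 14 with Pb OS and 4 with Sl OS, and ABCG16 (chromosome 3, 20416183 to 20418910) had 172, 33 and 5. Their log2 changes from W were -3.69 (SE 0.53, adjusted p 0.00486) and -4.33 (SE 0.53, adjusted p 0.000374) for MYB41, and -2.90 (SE 0.60, adjusted p 0.0842) and -4.35 (SE 0.60, adjusted p 0.00126) for ABCG16, with every OS replicate below every W replicate. For MYB41, 10 other settings gave an adjusted p of 0.000393 to 0.227 for Pb OS and 1.6e-05 to 0.0746 for Sl OS. For MYB41, the Pb OS call was lost with only the 2 groups compared (0.227). For MYB41, the Sl OS call was lost with only the 2 groups compared (0.0746). For ABCG16 the Pb OS call was reached with 2 batches by time (0.0483), and without Pb OS 24 h replicate 4 (0.00461), and the Sl OS call lost on log2(CPM + 5) (0.858), with only the 2 groups compared (0.103) and with voom on recovered reads (0.0703).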

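At 3 h, values were as follows. SHN3 (chromosome 5, 8820458 to 8822062) averaged 0.625 ± 0.153 CPM in control, 0.391 ± 0.101 with W, 0.167 ± 0.184 with Pb OS and 0.0754 ± 0.0625 with Sl OS. Against W, SHN3 changed by -2.22 (SE 1.11, adjusted p 0.147) in log2 with Pb OS and -2.64 (SE 1.11, adjusted p 0.0761) with Sl OS, and every Sl OS replicate lay below every W replicate while Pb OS overlapped. The SHN3 adjusted p over 10 other settings ran from 0.00568 to 0.546 for Pb OS and from 0.00144 to 0.359 for Sl OS. With Pb OS, SHN3 was called with voom on recovered reads (0.0401) and with 2 batches by time (0.00568), and without Pb OS 3 h replicate 2 (0.0269). With Sl OS, SHN3 was called with no replicate block (0.0435), with only the 2 groups compared (0.0243), with voom on recovered reads (0.042) and with 2 batches by time (0.00144), and without Sl OS 3 h replicate 1 (0.0462). Against control SHN3 was called, at -2.99 (SE 1.01, adjusted p 0.0193) with Pb OS and -3.40 (SE 1.01, adjusted p 0.00835) with Sl OS, though the Pb OS call was lost on log2(CPM + 5) (0.121), and without any one of Pb OS 3 h replicates 3 and 4 (0.0908 to 0.101) and the Sl OS call lost on log2(CPM + 5) (0.06). LTP2 was not called against W at 3 h. Expression of LTP2 (chromosome 2, 16128176 to 16129399) was 7.61 ± 5.15 CPM in control, 56.9 ± 29.4 with W, 10.2 ± 7.63 with Pb OS and 5.14 ± 2.23 with Sl OS. LTP2 differed from W by -2.66 (SE 0.56, adjusted p 0.0925) in log2 with Pb OS and -3.43 (SE 0.56, adjusted p 0.00557) with Sl OS; every OS replicate lay below every W replicate. For LTP2, 11 other settings gave an adjusted p of 0.016 to 0.287 for Pb OS and 0.000753 to 0.0746 for Sl OS. For LTP2, the Pb OS call was reached on log2(CPM + 5) (0.016) and with 2 batches by time (0.0407). For LTP2, the Sl OS call was lost with only the 2 groups compared (0.0746). The last LTP2 values are from 24 h. The change of its difference from W between the times was -2.34 (SE 0.83, adjusted p 0.0966) for Pb OS and -3.22 (SE 0.83, adjusted p 0.0183) for Sl OS.

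The paper gives 2 gene numbers for the wax synthase at different places, and both were looked at. For WSD1 (chromosome 5, 14767426 to 14770396) the means were 0.604 ± 0.329, 5.11 ± 3.52, 3.45 ± 2.71 and 6.32 ± 2.48 CPM in control, W, Pb OS and Sl OS. From W, WSD1 changed by -0.73 (SE 1.01, adjusted p 0.63) on the log2 scale with Pb OS and by 0.51 (SE 1.01, adjusted p 0.729) with Sl OS, and the replicates overlapped. Adjusted p for WSD1 with 11 other settings lay at 0.478 to 0.622 (Pb OS) and 0.288 to 0.837 (Sl OS). That is AT5G37300. AT5G12420 (chromosome 5, 4024286 to 4026849) stood at 1.02 ± 0.246, 10.0 ± 3.38, 3.36 ± 1.2 and 4.74 ± 1.68 CPM in control, W, Pb OS and Sl OS. The AT5G12420 log2 change from W was -1.65 (SE 0.23, adjusted p 0.000216) for Pb OS and -1.15 (SE 0.23, adjusted p 0.00127) for Sl OS, where every Pb OS replicate lay below every W replicate while Sl OS overlapped. The AT5G12420 adjusted p over 11 other settings ran from 5.9e-05 to 0.0993 for Pb OS and from 0.000242 to 0.0355 for Sl OS. With Pb OS, AT5G12420 was no longer called with only the 2 groups compared (0.0993). At 24 h AT5G12420 was at -0.19 (SE 0.21, adjusted p 1.00) and -0.83 (SE 0.21, adjusted p 0.126).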

For cuticle, downregulated genes included a member of the SHINE family of AP2/EREB TFs (*SHN3*, Figure 8A) that regulate wax biosynthesis (Aharoni et al. 2004), a lipid‐transfer protein (*LTP2*) (Jacq et al. 2017) and a wax synthase (*WSD1*). Of note, several of these genes were suppressed at 24 h (Table 1, Figure S7A), indicating that suberin and cuticle deposition is a rather late step of the wound healing process. Also, the late suppression of *LAC5* and *DIR23* (Table 1), two genes involved in lignin biosynthesis, supports the recent finding that lignin accumulation is also involved in wound healing (Xu et al. 2024).

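A hand-written list of 10 suberin genes outside the paper's Table 1 had 4 in the expression table. It leaves out the suberin genes of Table 1 given above, so its values do not describe them. From W to OS its median log2 change at 3 h was 0.72 with Pb OS (camera adjusted p 0.636) and 0.94 with Sl OS (adjusted p 0.219). At 24 h it was -0.62 with Pb OS (adjusted p 0.00453) and -0.95 with Sl OS (adjusted p 0.000155), with no gene called in the whole table and 2 with Sl OS over the list alone. With fry the Pb OS value at 24 h was 0.152. The change of the list's difference from W between the times had a median of -1.27 with Pb OS (adjusted p 0.128) and -2.42 with Sl OS (adjusted p 0.00764). At 24 h the JAZ list was also called, at 0.52 with Pb OS (adjusted p 2.43e-06) and 0.60 with Sl OS (adjusted p 0.000645), the cell cycle list at 0.42 with Pb OS and the aliphatic GS list at -0.29 with Pb OS (adjusted p 0.000449). With fry none of these 4 held (0.108, 0.148, 0.184 and 0.615).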

### 2.5 OS Effectively Suppress Defenses for the Benefit of Larval Growth

Having identified several defense‐related pathways that are either amplified/induced or suppressed/downregulated by *P. brassicae* or *S. littoralis* OS, we further asked whether OS application to a wound site decreases or increases of larval performance. To test this, we pretreated Arabidopsis leaves by wounding and applying water or wounding and applying OS. We then challenged the plants with *Pieris rapae* or *S. littoralis* larvae. Strikingly, caterpillars of both species gained significantly more weight when fed on plants pretreated with their respective OS, when compared to plants that were only wounded (Figure 9). The OS‐mediated increase in performance was more pronounced for *S. littoralis* than for *P. brassicae* larvae, which gained respectively about 30% and 10% more weight on average. These data are in line with our previous observation that OS application enhances performance of *S. littoralis* larvae and, interestingly, extends it to the adapted herbivore *P. brassicae* (Consales et al. 2012).

**FIGURE 9:**
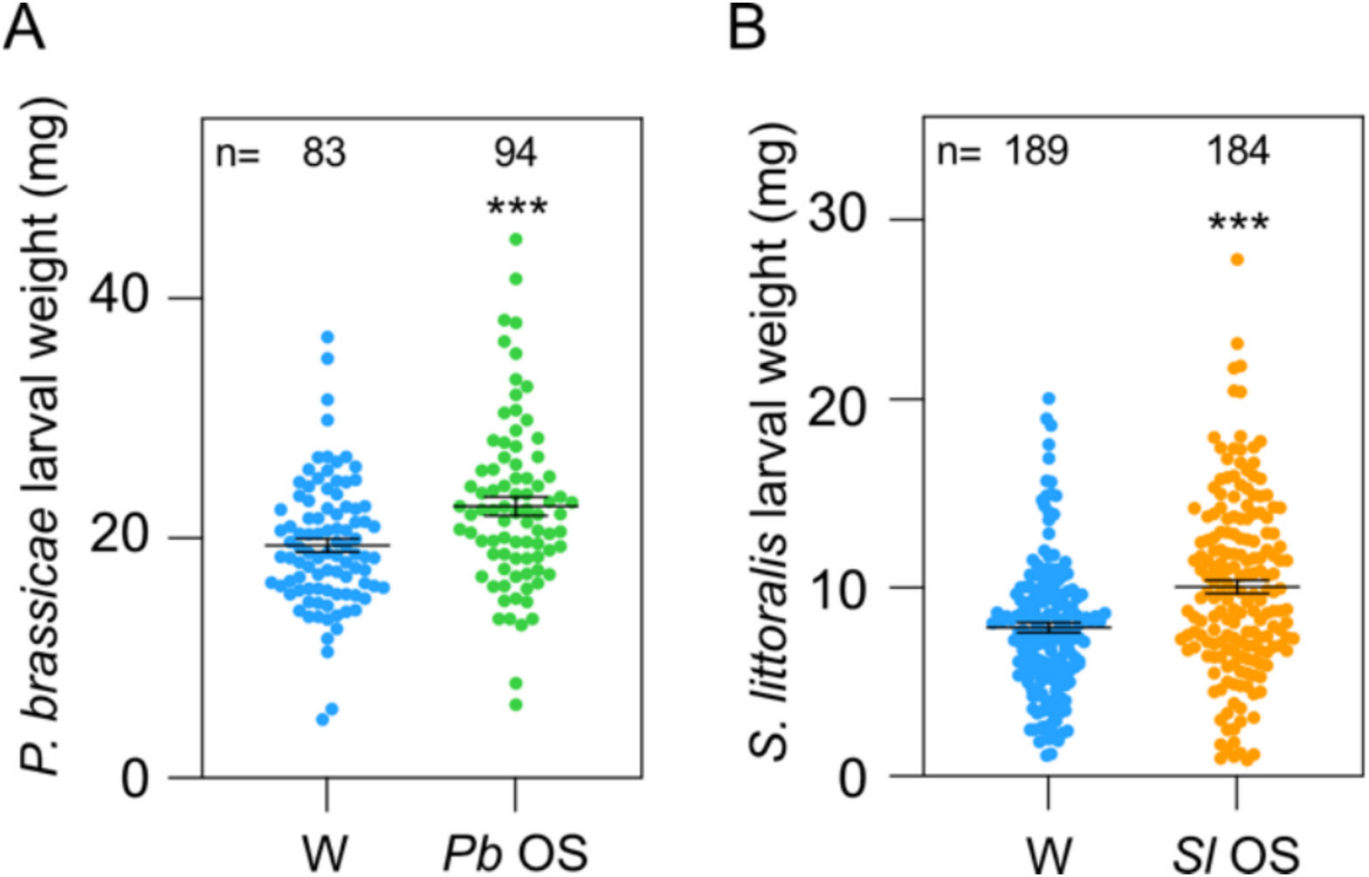
Performance of ***P. brassicae*** (*Pb*) and ***S. littoralis*** (*Sl*) larvae on OS‐pretreated plants. Neonate larvae were placed on 5‐week‐old plants that were wounded (W) or treated with insect OS. *P. brassicae* (A) and ***S. littoralis*** (B) larvae were weighed after 10 and 12 days, respectively. Means ± SE of three independent biological replicates are shown. Asterisks denote statistical differences between W and OS treatment (Student's *t*‐test, *** ***p*** < 0.001); *n*, number of larvae.

Since *S. littoralis* , but not *P. brassicae* , is susceptible to GS (Smallegange et al. 2007), the better performance of the non‐adapted insect could be the consequence of OS‐mediated downregulation of aliphatic GS biosynthesis discussed above. The observation that OS of *P. brassicae* , which is a specialist that even prefers to feed on plants rich in GS (Schweizer, Fernández‐Calvo, et al. 2013), also contained a suppressing activity suggests that OS may have additional defense targets besides the suppression of aliphatic GS biosynthesis. Alternatively, *P. brassicae* may still benefit from a reduced GS accumulation because the NSP protein that has evolved in this adapted species does not completely eliminate the toxic effect of GS (Wheat et al. 2007). Regardless, the effector activity associated with the OS of either species improved the fitness of their larvae, likely by negatively interfering with plant defenses. This result indicates that the negative effect of OS‐derived effectors on plant defense is likely stronger than the positive effect of OS‐derived HAMPs.

## 3 Discussion

Our analysis of wounded Arabidopsis leaves highlights the significant reprogramming of the transcriptome, primarily characterized by the activation of the JA pathway in combination with other hormonal pathways (Reymond et al. 2000; Ikeuchi et al. 2017; Kaur et al. 2024). Wounding alone results in the activation of plant defenses such as GS and flavonoid biosynthesis, ROS production, and other downstream immune responses. These results are in line with the established knowledge that JA is the central regulator of wound responses (Howe et al. 2018). Because we chose to apply a moderate wound treatment by piercing four tiny holes in three leaves per plant without harming the midvein, we certainly have not captured the whole wound‐induced transcriptome that has been previously identified by severely crushing leaves with forceps or applying more extensive wounding (Kimberlin et al. 2021; Chen et al. 2025). The rationale of our experiment was rather to mimic moderate herbivory by young larvae and to concentrate our study on the effect of OS.

Previous research also corroborates our finding that herbivory specifically downregulates genes involved in photosynthesis and plant growth (Ralph et al. 2006; Bilgin et al. 2010; Guo et al. 2018; Steinbrenner et al. 2022). The suppression of these processes is known to be part of the trade‐off between growth and defense (Guo et al. 2018). However, we show that application of caterpillar OS on wound sites has a substantial and additional effect by amplifying responses triggered by wounding and specifically inducing other plant defense processes. How OS‐derived factors amplify the wound response at the molecular level is unknown and would clearly deserve further investigation. There are already many known HAMPs from various arthropods (Stahl et al. 2018; Snoeck et al. 2022; Prajapati et al. 2024) but defining which and how these components target wound signaling may prove difficult. In addition, the variety of responses specifically induced by OS most likely underpin the presence of multiple HAMPs with different targets and mode of action.

Besides activation of the JA pathway, the OS‐mediated induction of other hormonal pathways suggests that perception of herbivory through HAMPs induces a broader hormonal crosstalk. These findings highlight the complexity of hormonal signaling wiring in plants and raise the question of whether the OS‐mediated activation of these pathways could be driven by effector activity. Salivary effector Bt56 of the whitefly *Bemisia tabaci* , for example, was shown to elicit the SA signaling pathway in maize in order to dampen plant JA signaling and facilitate the performance of the insect (Xu et al. 2019). We observed that OS of both insects trigger the expression of genes related to responses to pathogens and to systemic acquired resistance, which suggests the presence of microorganisms in the OS. Symbiotic bacteria are commonly present in insect OS, and some insect species exploit these microorganisms to induce SA responses in order to suppress anti‐herbivore JA‐mediated responses (Gimenez‐Ibanez and Solano 2013). OS from the Colorado potato beetle, for instance, was found to contain different bacteria that trigger an increase of SA levels, leading to a decreased accumulation of JA in response to herbivory (Chung et al. 2013). Although we found that OS induce the expression of genes related to microbial responses, it did not seem to influence the JA pathway to an extent that could indicate a significant impact of OS‐derived bacteria on plant defense via SA/JA crosstalk. To verify the contribution of OS‐derived microorganisms to transcriptional responses, we could feed the caterpillars with an antibiotic‐rich diet and assess the ability of the OS of such insects to induce immunity. However, the observation that chitin‐responsive genes are induced by OS indicates the presence of chitin either originating from the insect exoskeleton or from the peritrophic matrix (Lehane 1997; Zhu et al. 2016). Indeed, a recent study demonstrated that rice plants recognize herbivory via the chitin receptors CERK1 and CEBiP and that OS contain chitooligosaccharides that act as HAMPs (Kanda et al. 2025). In addition, it was reported that the herbivore‐induced flavonoid sakuranetin protects rice from planthopper by inhibiting the survival of fungal endosymbionts (Liu et al. 2023), suggesting that fungi may also be the source of chitin in OS. These findings clearly illustrate the need to consider herbivore attack as a complex biotic stress that may include additional microbial components.

In response to herbivory, a well‐known indirect defense response is the attraction of parasitoids by the release of herbivore‐induced plant volatiles (HIPVs). This phenomenon is primarily due to the perception of HAMPs, which in this case are fatty acid amino acid conjugates (FACs) identified in different leaf‐chewing herbivore species. FACs activate genes involved in the biosynthesis of oxygenated fatty acids, terpenes, methyl salicylate, and indole (Pare and Tumlinson 1999; Turlings and Erb 2018). Strikingly, none of these GO categories was enriched in the transcriptomes of wounded or OS‐treated plants. Arabidopsis Col‐0 ecotype is not particularly known for having strong indirect defenses although some attractiveness has been reported (Van Poecke and Dicke 2004). This apparent discrepancy should fuel further work on the role of OS in indirect defenses in Arabidopsis. However, there is evidence that some effectors prevent green leaf volatile emission by directly modifying or trapping these molecules (Jones et al. 2022). In this case, there is no effect on transcriptional regulation suggesting that other effectors may also suppress defense by acting directly on the functionality of defense molecules.

As insect OS are known to contain effectors that inhibit defenses to the benefit of larval growth (Prajapati et al. 2024), we focused our analysis on transcriptional changes that may indicate an OS‐mediated interference with plant defense. A striking finding is the OS‐mediated downregulation of aliphatic GS biosynthesis genes. Aliphatic GS constitute 70% of the total GS in the plant and a lack in their production renders the plant more susceptible to herbivory (Beekwilder et al. 2008; Müller et al. 2010). In this study, we show consistent OS‐mediated suppression of *MYC4*, *MYB28*, *MYB29*, *MYB76*, as well as general suppression of aliphatic GS biosynthesis genes. Given the crucial role of GS in Arabidopsis anti‐herbivore defenses, the inhibition of aliphatic GS production should provide a clear advantage to the generalist *S. littoralis* . Interestingly, we show that even the specialist *P. brassicae* , which prefers feeding on GS‐rich tissues, reduces the expression of genes involved in aliphatic GS production. This could indicate that the OS‐derived effector suppressing aliphatic GS biosynthesis may have evolved in the *Lepidoptera* clade before *P. brassicae* adapted to feed on GS‐rich tissues. Alternatively, since NSP does not fully abolish GS toxicity, this specialist insect may still benefit from lowering GS levels. Further research should aim at identifying the OS component and specific mechanism that leads to the suppression of aliphatic GS biosynthesis. One hypothesis could be that an effector inhibits the activity of a factor controlling the expression of aliphatic GS‐related *MYB*s. Intriguingly, FACs have also been postulated to suppress plant defenses by triggering ROS that inhibit the JA pathway (Block et al. 2018). Volicitin is a conjugate of hydroxylated linolenic acid and glutamine, and is found in several insect species including *S. littoralis* (Pohnert et al. 1999). The presence of FACs in *S. littoralis* and, potentially, *P. brassicae* OS may thus contribute to the observed downregulation of GS‐related genes. However, we previously showed that OS from *S. littoralis* and *P. brassicae* larvae reared on Arabidopsis mutants unable to produce fatty acids needed for FACs production were still able to suppress *ERF114* expression. In addition, treatment with FACs also did not suppress *ERF114* expression (Consales et al. 2012). Further studies should anyhow investigate the role of FACs in GS biosynthesis.

Although Arabidopsis eventually accumulates GS after several hours of herbivory and OS treatment induced transcription of indole‐GS genes (Schweizer, Fernández‐Calvo, et al. 2013), the quantitative contribution of OS suppression on the overall GS levels is unknown and will be only defined when effector(s) responsible for this effect are identified and their role validated by generating knocked‐out insects. Anyhow, these results highlight the antagonistic action of HAMPs and effectors in OS that may result from the long‐lasting coevolution between plants and insects.

ERF114 was already identified in a previous study from our group that looked at OS‐mediated suppression of gene expression with Arabidopsis DNA microarrays (Consales et al. 2012). ERF114 has been reported to participate in wound healing processes together with its homolog ERF115. Indeed, an *erf114erf115* double mutant displays a compromised callus formation after wounding (Zhang et al. 2022), indicating that the OS‐mediated suppression of ERF114 could compromise the ability of the plant to effectively heal the wounds inflicted by the herbivore. In addition to *ERF114* suppression, OS interfere with the expression of two wound healing regulators of the DOF family and two out of three members of the cytokinin‐dependent CYCD3 family. A quadruple *dof* mutant has reduced wound healing abilities and *CYCD3;1‐3* triple mutant is impaired in wound‐induced callus formation and, accounting for reduced callus formation, tissue attachment and pectin methyl esterification in response to wounding (Ikeuchi et al. 2017; Zhang et al. 2022). Thus, collectively, OS‐mediated suppression of wound healing genes may compromise the plant ability to recover from herbivore‐inflicted damage and allow improved feeding, along with the suppression of aliphatic‐GS biosynthesis, as illustrated by our finding of the enhanced performance of *P. brassicae* and *S. littoralis* larvae on OS‐treated plants.

Interestingly, ERF114 has also been shown to regulate lignin production during pathogenesis (Li et al. 2022). This may also contribute to the observed downregulation of genes participating in cell wall strengthening. Further analysis on the role of ERF114 during wounding might unveil the precise genes and pathways that are under the transcriptional control of this factor. Furthermore, how OS‐derived effectors inhibit its expression should be addressed. Also, it would be interesting to test if Arabidopsis lines overexpressing *ERF114* are more resistant to *S. littoralis* and *P. brassicae* herbivory.

The findings presented in this study give new insights into the mechanisms of effector‐mediated suppression of plant defenses in two lepidopteran herbivores. The ability of OS to potentially modulate the accumulation of defense compounds, cell wall strengthening, and wound healing mechanisms reflects the complexity of the strategies employed by insects to overcome plant defenses. Furthermore, the shared transcriptional responses observed in plants treated with *P. brassicae* and *S. littoralis* OS suggests that these two species employ similar strategies to suppress plant defenses, indicating the presence of conserved effectors in lepidopteran OS. Considering that in our experimental setup OS were applied once on the wounding site, while upon natural herbivory caterpillars continuously release OS on the leaf surface, we assume that the transcriptional effects of OS that we observe at 3 h would persist for a longer period. Thus, the activity of such effectors may give the insect a significant physiological advantage.

While this study provides valuable insights into the responses impaired by OS, further experiments are needed to identify the effector(s) responsible for the suppression of the plant defenses. Like with HAMPs, given the variety of affected processes, one must assume that *S. littoralis* and *P. brassicae* OS contain multiple effectors with diverse activities and targets. This is supported by the diversity of effectors already known in different plant–insect interactions (Stahl et al. 2018; Prajapati et al. 2024). For example, *Helicoverpa armigera* derived HARP1 and HAS1 were shown to interfere with the initiation of herbivore induced JA‐mediated transcriptional reprogramming, causing an impairment of the plant immune responses (Chen et al. 2019; Chen et al. 2023). Interestingly, homologs of HARP1 and HAS1 have been recently identified in *S. littoralis* and *S. exigua* OS proteomes (García‐Marín et al. 2025). The activity‐guided purification of *S. littoralis* and *P. brassicae* OS combined with targeted analysis of effector candidates from *S. littoralis* OS proteome might provide a successful strategy for the identification effectors. This would allow to further investigate their mechanism of action and validate their importance by gene knock‐out in insect hosts.

In conclusion, this study contributes to a better knowledge on the substantial and specific contribution of insect OS to plant defenses in Arabidopsis. Results highlight a complex interaction between plants and chewing herbivores at the wound site and uncover responses that are targeted by OS‐derived insect effectors, increasing the limited knowledge available up to date on this topic and providing hypotheses on how *P. brassicae* and *S. littoralis* may enhance their performance on host plants.

## 4 Experimental Procedures

### 4.1 Plant and Insect Growth Condition

*Arabidopsis thaliana* Col‐0 ecotype was sown in moist potting compost. Seeds were stratified on soil for 2 days at 4°C in the absence of light and then transferred to a growth chamber in short day conditions (22°C, 65% relative humidity, 10 h light, 100 μmol m^−1^ s^−1^). Ten days after germination plants were transferred to single pots.

*Spodoptera littoralis* eggs obtained from Syngenta (Stein, Switzerland) were stored at 10°C until use. For hatching, eggs were placed in an incubator at 28°C in a beaker containing a piece of moist tissue and covered with parafilm. After hatching, larvae were placed on Arabidopsis in a transparent plastic box in a growth chamber in short day conditions. *P. brassicae* was reared in a greenhouse on *Brassica oleracea* plants (Reymond et al. 2000). One day before collecting oral secretions (OS), *P. brassicae* larvae were transferred on Arabidopsis. OS were collected from fourth to fifth instar larvae by gently squeezing them and placing a pipette tip at their mouth. OS were subsequently stored at −20°C.

### 4.2 Plant Treatment

Five weeks after germination, plants were separated in groups of two per treatment. Three leaves of each plant, except for the unwounded controls, were wounded by piercing four holes of 1 mm each, avoiding the midvein. Two microliters of either H_2_O, *P. brassicae* OS, or *S. littoralis* OS were applied to each hole. After the treatment, plants were kept in the growth room chamber in short day conditions. Four independent biological replicates were carried out using the same procedure. Samples were collected either 3 or 24 h after wounding. Unwounded controls were collected 3 h after wounding. Leaf discs of 1 cm diameter around the wound site were collected, frozen in liquid nitrogen and stored at −80°C.

### 4.3 RNA Extraction, cDNA Synthesis, and qPCR

Leaf discs were ground in a Qiagen tissuelyser and RNA was extracted using a ReliaPrep RNA Tissue Miniprep System (Promega). To monitor gene expression by quantitative real‐time PCR (qPCR), reverse transcription was performed using M‐MLV retrotranscriptase (Invitrogen) for every sample in triplicates, starting with 500 mg of RNA in a final volume of 15 μL according to the manufacturer instructions. qPCR analysis was done by mixing 2 μL of cDNA, 0.2 μM of each primer (Table S3), 0.03 μM of reference dye and 10 μL of Brilliant III Ultra Fast SYBR Green qPCR Master Mix (Agilent) in a final volume of 20 μL. The reaction was performed in a QuantStudio 3 Real‐Time PCR System (Invitrogen) with the following program: 95°C for 3 min, 40 cycles of 10 s at 95°C and 20 s at 60°C. Relative mRNA abundance was normalized to the housekeeping gene SAND (At2g28390).

### 4.4 RNA Sequencing and Data Processing

Individual libraries made from the 150 ng of RNA of each sample were processed by the Genomic Technologies Facility (GTF) at the University of Lausanne. Samples were single‐end (SE) sequenced on an Illumina NovaSeq6000 generating reads with a length of 150 bp. Adapter‐free purity‐filtered reads were generated with Cutadapt (v. 2.5) (Martin 2011). Reads matching to ribosomal RNA sequences were removed with fastq_screen (v. 0.11.1). Remaining reads were further filtered for low complexity with reaper (v. 15‐065) (Davis et al. 2013). Reads were aligned against *A. thaliana* TAIR10.39 genome using STAR (v. 2.5.3a) (Dobin et al. 2013). The number of read counts per gene locus was summarized with htseq‐count (v. 0.9.1) (Anders et al. 2015) using gene annotation. Quality of the RNA‐seq data alignment was assessed using RSeQC (v. 2.3.7) (Wang et al. 2012). The htseq‐generated counts data was used for the analysis.

### 4.5 Data Normalization

Genes with low counts were filtered out according to the rule of one count per million (cpm) in at least one sample. Library sizes were scaled using TMM normalization. Subsequently, the normalized counts were transformed to cpm values and a log_2_ transformation was applied with the parameter setting prior. Counts = 1 (EdgeR v 3.30.3) (Robinson et al. 2010)). After data normalization, a quality control analysis was performed through samples correlation/clustering, UMAPs and principal components analysis (PCA). The sample treated with wounding and H_2_O of one of the batches was excluded because it was an outlier. Clustering and correlation plots showed some bias that seemed to link the replicates two‐by‐two (Replicates 1 and 2 clustered together and 2 and 4 clustered together but away from Replicates 1 and 2, especially in the samples collected at 24 h). This is likely due to the fact that batches of plants 1 and 2 had 2 weeks overlap in the growth room, as well as batches 3 and 4. We thus applied a batch‐correction (based on the replicates number, hence four batches, applied to both 3 and 24 h time points) (Ritchie et al. 2015).

### 4.6 Data Analysis

Differential expression for batch‐corrected scores was computed with the R Bioconductor package limma by fitting data to a linear model. Batches were directly integrated to the limma design matrix. To obtain DEGs, contrasts (control vs. wounding or treatments; wounding vs. treatments) were first summarized separately using moderated *t*‐statistics via the topTable limma function. *p*‐Values were adjusted using the Benjamini–Hochberg (BH) method, which controls for the false discovery rate (FDR).

A PANTHER classification system and the topGO R package was used to analyze all DEGs. A Fisher's exact test was applied with a cutoff of *p* < 0.05. For DEG subsets, GO term enrichment analysis was conducted using ShinyGO (Ge et al. 2020).

### 4.7 Insect Performance Assay

To monitor insect performance, 30–40 freshly hatched *P. brassicae* or 70–80 freshly hatched *S. littoralis* larvae were placed on 11 5‐week‐old pretreated Arabidopsis plants in transparent plexiglass boxes. For the pretreatment, three leaves of each plant were wounded by piercing four holes of 1 mm each, avoiding the midvein and 2 μL of either H_2_O, *P. brassicae* OS, or *S. littoralis* OS were applied to each hole. Plants were replaced every second day with freshly treated ones. *P. brassicae* and *S. littoralis* larvae were feeding on treated plants for respectively 10 and 12 days. Individual larval weights were determined on a high precision balance (Mettler‐Toledo; XP205DR, Switzerland).

## 5 List of Genes Mentioned in This Study

*ABCG6* (At5g13580), *ABCG16* (At3g55090), *AGP31* (At1g28290), *ARF3* (At2g33860), *ARR5* (At3g48100), *ARR8* (At2g41310), *ARR9* (At3g57040), *ARR11* (At1g67710), *AUX1* (At2g38120), *CSLD5* (At1g02730), *CHI* (At2g43590), *CYCD3;1* (At4g34160), *CYCD3;3* (At3g50070), *CYCD6–1* (At4g03270), *CYP79F1* (At1g16410), *CYP79F2* (A11g16400), *DIR23* (At2g21100), *DOF6* (At3g45610), *ERF109* (At4g34410), *ERF113* (At5g13330), *ERF114* (At5g61890), *ERF115* (At5g07310), *FAR5* (At3g44550), *HCA2*/*DOF5.6* (At5g62940), *IAA14* (At4g14550), *LAC5* (At2g40370), *LAC6* (At2g46570), *LECa* (At3g16530), *LECb* (At3g15356), *LOX4* (At1g72520), *LTP2* (At2g38530), *LTPG15* (At2g48130), *LTPG20* (At3g22620), *ML3* (At5g23820), *MYB28* (At5g61420), *MYB29* (At5g07690), *MYB41* (At4g28110), *MYB76* (At5G07700), *MYC2* (At1g32640), *MYC3* (At5g46760), *MYC4* (At4g17880), *PAE10* (At5g26670), *PEP1* (At5g64900), *PER33* (At3g49110), *PIN5* (At5g16530), *PLL18* (At3g27400), *RWP1* (At5g41040), *SHN3* (At5g25390), *TBL15* (At2g37720), *UGT73B5* (At2g15480), *WIND1* (At1g78280), *WIND2* (At1g22190), *WOX4* (At1g46480), *WOX5* (At3g12260), *WSD1* (At5g37300), *XTH31* (At3g44990).

## Author Contributions

Conceptualization: A.F.M., P.R.; Investigation: A.F.M.; Writing – review and editing: A.F.M., P.R.; Funding acquisition: P.R.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Peer Review

The peer review history for this article is available in the Supporting Information for this article.

## Supporting information

**Data S1** Supplementary Peer Review.

**Table S1** Expression changes after wounding (W), application of *Pieris brassicae* oral secretions (Pb OS) or *Spodoptera littoralis* oral secretions (Sl OS). Values are the average of four biological replicates. CTL, untreated.

**Table S2** Expression changes after application of Spodoptera littoralis oral secretions (Sl OS) for 3 h or challenge with four–fifth instar Spodoptera littoralis larvae (Sl larvae) for 5 h. Values are the average of four biological replicates. Sl OS, RNAseq data, this study. Herbivory, microarray data from Schweizer et al., 2013.

**Table S3** List of primers used for qPCR.
**Figure S1.** Volcano plots of Arabidopsis gene expression in response to different treatments. Wounding (A, D), treatment with *P. brassicae* oral secretions (*Pb* OS) (B, E) and treatment with *S. littoralis* oral secretions (*Sl* OS) (C, F). Colored dots display genes which are significantly up‐ or downregulated (log2FC > 1, adj*P* < 0.05) whereas gray dots display genes that are below the significance thresholds.
**Figure S2.** OS effect on wound‐repressed genes. Expression of genes significantly repressed by wounding (W) (log2FC < −1, adj*P* < 0.05) after 3 h (A, B) and 24 h (C, D) is shown and compared to treatment with *P. brassicae* OS (A, C) or *S. littoralis* OS (B, D). Light and dark blue dots represent genes equally repressed between wounding and OS treatments. Light green or orange dots represent genes significantly more or less repressed by OS treatments than by W.
**Figure S3.** Specific gene downregulation by *P. brassicae* and *S. littoralis* OS. Genes significantly repressed by OS (log2FC < −1, adj*P* < 0.05) and not repressed by wounding (log2FC > −1 or log2FC < −1 but adj*P* > 0.05) after 3 h (A) and 24 h (B) are shown.
**Figure S4.** OS application mimics natural herbivory. Gene expression upon treatment with *S. littoralis* OS is compared to gene expression upon herbivory by *S. littoralis larvae*. Purple dots represent genes significantly induced in both experiments (log2FC > 0.58, adj*P* < 0.05). Gray dots represent genes not significantly induced in both experiments.
**Figure S5.** OS effect on JA‐related genes. Heatmap showing the expression profile of genes involved in JA biosynthesis, signaling and response. CPM, counts per million of reads.
**Figure S6.** qPCR validation of OS‐mediated suppression of wound‐induced *ERF114*. Relative expression of *ERF114* (At5g61890) (normalized to the housekeeping gene *SAND* (At2g28390)) represents means ± SE of three technical replicates. The experiments were repeated three times with similar results. Different letters represent significant differences at *p* < 0.05 (ANOVA, followed by Tukey HSD for multiple comparisons).
**Figure S7.** OS effect on wound healing genes. Heatmap showing the expression profile of (A) regulators of plant regeneration and suberin/cuticle accumulation, and (B) cytokinin, auxin and cyclin genes involved in plant regeneration. CPM, counts per million of reads.

## Data Availability

RNAseq data have deposited in the National Center for Biotechnology Information's Gene Expression Omnibus (GEO) under the accession number GSE288493.

# Supplementary material for: Impact of Lepidopteran Oral Secretions on the Transcriptome of Arabidopsis thaliana
**Source:** Plant Direct. 2025 Jun 19;9(6):e70085. doi: 10.1002/pld3.70085
**Supplement:** Supplementary file 4 — Table S3 List of primers used for qPCR. Figure S1. Volcano plots of Arabidopsis gene expression in response to different treatments. Wounding (A, D), treatment with P. brassicae oral secretions (Pb OS) (B, E) and treatment with S. littoralis oral secretions (Sl OS) (C, F). Colored dots display genes which are significantly up‐ or downregulated (log2FC > 1, adjP < 0.05) whereas gray dots display genes that are below the significance thresholds. Figure S2. OS effect on wound‐repressed genes. Expression of genes significantly repressed by wounding (W) (log2FC < −1, adjP < 0.05) after 3 h (A, B) and 24 h (C, D) is shown and compared to treatment with P. brassicae OS (A, C) or S. littoralis OS (B, D). Light and dark blue dots represent genes equally repressed between wounding and OS treatments. Light green or orange dots represent genes significantly more or less repressed by OS treatments than by W. Figure S3. Specific gene downregulation by P. brassicae and S. littoralis OS. Genes significantly repressed by OS (log2FC < −1, adjP < 0.05) and not repressed by wounding (log2FC > −1 or log2FC < −1 but adjP > 0.05) after 3 h (A) and 24 h (B) are shown. Figure S4. OS application mimics natural herbivory. Gene expression upon treatment with S. littoralis OS is compared to gene expression upon herbivory by S. littoralis larvae. Purple dots represent genes significantly induced in both experiments (log2FC > 0.58, adjP < 0.05). Gray dots represent genes not significantly induced in both experiments. Figure S5. OS effect on JA‐related genes. Heatmap showing the expression profile of genes involved in JA biosynthesis, signaling and response. CPM, counts per million of reads. Figure S6. qPCR validation of OS‐mediated suppression of wound‐induced ERF114. Relative expression of ERF114 (At5g61890) (normalized to the housekeeping gene SAND (At2g28390)) represents means ± SE of three technical replicates. The experiments were repeated three times with similar results. Different letters

## SUPPORTING INFORMATION

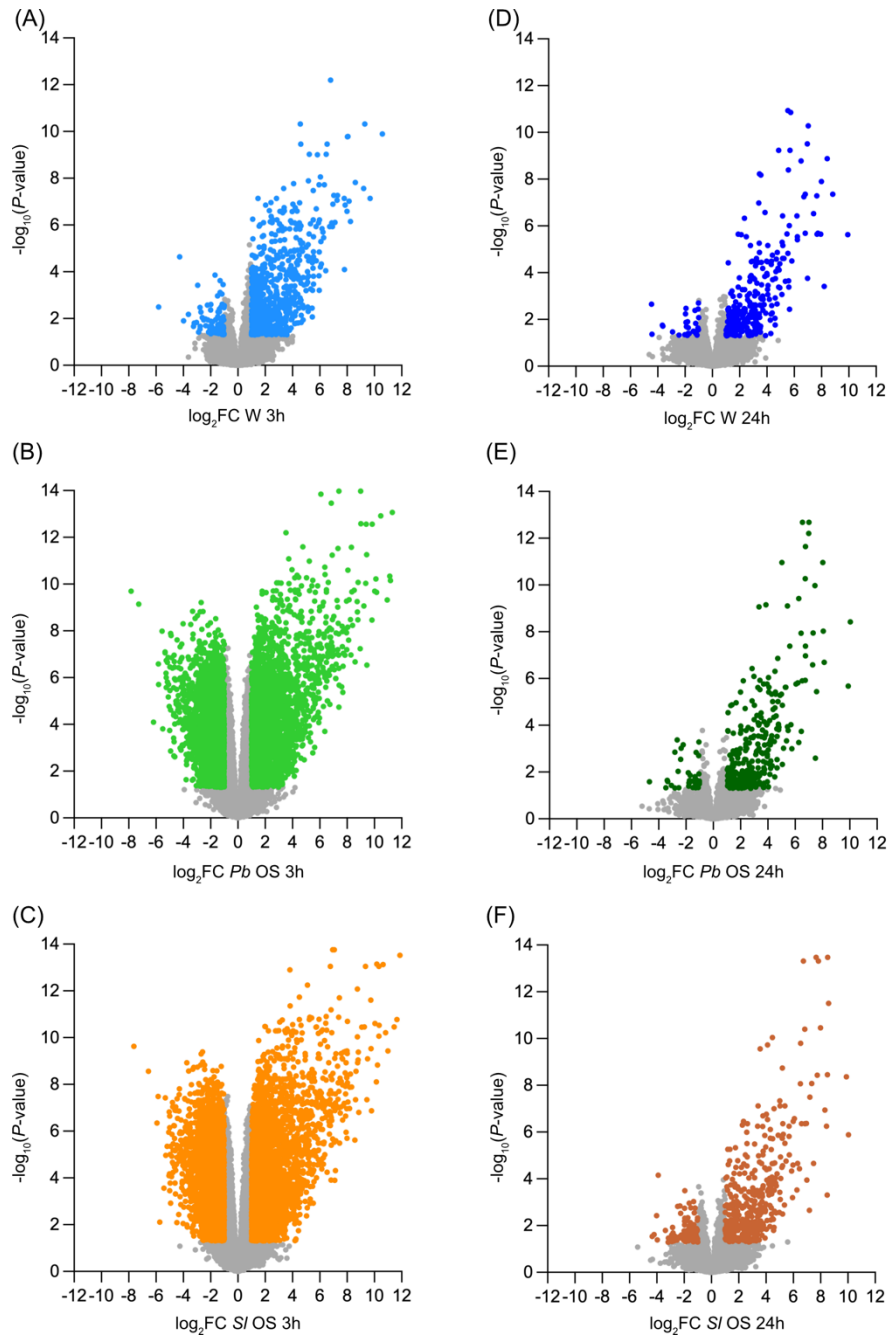

**Figure S1.** Volcano plots of Arabidopsis gene expression in response to different treatments. Wounding (A, D), treatment with *P. brassicae* oral secretions (*Pb* OS) (B, E) and treatment with *S. littoralis* oral secretions (*Sl* OS) (C, F). Colored dots display genes which are significantly up- or downregulated ( $\log_2FC > 1$ ,  $\text{adj}P < 0.05$ ) whereas grey dots display genes that are below the significance thresholds.

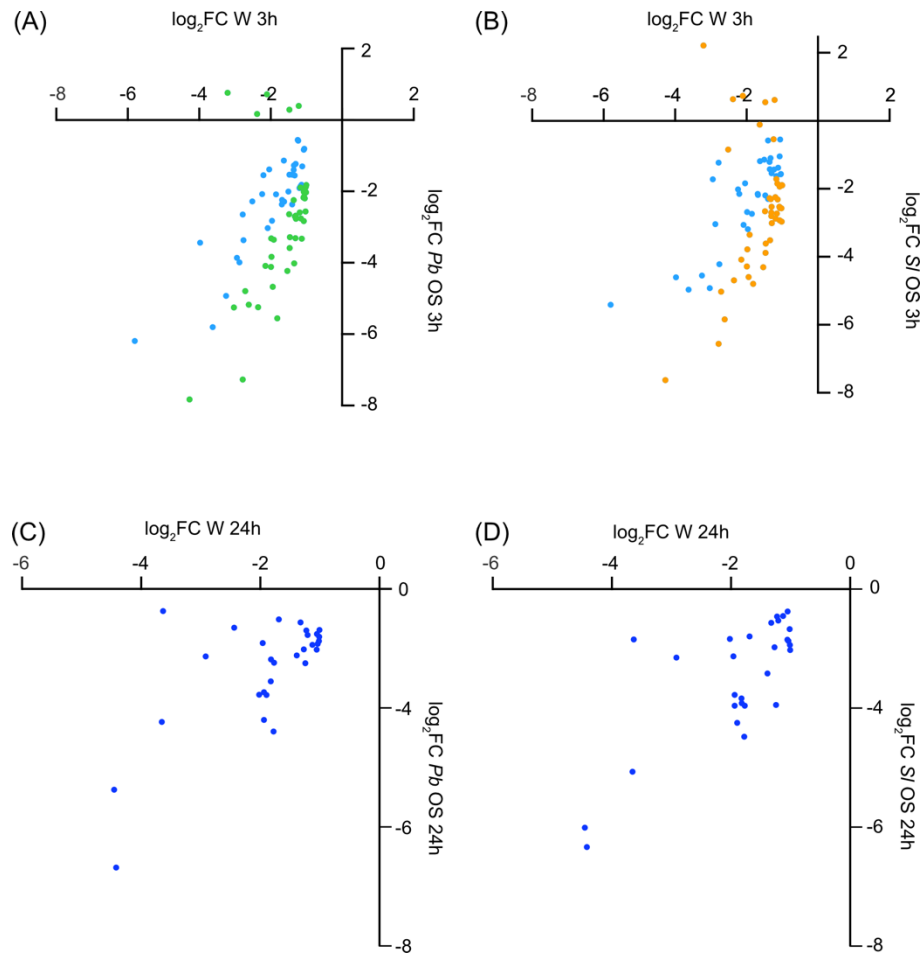

**Figure S2.** OS effect on wound-repressed genes.

Expression of genes significantly repressed by wounding (W) ( $\log_2FC < -1$ ,  $adjP < 0.05$ ) after 3 h (A, B) and 24 h (C, D) is shown and compared to treatment with *P. brassicae* OS (A, C) or *S. littoralis* OS (B, D). Light and dark blue dots represent genes equally repressed between wounding and OS treatments. Light green or orange dots represent genes significantly more or less repressed by OS treatments than by W.

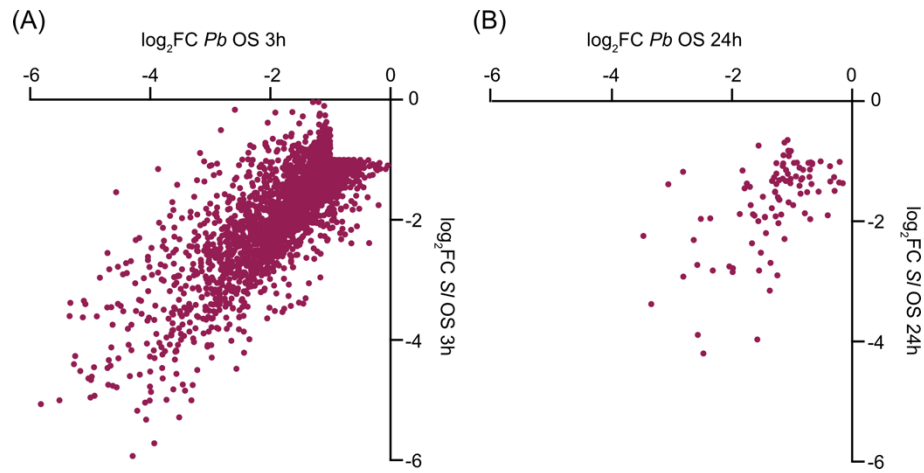

**Figure S3.** Specific gene downregulation by *P. brassicae* and *S. littoralis* OS. Genes significantly repressed by OS ( $\log_2FC < -1$ ,  $adjP < 0.05$ ) and not repressed by wounding ( $\log_2FC > -1$  or  $\log_2FC < -1$  but  $adjP > 0.05$ ) after 3 h (A) and 24 h (B) are shown.

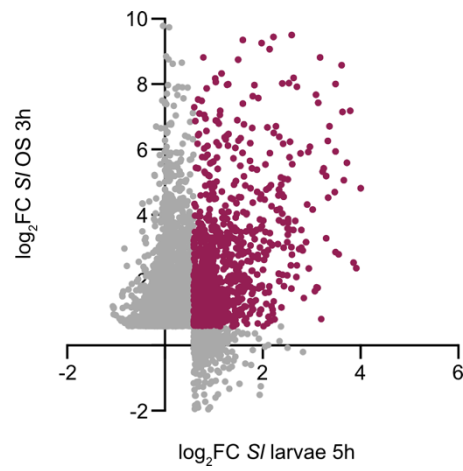

**Figure S4.** OS application mimics natural herbivory.

Gene expression upon treatment with *S. littoralis* OS is compared to gene expression upon herbivory by *S. littoralis* larvae. Purple dots represent genes significantly induced in both experiments ( $\log_2FC > 0.58$ ,  $\text{adj}P < 0.05$ ). Grey dots represent genes not significantly induced in both experiments.

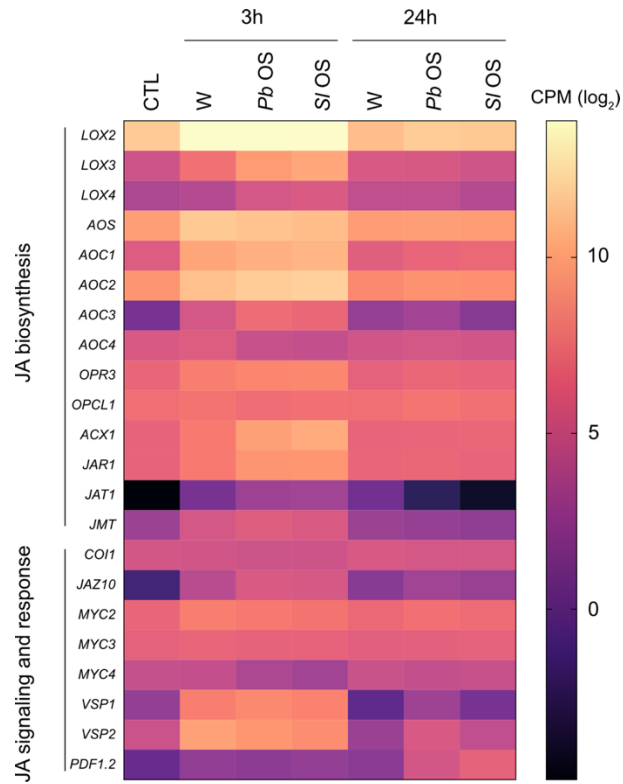

**Figure S5.** OS effect on JA-related genes.

Heatmap showing the expression profile of genes involved in JA biosynthesis, signaling and response. CPM, counts per million of reads.

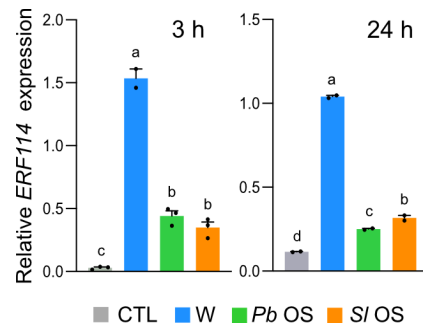

**Figure S6.** qPCR validation of OS-mediated suppression of wound-induced *ERF114*. Relative expression of *ERF114* (At5g61890) (normalized to the housekeeping gene *SAND* (At2g28390)) represents means  $\pm$  SE of three technical replicates. The experiments were repeated three times with similar results. Different letters represent significant differences at  $P < 0.05$  (ANOVA, followed by Tukey HSD for multiple comparisons).

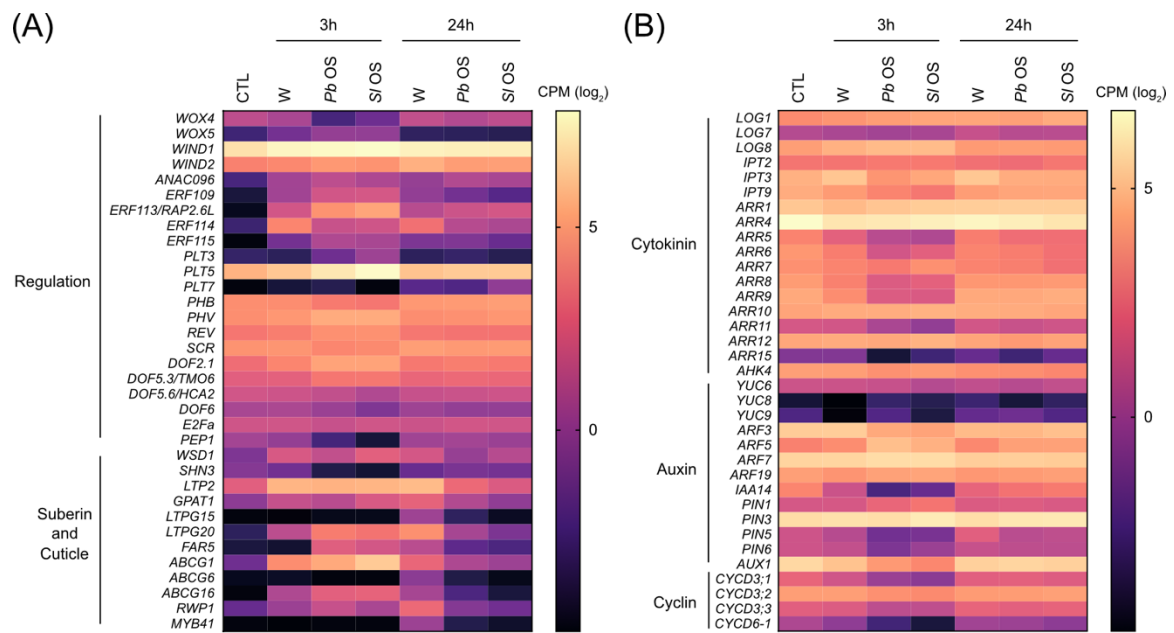

**Figure S7.** OS effect on wound healing genes. Heatmap showing the expression profile of (A) regulators of plant regeneration and suberin/cuticle accumulation, and (B) cytokinin, auxin and cyclin genes involved in plant regeneration. CPM, counts per million of reads.

**Table S3.** List of primers used for qPCR.

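All 10 primers were searched in the TAIR10 sequence, and each matched once, within coding exons. The SAND pair lies at chromosome 2, 12139906 to 12140069, spanning 164 bases of genome and 61 of transcript around an intron of 103. The MYB28, CYP79F1 and CYP79F2 pairs amplify 193, 184 and 154 bases without an intron. In the 3 h samples SAND averaged 42.1 ± 3.95 CPM in control, 37.3 ± 1.55 with W, 41.5 ± 3.22 with Pb OS and 40.1 ± 3.01 with Sl OS. Its log2 change from W was 0.15 (SE 0.10, adjusted p 0.251) and 0.10 (SE 0.10, adjusted p 0.433). The reverse primer printed for ERF114 lies on the same strand as the forward one (24852717 to 24852735 and 24852895 to 24852916 on chromosome 5), so the printed pair gives no product unless 1 sequence is read as its complement. Searched in the other gene, the CYP79F1 primers fit CYP79F2 with 2 and 1 mismatches, and the CYP79F2 primers fit CYP79F1 with 3 and 2.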

| Gene name      | Gene ID   | Primers ID | Sequences (5'-3')         |
|----------------|-----------|------------|---------------------------|
| <i>SAND</i>    | At2g28390 | SAND-Fw    | AACTCTATGCAGCATTTGATCCACT |
|                |           | SAND-Rv    | TGATTGCATATCTTTATCGCCATC  |
| <i>ERF114</i>  | At5g61890 | ERF114-Fw  | ATTACTCCTCCAACCAAATTCC    |
|                |           | ERF114-Rv  | GTCTTCTGGTGGCTCTTCT       |
| <i>MYB28</i>   | At5g61420 | MYB28-Fw   | TCCCGATCGAGCTCAATGCCT     |
|                |           | MYB28-Rv   | TGGAAGTGGCCTTAGCCGCAA     |
| <i>CYP79F1</i> | At1g16410 | CYP79F1-Fw | GTCGACGTGGCTGCATCGGT      |
|                |           | CYP79F1-Rv | GGTGCCAAGCGTGGCTCAAC      |
| <i>CYP79F2</i> | At1g16400 | CYP79F2-Fw | TGGGCTAGGCCGGAACCCTA      |
|                |           | CYP79F2-Rv | ACCGACGCAGCCACGTCTAC      |

How the deposited data were processed for this re-analysis (not part of the article)

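The samples were 27 RNA-seq libraries of *Arabidopsis thaliana* Col-0 leaves in 7 groups: unwounded control, wounding alone (W), and wounding with oral secretions of *Pieris brassicae* (Pb OS) or *Spodoptera littoralis* (Sl OS), each treatment at 3 h and 24 h. Every group had 4 replicates except W at 3 h, which had 3. The control was collected once, with the 3 h samples. No sample was pooled across groups or left out here.

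The log2 values were made by the authors, who trimmed with Cutadapt v2.5, removed rRNA reads with fastq_screen v0.11.1 and low-complexity reads with reaper, aligned with STAR v2.5.3a to TAIR10.39, counted per gene with htseq-count v0.9.1, kept genes at 1 CPM in at least 1 sample, scaled by TMM and took log2 CPM with a prior count of 1 in edgeR v3.30.3, and then removed batch effects with limma. The authors' second table, as deposited, holds log2 fold changes of each treatment against control and, as p-value, the Benjamini-Hochberg adjusted p value of the limma moderated test by the authors. The table of log2 values held 18899 genes, of which 18894 had an AGI code, with 43 chloroplast and 17 mitochondrial genes. The column sums of 2 to the log2 CPM were 887493 to 1141820. The paper describes 4 batches by replicate number. In the tabulated values the plain means of replicates 1 and 2 and of replicates 3 and 4 were equal for every gene, with a largest difference of 3.3e-09, when the 3 W samples at 3 h were numbered 1, 3 and 4 as in Figure 1A. The values thus hold a correction by 2 batches. The median difference between the means of replicates 1 and 2 was 0.1306 and between those of replicates 3 and 4 was 0.1257.

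Whole reads were recovered from these values. For each gene, 1 shift between the 2 batches was sought that made all 27 values whole read numbers of the scaled libraries within a tolerance of 0.02 reads. This held for all 18899 genes. The median absolute batch shift was 0.187 in log2, and 771 genes (4.08%) had a shift above 1. Reads were present in every sample for 17426 genes. In 110 genes the largest tabulated CPM was under 1. The recovery was first tested on simulated reads, where every gene was returned. Reads on genes were 22.48 to 31.34 M per library with a median of 29.27 M, scaling factors ran from 0.866 to 1.192, and organelle genes held about 0.022% of the reads. A single read is thus 0.0319 to 0.0445 CPM, and a gene with 10 reads has a counting error near 3 reads. Levels in CPM in the passages are means of the tabulated values taken back from log2, with the SD over replicates. Where reads or uncorrected CPM are meant, they are named. The tabulated values include the prior count of 1, so a sample with 0 reads stands above 0 CPM. For CYCD6-1 with Sl OS at 3 h, the fewest reads were 0 and the lowest level was 0.0325 CPM. Levels near this floor are not evidence of reads.

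Tests used limma 3.58.1 in R 4.3.3 on the tabulated log2 CPM of all samples in 1 fit, with a mean per group, the replicate number as a block of 4 and eBayes with default settings, as the paper's methods describe 4 batches. Contrasts were each treatment against control, each OS against W, Pb OS against Sl OS at both times, and the change of the OS-to-W difference from 3 h to 24 h. P values were adjusted by Benjamini-Hochberg over all genes within each contrast. A gene was called against control at an adjusted p under 0.05 and a log2 change over 1 in size, and between treatments at an adjusted p under 0.05. The genes named as OS-specific needed a log2 change over 2 with both OS and no call with W. The limma calls were tested on simulated groups, where all changed genes were found and few unchanged ones. The fit of only the 2 groups compared also found all changed genes there. In the real data that fit called 0 genes for Pb OS against W at 3 h. The simulation thus does not show what share of real changes is found. Because the number is a block, its use was checked: after removing group means, samples with the same number correlated across genes at a mean of -0.0623, -0.0104, -0.1101 and -0.0691 for numbers 1 to 4, and samples with different numbers at -0.1359 to 0.1251. As the values are centred on 2 batches, means over both times are drawn to 0 or below, so these correlations do not decide whether samples of the same number are closer within a time. The counts, the named genes and the gene lists were also computed with no block.

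Lists of genes were tested with limma's camera at a preset correlation of 0.01, adjusted over 270 pairs of 18 lists and 15 comparisons, with fry and with camera's estimated correlation as alternatives. Lists by gene number were aliphatic GS (19 genes), indole GS (10), shared GS (6), GS regulators (9), JA biosynthesis (15), JAZ (12), suberin outside Table 1 (4 of 10 in the table), type-A ARR (8 of 10), type-B ARR (6 of 7) and clock (10). Lists by name pattern were laccases (9), cellulose synthases (32), arabinogalactan proteins (31), pectin enzymes (37), xyloglucan hydrolases (24), trichome birefringence-like (32), photosynthesis (45) and cell cycle (36). A pattern for endoglucanases found 0 genes and was not tested. All lists were written after the paper, its figures and parts of its supplement were read, so they are not independent of the study's choice. Distances between samples used all genes, with the exact permutation of group labels. Correlations of fold changes that share a control were set beside 100 simulations of unchanged groups.

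The genes named are those the paper names by symbol or gene number in its text, Table 1 or the legends of Figures 5 to 8, those on the lists by gene number, and the 3 largest rises and 3 largest falls of each OS against W at 3 h among called genes whose every OS replicate lay on 1 side of every W replicate. The paper's own values for its genes had been seen when this rule was written. Named outside it, after their values were seen, were ERF094, AT1G18382, AT1G22890, AT1G76610, ABCB21, IAN6, ENDO2, CYP76C2, CYP81D11 and AT5G43580, and the genes that entered or left the comparison with Table 1 (AT5G51950, TIL, AT2G28140, AT5G60470, AT1G54540, DAD1, AT4G36610 and PELPK2).

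Settings tried beside these were no replicate block, eBayes with trend and robust, genes with a mean of at least 1 CPM only, log2(CPM + 5) in place of the prior count of 1, a common median for every library, only the 2 groups compared in the fit, the numberings 1, 3, 4 and 1, 4, 3 for W at 3 h, and leaving out each of the 27 libraries. Chosen after the values were seen were 2 batches with a trended eBayes, voom on the recovered reads with 2 batches, and 2 batches with a shift of their own at 24 h. The fit of only the 2 groups compared kept the replicate block. For changes between the times it held all 4 groups of the test. The closing section gives the effect of these settings. Gene length and GC content, where tested, were taken in 10 bins each for the 18834 genes with a position in the TAIR10 gene table. Windows of 150 bases were searched in the genome for other exact matches. Of the 179 genes searched, PRR9 (45.3% of windows) and LTPG15 (7.6%) had any. Primer positions came from the same sequence. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and arrow 21.0.0. GO enrichment, insect growth, qPCR values and the microarray comparison of the paper were not analysed here.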

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

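The tests of single libraries, a library's response size and a swap with a W sample were chosen after the results were seen. So were those of batch shifts that differ between the times and of how many named genes have a replicate apart. The other tests in this part were chosen before their own results were seen.

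In 7 pairs of a named gene and a group of 4, a single replicate lay so far from the others that its gap to the nearest passed the 95% limit of Dixon's test, given as the gap over the range. With Pb OS at 3 h these were CYP79F2 in replicate 4 (0.8329; 2.05 CPM beside a median of 5.6 in the others) and HCA2 in replicate 2 (0.8546; 6.42 beside 1.87). With Sl OS at 3 h all 4 were in replicate 2: TBL15 (0.8933; 0.33 beside 0.582), IAA14 (0.8599; 0.0607 beside 0.531), CYCD3;3 (0.8888; 1.25 beside 1.96) and ML3 (0.8965; 16.4 beside 66.5). At 24 h it was MYB41 with Pb OS in replicate 4 (0.8953; 0.397 beside 0.0437). Chance gives about 1 in 20. Here 7 of 124 pairs, 5.6%, were past the limit, and over all genes and groups 4.64%, so as a number they may be chance. That 4 of the 7 fell in Sl OS replicate 2 may also reflect that library, since it was the one apart in 2.95% of all genes at 3 h, more than Pb OS replicate 2 with 2.21%. Only some of the calls moved without the replicate: HCA2 with Pb OS was called against control without replicate 2 (adjusted p 0.0127 in place of 0.272). No biological explanation was tested. Replicates of a group differ by plant batch, and in no treatment or time that the design names.

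Replicate 2 of Pb OS at 3 h held reads on 18303 genes where the median of the others was 18750, a gap of 0.9355 of the range, and replicate 2 of Sl OS at 3 h on 18682 genes beside 18762, a gap of 0.8652. These were 2 of 30 library measures tested, where chance gives about 1 in 20. Depth alone was argued against for Pb OS replicate 2. Thinned to the 23345796 reads of the smallest library, the other Pb OS replicates still held reads on at least 18724 genes. Sl OS replicate 2 had the most reads of its group, 29742495, so fewer reads could not explain its lower number. Thinning the other Sl OS replicates to 29266036 reads, which left at least 18759 genes, therefore decides nothing. A response of another size was argued against for Pb OS replicate 2. Positions were read on an axis with W at about 0 and OS at about 1. Pb OS replicate 2 lay at 0.476 while the others lay at 0.786, 1.003 and 1.121. Yet the control, W and other Pb OS libraries at 3 h all held reads on at least 18507 genes. These libraries have no, a small and a full response. Control replicate 2 held 18551 from fewer reads (22478292). For Sl OS replicate 2, at 1.377 while the others lay at 0.821, 0.836 and 1.015, it stays open, because no library with a larger response shows how many genes would hold reads, and the least of the control, W and other Sl OS libraries, 18507, is below its 18682. Whether fewer molecules went into these libraries was not tested. A swap of Pb OS replicate 2 with a tabulated W sample was argued against, since these lay at 0.06, 0.07 and 0.222, none near 1. The W sample that the paper excluded is absent, and Figure 1A draws no replicate 2 for W at 3 h. A swap with that sample could not be tested and stays open. A single wrong label was not excluded. The genes separating Pb OS from W at 3 h were 4695, and 7332 without Pb OS replicate 2, 2765 without Pb OS replicate 3, and 3055, 3095 and 2768 without W replicates 1, 2 and 3. With Pb OS replicate 2 counted among the W samples it was 7332 as well.

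The difference between OS and W changed from 3 h to 24 h in 1061 genes with Pb OS and in 2645 with Sl OS, by a test of the interaction itself. Of these, 1037 and 2540 had the smaller difference at 24 h. The Pb OS count was 377, 416 and 178 without W 3 h replicates 1, 2 and 3, 3996, 358 and 402 without Pb OS 3 h replicates 2, 3 and 4, 354 and 469 without W 24 h replicates 1 and 3, and 497, 441 and 575 without Pb OS 24 h replicates 2, 3 and 4. The Sl OS count was 1534, 1717 and 1152 without W 3 h replicates 1, 2 and 3, 1265 without Sl OS 3 h replicate 2, 1492 without W 24 h replicate 1 and 1427 without Sl OS 24 h replicate 4. The authors' scaling was argued against as the whole cause, since 1128 and 2681 genes passed with every library at a common median. A few genes taking most of the reads would shift the other genes of a library alike, so the same values argue against it, although the 10 most abundant genes held fewer of the reads in OS libraries at 3 h (4.68% to 7.42%) than in W libraries at 3 h (9.25% to 10.47%). So was a trend over gene length and GC content: 974 and 2526 passed after its removal, beside 1061 and 2661 before on the 18834 genes with a position. Batch shifts that differ between the times were argued against too, as 2784 and 4943 genes passed once the 2 batches had a shift of their own at each time. A transient response to OS, as the time points of the design allow, stays among the open explanations and was found and tested on the same data.

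AT1G76470 and AT1G09500, which the paper does not discuss, had some of the largest rises from W at 3 h, by 6.517 and 5.57 in log2 with Pb OS and 6.742 and 6.332 with Sl OS (adjusted p 2.2e-05, 0.000143, 1.5e-05 and 2.8e-05). AT1G76470 had 2 reads over the control samples, 6 over the W samples, 1311 with Pb OS and 1612 with Sl OS, and AT1G09500 had 25, 43, 3275 and 9748. Every OS replicate lay above every W replicate in both genes. The rule that picked them required this, except for AT1G09500 with Pb OS. Reads shared with a near-identical copy were argued against, as 0 of their 150-base windows had another exact match in the genome. A single library was too: whichever replicate was left out, the log2 change from W stayed at 6.072 or more for AT1G76470 and 5.109 or more for AT1G09500. So were too few reads, since the OS library with the fewest still held 136 and 335 reads. Over other settings the adjusted p ran to 0.0969 and 0.11 with Pb OS, in the fit of only the 2 groups compared. As a hypothesis, both may respond to a component of the OS or its microbes rather than to wounding. Reads from microbes or insects in the OS that align to these genes were not tested.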

How the results depend on the processing

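Of the 11 settings below, 3 were chosen after the values were seen: 2 batches with a trended eBayes, voom on the recovered reads, and 2 batches with a shift of their own at each time. The other 8, the tests of lists by fry and with the correlation estimated, and the 27 settings that leave out 1 library were set before the data were examined. The planned quasi-likelihood test of edgeR and the test of DESeq2 on recovered reads were not run. Over 103 counts, list results and distances, 1677 of 1988 alternative values stayed on the same side, a count being taken as unchanged within a factor of 1.5. Over 179 named genes with 2506 values, 46847 of 49051 alternatives stayed on the same side and 0 reversed. For the moves listed below the cause was not tested, except where the setting itself tests fewer genes or uses fewer samples. Values in brackets run from the value reported to the value under the setting, and list values are median log2 changes.

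Shifting every library to a common median moved 0 of 50 counts and 0 of 41 list results, and 5 named gene values gained and 13 lost their call. It did lower the median log2 change of all genes with Pb OS at 3 h from -0.001 to -0.105, with Sl OS from 0.011 to -0.083 and with W from -0.002 to -0.079. The share of called genes that were up at 3 h went with it, from 91.6% to 87.0% with W, from 48.1% to 42.4% with Pb OS and from 47.2% to 42.6% with Sl OS. Leaving the batch in, or the 1000 genes with the largest variance, gave the same side in all 24 distances between groups. With 2 batches by time removed and splits within them only, chosen after the values were seen, no p can fall under 0.0556. The 7 distances that were under 0.05 all went to 0.0556, with the real grouping still the largest: W (1.399 to 1.497), Pb OS (1.917 to 2.098) and Sl OS (2.156 to 2.3) against control at 3 h, Sl OS against W at 3 h (1.62 to 1.716), and W (1.268 to 1.388), Pb OS (1.301 to 1.45) and Sl OS (1.365 to 1.502) against control at 24 h. It became the largest, also at 0.0556, in 3 others: Pb OS and W at 24 h (1.031 to 1.116), Sl OS and W at 24 h (1.094 to 1.189) and the OS at 24 h (0.993 to 1.064).

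Leaving out the replicate block changed the W-repressed genes lower with Pb OS at 3 h (28 to 44), W-repressed genes lower with Sl OS at 3 h (26 to 41), W-induced genes lower with Pb OS at 24 h (4 to 11) and W-induced genes higher with Sl OS at 24 h (7 to 13). Changed too were the genes separating the OS at 24 h (0 to 1), such genes over 1 in log2 change at 24 h (0 to 1) and genes separating Pb OS from W at 24 h (11 to 32). Among named gene values 54 gained and 12 lost their call without the block, and no list result changed.

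A trended and robust eBayes changed the W-induced genes lower with Pb OS at 24 h (4 to 2) and W-repressed genes lower with Sl OS at 24 h (1 to 0). It gained 12 and lost 13 calls of named gene values. Numbering the W 3 h samples 1, 3, 4 changed the W-repressed genes lower with Sl OS at 24 h (1 to 0). Past the limit came the xyloglucan hydrolases list with Sl OS against W at 3 h (0.98 to 1.06, adjusted p 0.0451). Named gene values gained 13 calls and lost 17. Numbering them 1, 4, 3 changed the W-repressed genes lower with Sl OS at 24 h (1 to 0) and genes whose Pb OS-to-W difference changed with time (1061 to 707). Here 6 calls were gained and 31 lost.

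Keeping genes with a mean of at least 1 CPM, which tests fewer genes, changed the W-induced genes higher with Pb OS at 24 h (4 to 1), W-induced genes lower with Pb OS at 24 h (4 to 0), W-induced genes lower with Sl OS at 24 h (25 to 8) and W-repressed genes lower with Sl OS at 24 h (1 to 0). There were also moves for the genes up over 2 with the OS and not W (661 to 384), genes down under -2 with the OS and not W (628 to 405), W-induced genes lower with an OS at 3 h (17 to 11) and W-induced genes lower with an OS at 24 h (25 to 8). Moved as well were the genes separating Pb OS from W at 24 h (11 to 1) and genes separating Sl OS from W at 24 h (74 to 32). Past the limit came the indole GS list with Pb OS against W at 3 h (0.60 to 0.75, adjusted p 0.0489) and indole GS list with Sl OS against W at 3 h (0.66 to 0.78, adjusted p 0.0437). Of the named gene values that had a mean over that limit 1969 were unchanged and 5 gained a call, and the others have no value under this setting.

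Taking log2(CPM + 5), which shrinks the changes of genes with few reads, changed the genes up with W at 3 h (661 to 274), genes down with W at 3 h (61 to 22), genes up with Pb OS at 3 h (2528 to 1341), genes down with Pb OS at 3 h (2731 to 1135), genes up with Sl OS at 3 h (2749 to 1475) and genes down with Sl OS at 3 h (3071 to 1413). Counts shifted for the genes up with W at 24 h (262 to 58), genes down with W at 24 h (30 to 8), genes up with Pb OS at 24 h (298 to 63), genes down with Pb OS at 24 h (40 to 8), genes up with Sl OS at 24 h (427 to 121) and genes down with Sl OS at 24 h (92 to 29). The same setting took the genes up with both OS at 3 h (2344 to 1234), genes down with both OS at 3 h (2456 to 1080), W-induced genes higher with Pb OS at 3 h (249 to 133), W-repressed genes lower with Pb OS at 3 h (28 to 13), W-induced genes higher with Sl OS at 3 h (294 to 150) and W-repressed genes lower with Sl OS at 3 h (26 to 13). Further moves were the genes up with an OS and not W at 3 h (2286 to 1326), genes down with an OS and not W at 3 h (3291 to 1446), genes separating the OS at 3 h (0 to 3), such genes over 1 in log2 change at 3 h (0 to 3), genes called by W and neither OS at 24 h (77 to 25) and genes up with both OS at 24 h (259 to 52). It also moved the genes down with both OS at 24 h (24 to 7), W-induced genes higher with Pb OS at 24 h (4 to 1), W-induced genes lower with Pb OS at 24 h (4 to 7), W-induced genes higher with Sl OS at 24 h (7 to 4), W-induced genes lower with Sl OS at 24 h (25 to 10) and W-repressed genes lower with Sl OS at 24 h (1 to 0). Changed too were the genes up with an OS and not W at 24 h (267 to 98), genes down with an OS and not W at 24 h (92 to 23), genes separating the OS at 24 h (0 to 1), genes up over 2 with the OS and not W (661 to 180), genes down under -2 with the OS and not W (628 to 67) and W-induced genes lower with an OS at 24 h (25 to 10). There were also moves for the genes separating Pb OS from W at 24 h (11 to 22). Lost was the call of the type-A ARR list with Pb OS against W at 3 h (-1.43 to -0.44, adjusted p 0.0502). Named gene values gained 61 calls and lost 113.

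Fitting only the 2 groups compared, which leaves fewer samples to estimate the spread, changed the genes up with W at 3 h (661 to 318), genes up with W at 24 h (262 to 56), genes down with W at 24 h (30 to 3), genes up with Pb OS at 24 h (298 to 55), genes down with Pb OS at 24 h (40 to 3) and genes up with Sl OS at 24 h (427 to 101). Moved as well were the genes down with Sl OS at 24 h (92 to 2), W-induced genes higher with Pb OS at 3 h (249 to 0), W-induced genes lower with Pb OS at 3 h (12 to 0), W-repressed genes lower with Pb OS at 3 h (28 to 0), W-induced genes higher with Sl OS at 3 h (294 to 160) and W-repressed genes lower with Sl OS at 3 h (26 to 15). Counts shifted for the genes called by W and neither OS at 24 h (77 to 25), genes up with both OS at 24 h (259 to 39), genes down with both OS at 24 h (24 to 0), W-induced genes higher with Pb OS at 24 h (4 to 1), W-induced genes lower with Pb OS at 24 h (4 to 0) and W-induced genes higher with Sl OS at 24 h (7 to 1). The same setting took the W-induced genes lower with Sl OS at 24 h (25 to 2), W-repressed genes lower with Sl OS at 24 h (1 to 0), genes up with an OS and not W at 24 h (267 to 83), genes down with an OS and not W at 24 h (92 to 5), W-induced genes lower with an OS at both times (1 to 0) and W-induced genes lower with an OS at 3 h (17 to 10). Further moves were the W-induced genes lower with an OS at 24 h (25 to 2), genes separating Pb OS from W at 3 h (4695 to 0), genes separating Pb OS from W at 24 h (11 to 5), genes separating Sl OS from W at 24 h (74 to 7) and genes whose Pb OS-to-W difference changed with time (1061 to 378). Past the limit came the JA biosynthesis list with Pb OS against W at 3 h (0.57 to 0.48, adjusted p 0.046), JA biosynthesis list with Sl OS against W at 3 h (0.74 to 0.76, adjusted p 0.028) and type-A ARR list with Sl OS against W at 3 h (-1.13 to -1.27, adjusted p 0.0324). Among named gene values 36 gained and 266 lost their call. For changes between the times, this setting held the 4 groups of the test. The replicate block was kept, so in a fit of 2 groups at 3 h replicate 4 of an OS had no W sample in its block. That replicate then adds nothing to the difference from W, and a lost call there does not show that the effect is absent.

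An unadjusted p under 0.05 changed the W-induced genes lower with Pb OS at 3 h (12 to 21), W-induced genes lower with Pb OS at 24 h (4 to 50), W-induced genes lower with Sl OS at 24 h (25 to 63) and W-induced genes lower with an OS at both times (1 to 3). It also moved the W-induced genes lower with an OS at 24 h (25 to 72). Asking that W moved a gene by less than 1 in log2, whatever its p, changed the genes up over 2 with the OS and not W (661 to 290).

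With 2 batches and a trended eBayes, chosen after the values were seen, the fit changed the W-induced genes lower with Pb OS at 24 h (4 to 2), W-induced genes higher with Sl OS at 24 h (7 to 11) and W-repressed genes lower with Sl OS at 24 h (1 to 0). It gained 33 and lost 21 calls of named gene values, and no list result changed. Voom on the recovered reads, also chosen afterwards, changed the genes up with W at 24 h (262 to 115), genes down with W at 24 h (30 to 17), genes up with Pb OS at 24 h (298 to 130), genes up with Sl OS at 24 h (427 to 258), W-repressed genes lower with Pb OS at 3 h (28 to 57) and W-repressed genes lower with Sl OS at 3 h (26 to 55). Changed too were the genes called by W and neither OS at 24 h (77 to 38), genes up with both OS at 24 h (259 to 112), W-induced genes lower with Pb OS at 24 h (4 to 11), W-induced genes higher with Sl OS at 24 h (7 to 12), W-repressed genes lower with Sl OS at 24 h (1 to 0) and genes separating Pb OS from W at 24 h (11 to 17). Lost was the call of the type-A ARR list with Pb OS against W at 3 h (-1.43 to -1.42, adjusted p 0.0512). Named gene values gained 45 calls and lost 78.

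Giving the 2 batches a shift of their own at each time, chosen afterwards as well, changed the genes down with W at 3 h (61 to 131), genes up with W at 24 h (262 to 559), genes down with W at 24 h (30 to 294), genes up with Pb OS at 24 h (298 to 550), genes down with Pb OS at 24 h (40 to 285) and genes up with Sl OS at 24 h (427 to 668). There were also moves for the genes down with Sl OS at 24 h (92 to 325), genes called by W and neither OS at 3 h (19 to 39), W-induced genes higher with Pb OS at 3 h (249 to 401), W-repressed genes lower with Pb OS at 3 h (28 to 67), W-induced genes lower with Sl OS at 3 h (14 to 24) and W-repressed genes lower with Sl OS at 3 h (26 to 67). Moved as well were the genes separating the OS at 3 h (0 to 8), such genes over 1 in log2 change at 3 h (0 to 8), genes called by W and neither OS at 24 h (77 to 208), genes up with both OS at 24 h (259 to 459), genes down with both OS at 24 h (24 to 201) and W-induced genes higher with Pb OS at 24 h (4 to 10). Counts shifted for the W-induced genes lower with Pb OS at 24 h (4 to 15), W-induced genes higher with Sl OS at 24 h (7 to 19), genes down with an OS and not W at 24 h (92 to 197), W-induced genes lower with an OS at 3 h (17 to 29), genes separating Pb OS from W at 24 h (11 to 51) and genes separating Sl OS from W at 24 h (74 to 142). The same setting took the genes whose Pb OS-to-W difference changed with time (1061 to 2784) and genes whose Sl OS-to-W difference changed with time (2645 to 4943). Past the limit came the JA biosynthesis list with Pb OS against W at 3 h (0.57 to 0.56, adjusted p 0.02) and JA biosynthesis list with Sl OS against W at 3 h (0.74 to 0.81, adjusted p 0.0152). Named gene values gained 184 calls and lost 3.

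For the lists, fry brought past the limit the indole GS list with Pb OS against W at 3 h (0.60 to 0.60, adjusted p 0.04), indole GS list with Sl OS against W at 3 h (0.66 to 0.66, adjusted p 0.0276), JA biosynthesis list with Sl OS against W at 3 h (0.74 to 0.74, adjusted p 0.033) and xyloglucan hydrolases list with Sl OS against W at 3 h (0.98 to 0.98, adjusted p 0.00199). Lost was the call of the suberin list with Pb OS against W at 24 h (-0.62 to -0.62, adjusted p 0.152). Camera with the correlation estimated lost the call of the JA biosynthesis list with W against control at 3 h (1.34 to 1.34, adjusted p 0.328), aliphatic GS list with Pb OS against control at 3 h (-1.49 to -1.49, adjusted p 0.63), aliphatic GS list with Sl OS against control at 3 h (-1.37 to -1.37, adjusted p 0.651), aliphatic GS list with Pb OS against W at 3 h (-1.50 to -1.50, adjusted p 0.63), JAZ list with Pb OS against W at 3 h (0.88 to 0.88, adjusted p 0.63), type-A ARR list with Pb OS against W at 3 h (-1.43 to -1.43, adjusted p 0.643), xyloglucan hydrolases list with Pb OS against W at 3 h (0.93 to 0.93, adjusted p 0.449), photosynthesis list with Pb OS against W at 3 h (-1.19 to -1.19, adjusted p 0.63), cell cycle list with Pb OS against W at 3 h (-1.40 to -1.40, adjusted p 0.436), aliphatic GS list with Sl OS against W at 3 h (-1.41 to -1.41, adjusted p 0.63), JAZ list with Sl OS against W at 3 h (0.84 to 0.84, adjusted p 0.63), photosynthesis list with Sl OS against W at 3 h (-1.46 to -1.46, adjusted p 0.63), cell cycle list with Sl OS against W at 3 h (-1.56 to -1.56, adjusted p 0.436), suberin list with Pb OS against W at 24 h (-0.62 to -0.62, adjusted p 0.457) and suberin list with Sl OS against W at 24 h (-0.95 to -0.95, adjusted p 0.436). Under that setting 26 of 41 list results were unchanged and none gained a call.

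Over the alternatives of the 21 list results that changed under some setting, the adjusted p was largest when camera estimated the correlation. It was then 0.63 for the indole GS list, 0.651 for the JA biosynthesis list, 0.86 for the type-A ARR list with Sl OS and 0.63 for the xyloglucan hydrolases list with Sl OS, all against W at 3 h. The smallest adjusted p was as follows: JA biosynthesis list with W against control at 3 h 5.07e-13, aliphatic GS list with Pb OS against control at 3 h 3.78e-07, aliphatic GS list with Sl OS against control at 3 h 2.69e-06, aliphatic GS list with Pb OS against W at 3 h 1.01e-09, indole GS list with Pb OS against W at 3 h 0.0175, JA biosynthesis list with Pb OS against W at 3 h 0.02, JAZ list with Pb OS against W at 3 h 0.005. Next came type-A ARR list with Pb OS against W at 3 h 0.000717, xyloglucan hydrolases list with Pb OS against W at 3 h 0.000198, photosynthesis list with Pb OS against W at 3 h 4.33e-15, cell cycle list with Pb OS against W at 3 h 5.06e-09, aliphatic GS list with Sl OS against W at 3 h 6.54e-08, indole GS list with Sl OS against W at 3 h 0.0142, JA biosynthesis list with Sl OS against W at 3 h 0.0145. The last were JAZ list with Sl OS against W at 3 h 0.00148, type-A ARR list with Sl OS against W at 3 h 0.0324, xyloglucan hydrolases list with Sl OS against W at 3 h 0.00199, photosynthesis list with Sl OS against W at 3 h 2.55e-18, cell cycle list with Sl OS against W at 3 h 9.88e-08, suberin list with Pb OS against W at 24 h 0.000653, suberin list with Sl OS against W at 24 h 1.83e-05.

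Leaving out 1 library (leave-one-out, r for replicate) moved 126 counts by over 1.5 times and left 443 within that factor. List values gained 9 calls, lost 4 and were unchanged in 278, and among named gene values 169 gained and 1014 lost their call. Lowest and highest values are given with the library left out. With single libraries left out, the ranges were, for the genes down with W at 3 h 35 (control r1) to 66 (control r4), for the genes up with W at 24 h 170 (W 24 h r1) to 276 (control r4), for the genes down with W at 24 h 8 (W 24 h r1) to 58 (control r4), for the genes up with Pb OS at 24 h 196 (Pb OS 24 h r4) to 327 (control r2). Others were, for the genes down with Pb OS at 24 h 16 (control r1) to 50 (control r4), for the genes down with Sl OS at 24 h 27 (Sl OS 24 h r2) to 161 (Sl OS 24 h r4), for the genes called by W and neither OS at 3 h 10 (control r1) to 26 (Sl OS 3 h r2), for the W-induced genes higher with Pb OS at 3 h 128 (W 3 h r3) to 405 (Pb OS 3 h r2). Next were, for the W-induced genes lower with Pb OS at 3 h 4 (W 3 h r1) to 16 (Pb OS 3 h r2), for the W-repressed genes lower with Pb OS at 3 h 11 (W 3 h r2) to 52 (Pb OS 3 h r2), for the W-induced genes higher with Sl OS at 3 h 166 (W 3 h r3) to 344 (control r2), for the W-induced genes lower with Sl OS at 3 h 6 (W 3 h r1) to 14 (control r2). Further ranges were, for the W-repressed genes lower with Sl OS at 3 h 12 (W 3 h r2) to 33 (control r2), for the genes called by W and neither OS at 24 h 34 (W 24 h r1) to 90 (Sl OS 24 h r2), for the genes down with both OS at 24 h 10 (control r1) to 29 (control r4), for the W-induced genes higher with Pb OS at 24 h 2 (W 24 h r1) to 5 (control r1). Others were, for the W-induced genes lower with Pb OS at 24 h 1 (W 24 h r3) to 12 (Pb OS 24 h r4), for the W-induced genes higher with Sl OS at 24 h 4 (W 24 h r1) to 13 (control r2), for the W-repressed genes lower with Sl OS at 24 h 0 (control r1) to 1 (control r2), for the genes down with an OS and not W at 24 h 32 (control r1) to 159 (Sl OS 24 h r4).

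Next were, for the W-induced genes lower with an OS at both times 0 (W 24 h r1) to 1 (control r1), for the W-induced genes lower with an OS at 3 h 6 (W 3 h r1) to 20 (Pb OS 3 h r2), for the genes separating the OS at 3 h 0 (Pb OS 3 h r1) to 1 (Pb OS 3 h r3), for the such genes over 1 in log2 change at 3 h 0 (Pb OS 3 h r1) to 1 (Pb OS 3 h r3). Further ranges were, for the genes separating the OS at 24 h 0 (Pb OS 24 h r1) to 1 (Pb OS 24 h r2), for the such genes over 1 in log2 change at 24 h 0 (Pb OS 24 h r1) to 1 (Pb OS 24 h r2), for the genes separating Pb OS from W at 3 h 2765 (Pb OS 3 h r3) to 7332 (Pb OS 3 h r2), for the genes separating Pb OS from W at 24 h 6 (W 24 h r2) to 17 (Pb OS 24 h r4). Others were, for the genes separating Sl OS from W at 24 h 31 (Sl OS 24 h r1) to 86 (W 24 h r3), for the genes whose Pb OS-to-W difference changed with time 178 (W 3 h r3) to 3996 (Pb OS 3 h r2), for the genes whose Sl OS-to-W difference changed with time 1152 (W 3 h r3) to 2841 (Sl OS 3 h r1), for the genes whose difference between the OS changed with time 0 (Pb OS 3 h r1) to 1 (Pb OS 24 h r4). Next were, for the indole GS list with Pb OS against W at 3 h 0.45 (Pb OS 3 h r3) to 0.70 (W 3 h r2), for the JA biosynthesis list with Pb OS against W at 3 h 0.32 (Pb OS 3 h r3) to 0.70 (W 3 h r2), for the type-A ARR list with Pb OS against W at 3 h -1.55 (Pb OS 3 h r2) to -1.30 (Pb OS 3 h r1), for the xyloglucan hydrolases list with Pb OS against W at 3 h 0.60 (Pb OS 3 h r4) to 1.41 (W 3 h r3). Further ranges were, for the indole GS list with Sl OS against W at 3 h 0.59 (Sl OS 3 h r1) to 0.88 (Sl OS 3 h r2), for the JA biosynthesis list with Sl OS against W at 3 h 0.72 (W 3 h r1) to 1.06 (W 3 h r2), for the xyloglucan hydrolases list with Sl OS against W at 3 h 0.66 (Sl OS 3 h r3) to 1.50 (W 3 h r3).

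Depth limits the small counts. A single read is 0.0319 to 0.0445 CPM, so 3 reads are 0.0957 to 0.133 CPM, and 110 genes never reached 1 CPM in the tabulated values. Reads were found in every sample for 17426 of 18899 genes. Changes in genes with few reads rest on the prior count of 1. On log2(CPM + 5), the genes past 2 in log2 change with both OS and not W numbered 180 up and 67 down.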

Differences from the paper's values

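The settings called 2 batches and eBayes trend, voom on recovered reads, and 2 batches by time were chosen after seeing the values. Of 28 counts and shares that the paper states, 0 differed by more than 1.5 times. Of 120 fold changes in the paper's Table 1, 118 lay within 0.1 of the values here. The log2 fold change of ERF114 at 3 h with W lay outside, at 6.96 in the paper and 7.076 here, which is within the SD over replicates, and at 6.884 with the W 3 h samples numbered 1, 3 and 4. The remaining one differed, by its sign. For AT3G50400 with Sl OS at 24 h the paper's log2 fold change is 0.2, and the value here is -0.198. The gene had 173 reads over the W samples and 1 over the Sl OS samples at 24 h. Of the alternatives set before the data were examined, none brings the values together: it is -0.198 with no replicate block, with trended and robust eBayes, with only the 2 groups compared and with both numberings of the W 3 h samples, slightly lower after median scaling and -0.003 on log2(CPM + 5), and it has no value among genes with a mean of at least 1 CPM. All these values are below 0 and the paper's printed value is above, so the pair is alike in size and opposite in sign. The authors' deposited log2 fold changes for Sl OS at 24 h differ from those here by at most 5e-09. Their deposited value for this gene is thus below 0 as well, and the printed value differs from it in sign.

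Of the 50 pairs of gene and OS that carry a star in the paper's Table 1, the fit used here called 45 lower than W. The fits with 2 batches and eBayes trend and with 2 batches by time dropped 0 of the 50, and voom dropped 3. With no replicate block, a planned setting, 0 of the 50 were dropped, with W 3 h batches 1, 3, 4 5, on log2(CPM + 5) 8 and with only the 2 groups compared 41. The paper's methods describe 4 batches, while its own counts against control were returned exactly by 2 batches with a trended eBayes, 734 up and 78 down for W at 3 h, beside 661 and 61 with 4.

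The paper reports 4 GS regulators as repressed by OS. MYB28 was called against W here, and MYC4 against control (adjusted p 0.0236 and 0.0192), but MYC4 was not called against W. MYC4 with Pb OS had -1.15 (SE 0.47, adjusted p 0.0824), reached with no replicate block (0.0466), with 2 batches and eBayes trend (0.0483) and with 2 batches by time (0.00888), where the trended 2 batches and batches by time were chosen after seeing the values and dropped 0 and 0 of the 50 starred pairs. MYC4 with Sl OS had -1.18 (SE 0.47, adjusted p 0.0632), reached with no replicate block (0.0343), with 2 batches and eBayes trend (0.0353), with voom on recovered reads (0.0233) and with 2 batches by time (0.00559), and without any one of Sl OS 3 h replicates 3 and 4 (0.0253 to 0.0456), where the trended 2 batches, voom and batches by time were chosen after seeing the values and dropped 0, 3 and 0 of the 50 starred pairs. MYB29 was not called with either OS: with Pb OS against W it had -0.68 (SE 0.40, adjusted p 0.224), reached without Pb OS 3 h replicate 2 (0.0227). MYB29 with Sl OS against W had -0.40 (SE 0.40, adjusted p 0.472), and no setting run called it. Against control MYB29 with Pb OS had -0.68 (SE 0.37, adjusted p 0.134), reached without Pb OS 3 h replicate 2 (0.0102). Against control MYB29 with Sl OS had -0.40 (SE 0.37, adjusted p 0.375), and no setting run called it. MYB76 was not called either: with Pb OS against W it had -0.07 (SE 0.40, adjusted p 0.912), and no setting run called it. MYB76 with Sl OS against W had -0.10 (SE 0.40, adjusted p 0.866), and no setting run called it.

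The paper names HCA2 and DOF6 as repressed by OS. With Sl OS both were called against control (adjusted p 0.016 and 0.00478) and DOF6 against W (0.0129). With Pb OS HCA2 was not, with -0.51 (SE 0.38, adjusted p 0.272), reached without Pb OS 3 h replicate 2 (0.0127). HCA2 with Pb OS against W had -0.35 (SE 0.41, adjusted p 0.562), and no setting run called it. HCA2 with Sl OS against W had -0.98 (SE 0.41, adjusted p 0.077), reached with 2 batches by time (0.0344), where batches by time was chosen after seeing the values and dropped 0 of the 50 starred pairs. DOF6 with Pb OS had, against control, -0.50 (SE 0.39, adjusted p 0.3), and no setting run called it. DOF6 with Pb OS against W had -0.56 (SE 0.43, adjusted p 0.354), and no setting run called it.

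Among wall, wax and growth genes that the paper lists as lower with OS, several were called against control and not against W. For AGP31, SHN3 and ARF3 the paper's figures use ANOVA with Tukey HSD on each gene at p < 0.05. The p values here were adjusted over all genes, a different limit, so a missed call does not contradict that test. AGP31 with Pb OS against W had -2.08 (SE 0.86, adjusted p 0.0814), reached with voom on recovered reads (0.0237), and without Pb OS 3 h replicate 2 (0.00117), where voom was chosen after seeing the values and dropped 3 of the 50 starred pairs. AGP31 with Sl OS had -2.26 (SE 0.86, adjusted p 0.0513), reached with no replicate block (0.0336), with trended and robust eBayes (0.0485), on genes with a mean of at least 1 CPM (0.0467), with W 3 h batches 1, 3, 4 (0.0373), with W 3 h batches 1, 4, 3 (0.0389), with 2 batches and eBayes trend (0.0374), with voom on recovered reads (0.0178) and with 2 batches by time (0.0349), and without any one of Sl OS 3 h replicates 3 and 4 (0.0449 to 0.0479), where the trended 2 batches, voom and batches by time were chosen after seeing the values and dropped 0, 3 and 0 of the 50 starred pairs. SHN3 with Pb OS against W had -2.22 (SE 1.11, adjusted p 0.147), reached with voom on recovered reads (0.0401) and with 2 batches by time (0.00568), and without Pb OS 3 h replicate 2 (0.0269), where voom and batches by time were chosen after seeing the values and dropped 3 and 0 of the 50 starred pairs. SHN3 with Sl OS had -2.64 (SE 1.11, adjusted p 0.0761), reached with no replicate block (0.0435), with only the 2 groups compared (0.0243), with voom on recovered reads (0.042) and with 2 batches by time (0.00144), and without Sl OS 3 h replicate 1 (0.0462), where voom and batches by time were chosen after seeing the values and dropped 3 and 0 of the 50 starred pairs. ARF3 with Pb OS against W had -1.05 (SE 0.40, adjusted p 0.0608), reached with no replicate block (0.04), with 2 batches and eBayes trend (0.0404), with voom on recovered reads (0.0247) and with 2 batches by time (0.0108), and without Pb OS 3 h replicate 2 (0.00151), where the trended 2 batches, voom and batches by time were chosen after seeing the values and dropped 0, 3 and 0 of the 50 starred pairs. AGP31 was called against control with both OS (adjusted p 0.00715 and 0.00427), as was SHN3 (0.0193 and 0.00835). ARF3 was called against W with Sl OS (0.0299). ML3 is said in the text to be suppressed by OS and starred in Table 1 with Sl OS, which was called here, and with Pb OS it had -1.06 (SE 0.47, adjusted p 0.103), reached on log2(CPM + 5) (0.0433). WSD1 under its number AT5G37300 had with Pb OS -0.73 (SE 1.01, adjusted p 0.63), and no setting run called it. The other number the paper gives for it, AT5G12420, was called lower with both OS (0.000216 and 0.00127).

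Suberin, cuticle and lignin genes are described in the text as suppressed by OS at 24 h, with no species named, while Table 1 stars nearly all of them with Sl OS alone. LAC5, MYB41, ABCG6 and LTPG15 were called lower than W with both OS here. RWP1, LTPG20, ABCG16, LTP2 and DIR23 were called with Sl OS and not with Pb OS, and FAR5 with neither. FAR5 with Sl OS had -3.56 (SE 0.79, adjusted p 0.0572), reached with no replicate block (0.028), with W 3 h batches 1, 3, 4 (0.0456), with 2 batches and eBayes trend (0.0378), with voom on recovered reads (0.0237) and with 2 batches by time (0.0287), and without Sl OS 24 h replicate 2 (0.041), where the trended 2 batches, voom and batches by time were chosen after seeing the values and dropped 0, 3 and 0 of the 50 starred pairs. FAR5 with Pb OS had -3.06 (SE 0.79, adjusted p 0.288), and no setting run called it. RWP1 with Pb OS had -3.76 (SE 0.89, adjusted p 0.192), reached on log2(CPM + 5) (0.00225) and with 2 batches by time (0.0465), where batches by time was chosen after seeing the values and dropped 0 of the 50 starred pairs. LTPG20 with Pb OS had -3.93 (SE 0.82, adjusted p 0.0842), reached with no replicate block (0.047), on log2(CPM + 5) (0.0427) and with 2 batches by time (0.0458), and without Pb OS 24 h replicate 4 (0.00461), where batches by time was chosen after seeing the values and dropped 0 of the 50 starred pairs. ABCG16 with Pb OS had -2.90 (SE 0.60, adjusted p 0.0842), reached with 2 batches by time (0.0483), and without Pb OS 24 h replicate 4 (0.00461), where batches by time was chosen after seeing the values and dropped 0 of the 50 starred pairs. LTP2 with Pb OS had -2.66 (SE 0.56, adjusted p 0.0925), reached on log2(CPM + 5) (0.016) and with 2 batches by time (0.0407), where batches by time was chosen after seeing the values and dropped 0 of the 50 starred pairs. DIR23 with Pb OS had -2.68 (SE 0.52, adjusted p 0.0599), reached with no replicate block (0.0237) and with 2 batches by time (0.0122), and without any one of W 24 h replicate 4 and Pb OS 24 h replicate 4 (7.1e-05 to 0.0309), where batches by time was chosen after seeing the values and dropped 0 of the 50 starred pairs.

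ERF114 is described in the text as suppressed by OS at both times, and Table 1 stars it at 24 h with Sl OS alone, as it does PLL18, AT2G41800 and AT2G41810. With Sl OS all 4 were called here. ERF114 was called at 3 h with both OS and at 24 h with Sl OS (adjusted p 0.0257). ERF114 with Pb OS at 24 h had -2.35 (SE 0.53, adjusted p 0.14), reached on log2(CPM + 5) (0.0109) and with voom on recovered reads (0.0464), where voom was chosen after seeing the values and dropped 3 of the 50 starred pairs. PLL18 with Pb OS had -0.58 (SE 0.37, adjusted p 1.00), and no setting run called it. AT2G41800 with Pb OS had -1.59 (SE 0.67, adjusted p 1.00), reached on log2(CPM + 5) (7.1e-05) and with voom on recovered reads (0.0237), where voom was chosen after seeing the values and dropped 3 of the 50 starred pairs. AT2G41810 with Pb OS had -3.54 (SE 0.67, adjusted p 0.0599), reached with no replicate block (0.0273), on log2(CPM + 5) (0.000501), with W 3 h batches 1, 3, 4 (0.0412), with voom on recovered reads (0.0122) and with 2 batches by time (0.00468), and without Pb OS 24 h replicate 4 (0.0101), where voom and batches by time were chosen after seeing the values and dropped 3 and 0 of the 50 starred pairs.

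Of the genes the paper stars in Table 1, 13 of 16 at 3 h and 21 of 24 at 24 h met the same limits here. AT3G28060 with W against control at 3 h had 2.74 (SE 0.83, adjusted p 0.0644), reached with no replicate block (0.031), on log2(CPM + 5) (0.0408), with 2 batches and eBayes trend (0.0482), with voom on recovered reads (0.0345) and with 2 batches by time (0.0257), and without control replicate 4 (0.0236), where the trended 2 batches, voom and batches by time were chosen after seeing the values and dropped 0, 3 and 0 of the 50 starred pairs. MBD11 with Sl OS against W at 3 h had -0.86 (SE 0.36, adjusted p 0.0712), reached with no replicate block (0.0418), with 2 batches and eBayes trend (0.0405), with voom on recovered reads (0.0373) and with 2 batches by time (0.00217), and without Sl OS 3 h replicate 4 (0.0304), where the trended 2 batches, voom and batches by time were chosen after seeing the values and dropped 0, 3 and 0 of the 50 starred pairs. PLC7 with W against control at 3 h had 1.05 (SE 0.33, adjusted p 0.0794), reached with no replicate block (0.038), on log2(CPM + 5) (0.0347), with 2 batches and eBayes trend (0.0397) and with 2 batches by time (0.0331), where the trended 2 batches and batches by time were chosen after seeing the values and dropped 0 and 0 of the 50 starred pairs. PLC7 with Pb OS against W at 3 h, the starred step, had -0.80 (SE 0.33, adjusted p 0.0814), reached with no replicate block (0.0491), on log2(CPM + 5) (0.0355), with 2 batches and eBayes trend (0.0497), with voom on recovered reads (0.033) and with 2 batches by time (0.0437), and without Pb OS 3 h replicate 2 (0.0345), where the trended 2 batches, voom and batches by time were chosen after seeing the values and dropped 0, 3 and 0 of the 50 starred pairs. PELPK1 with Sl OS against W at 24 h had -5.61 (SE 1.35, adjusted p 0.0868), reached with no replicate block (0.0398), on log2(CPM + 5) (3.7e-06), with 2 batches and eBayes trend (0.0472), with voom on recovered reads (0.0147) and with 2 batches by time (0.0143), where the trended 2 batches, voom and batches by time were chosen after seeing the values and dropped 0, 3 and 0 of the 50 starred pairs. AT3G25640 with Sl OS against W at 24 h had -2.46 (SE 0.55, adjusted p 0.0605), reached with no replicate block (0.0341), on log2(CPM + 5) (0.00124), with 2 batches and eBayes trend (0.0469), with voom on recovered reads (0.0186) and with 2 batches by time (0.0396), where the trended 2 batches, voom and batches by time were chosen after seeing the values and dropped 0, 3 and 0 of the 50 starred pairs. FAR5 at 24 h, the last of the 6, is given above.

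Particular cell-wall genes are described in the paper as lowered by OS, and of those it names LAC6, CSLD5, PAE10 and TBL15 were called lower than W with both OS here. Whole families are another matter. Of 6 lists by name pattern, 0 were called lower as a whole against W at 3 h, and the xyloglucan hydrolases were higher with Pb OS (median log2 change 0.935, adjusted p 0.0121, and 0.000198 to 0.449 over its alternatives). The paper has JA genes alike in wounding and OS, while the JAZ list stood above W with Pb OS (0.88, adjusted p 0.0138) and Sl OS (0.84, adjusted p 0.0116), with adjusted p over the alternatives of 0.005 to 0.63 and 0.00148 to 0.63, the call being lost when camera estimated the correlation (0.63 for both). From the shares of up- and downregulated genes in common at 24 h, the paper proposes different effects of the OS of the 2 species in the long term. Limma called 0 genes between Pb OS and Sl OS at 24 h (691 at an unadjusted p under 0.05) and voom 0 (698 unadjusted). With no replicate block 1 gene was called, and on log2(CPM + 5) 1. Over all genes the distance between the OS at 24 h was 0.993 of that within them (exact p 0.514). It was 1.064 with the replicate pairs removed at each time, the largest of the 18 splits within the pairs (p 0.0556, the smallest possible), a test chosen after the values were seen. The paper places ARR5, ARR8 and ARR9 among the type-B regulators, and the list here has them as type-A, where they were called lower with both OS.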

Other observations

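The tests in this part were chosen after the result was seen, except the test of a control collected at another time and the tests of the clock list against W and control.

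How many genes other splits of the same samples call was counted for 12 comparisons, each over all 35 splits. For W, Pb OS and Sl OS against control at 3 h and 24 h, 1 of 35 splits, the real one, called as many genes as the real one. This argues against chance, though the 35 splits do not hold the replicate pairs 1-2 and 3-4. The largest other splits called 556, 3329 and 2183 genes at 3 h and 19, 4 and 5 at 24 h. For Sl OS against W at 3 h it was also 1 of 35. For Pb OS against W at 3 h it was 2 of 35, as the split that sets Pb OS replicates 1, 3 and 4 against the rest called 7332 genes beside 4695. Chance was thus not excluded by all splits for this comparison. For Pb OS and Sl OS against W at 24 h it was 2 of 35 each, and chance was not excluded by all splits. There the other split set replicates 1 and 2 of both groups against replicates 3 and 4 and called 2192 and 1864 genes, beside 11 and 74. With a batch shift of its own at 24 h, the counts of the real split were 51 and 142. Among the 8 splits that part every pair of the same number, the real one was the only one as large in each of these 10 comparisons, though 8 splits alone are too few to exclude chance. Between Pb OS and Sl OS the real split called 0 genes at both times, so that all 35 splits reach it was fixed in advance and decides nothing. The split of replicates 1 and 2 against 3 and 4 called 4207 and 2391 genes there.

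The splits by replicates 1 and 2 against 3 and 4 point to a difference between these pairs within each time, although the tabulated values had been corrected for it. The correction is 1 shift per gene over all samples, so the shifts at 3 h and at 24 h are forced to opposite signs and their correlation of -0.994 says nothing. The difference of the shifts is free of that. It passed an adjusted p of 0.05 in 7103 genes, 3523 of them over 1 in log2, which argues against growing batches with a single shift at both times. A candidate explanation is another time of day at collection. Over 10 clock genes the median absolute difference of the shifts was 6.368, while random lists of genes at the same level had a median of 0.381 and at most 2.25 (permutation p 0.0001, the smallest these permutations can give). Of the other 17 lists, JA biosynthesis (1.122, p 0.002), xyloglucan hydrolases (1.106, p 0.003) and type-A ARR (1.17, p 0.02) were past 0.05, and the others ran from 0.286 to 0.909.

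The recovered reads show the same with no correction. At 24 h the mean of replicates 1 and 2 beside that of replicates 3 and 4 was 190 and 2.88 CPM for CCA1, 45.3 and 0.584 for LHY, 102 and 5.58 for PRR9, 10.8 and 178 for TOC1, 0.123 and 72.1 for ELF4, 0.0572 and 143 for FKF1, 0.955 and 111 for PRR5, 3.59 and 84.4 for LUX and 39.9 and 264 for GI. PRR7 was near level, with 205 and 217. At 3 h the pairs were closer for all but PRR7, with 5.52 and 20.2 for CCA1 and 124 and 79.6 for TOC1. PRR7 had 173 and 226. In PRR9 45.3% of the 150-base windows have another exact match in the genome. As a hypothesis, the 24 h samples of the 2 pairs may have been collected at different times of day, a value of 6.368 for the clock genes being the test. The paper gives no hour of collection, and other differences between the pairs that change with time stay open.

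The control was collected with the 3 h samples, so calls at 24 h could come in part from the time of collection. If so, they would be shared by all 3 treatments. Of 651 genes called by any treatment at 24 h, 170 were called by all 3, which is 26.1%. Most calls were thus not shared, but a gene not called with a treatment is not shown to be unchanged there. The shared calls leave the explanation open too, because a response to wounding itself would be shared as well. A control from the 24 h collection would be needed.

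The clock list itself had median log2 changes from W at 3 h of 0.07 with Pb OS (adjusted p 0.886) and 0.16 with Sl OS (adjusted p 0.947), where camera leaned down though the median was up. Against control at 24 h it was at -0.78 with Pb OS (adjusted p 0.041, 1 gene called down), -0.79 with Sl OS (adjusted p 0.113) and -0.64 with W (adjusted p 0.113). The Pb OS value was 0.00549 with fry and 0.436 with the correlation estimated.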
